# Molecular neurobiology of loss: a role for basolateral amygdala extracellular matrix

**DOI:** 10.1038/s41380-023-02231-8

**Published:** 2023-08-29

**Authors:** Marissa A. Smail, Brittany L. Smith, Rammohan Shukla, Khaled Alganem, Hunter M. Eby, Justin L. Bollinger, Ria K. Parikh, James B. Chambers, James K. Reigle, Rachel D. Moloney, Nawshaba Nawreen, Eric S. Wohleb, Harry Pantazopoulos, Robert E. McCullumsmith, James P. Herman

**Keywords:** Neuroscience, Molecular biology

## Abstract

Psychological loss is a common experience that erodes well-being and negatively impacts quality of life. The molecular underpinnings of loss are poorly understood. Here, we investigate the mechanisms of loss using an environmental enrichment removal (ER) paradigm in male rats. The basolateral amygdala (BLA) was identified as a region of interest, demonstrating differential Fos responsivity to ER and having an established role in stress processing and adaptation. A comprehensive multi-omics investigation of the BLA, spanning multiple cohorts, platforms, and analyses, revealed alterations in microglia and the extracellular matrix (ECM). Follow-up studies indicated that ER decreased microglia size, complexity, and phagocytosis, suggesting reduced immune surveillance. Loss also substantially increased ECM coverage, specifically targeting perineuronal nets surrounding parvalbumin interneurons, suggesting decreased plasticity and increased inhibition within the BLA following loss. Behavioral analyses suggest that these molecular effects are linked to impaired BLA salience evaluation, leading to a mismatch between stimulus and reaction intensity. These loss-like behaviors could be rescued by depleting BLA ECM during the removal period, helping us understand the mechanisms underlying loss and revealing novel molecular targets to ameliorate its impact.

## Introduction

Psychological loss is something that most people experience in their lifetime. Losing something of value (e.g., interpersonal relationships, financial stability, secure housing, health) can erode well-being and negatively impact quality of life [1–3]. The impact of loss is felt in particular during times of natural disasters, political upheavals, and pandemics [4].

Loss can be defined as a “state of deprivation of a motivationally significant conspecific, object, or situation [1].” This relative deprivation often precipitates a depressed emotional state, and symptoms of loss resemble those of major depressive disorder (MDD), including amotivation, sadness, withdrawal, and rumination [1–3]. Loss is also associated with “atypical” MDD symptoms such as weight gain and hypoactive hypothalamic–pituitary–adrenal (HPA) axis responsivity [5, 6]. Little is known about the molecular mechanisms underlying loss, as the unique phenotype is difficult to track clinically and receives little attention in preclinical studies [5–7]. Elucidating the molecular mechanisms driving the response to loss could reveal novel treatments that may be of widespread benefit.

Our lab recently developed a model of loss in rats, in which environmental enrichment (EE) serves as proxy for positive life events and its removal emulates loss [8, 9]. EE is known to have rewarding properties in rodents, providing social, physical, and cognitive stimulation that contribute to enhanced cognition and neuroplasticity, as well as reducing emotional reactivity to stress [10, 11]. The enrichment removal (ER) protocol begins with 4 weeks of EE followed by removal to single housing lacking positive stimuli. This negative transition from high to low environmental stimulation is consistent with removal of a motivationally significant condition. Indeed, after 1 week of ER, adult male rats exhibit “loss-like” phenotypes, including increased passive coping in the forced swim test, increased hedonic drive in the sucrose preference test, weight gain, and hypoactive HPA axis responsivity relative to EE and standard housed (SH) rats [8]. Thus, ER affords a unique opportunity to study loss-related pathologies in a rodent model.

Here, we utilize a series of complementary approaches to investigate the biological substrates of psychological loss. Post-behavior (forced swim) Fos expression revealed selective recruitment of the basolateral amygdala (BLA), a region with established roles in stress regulation and behavioral adaptation [12–14], following ER. We then used a discovery-based multi-omics approach to build molecular signatures of ER in the BLA. Bioinformatics analyses of these signatures identified microglia (resident immune cells in the brain) [15–17] and the extracellular matrix (ECM) (scaffolding providing support for synaptic development and plasticity) [18–20] as consistently altered targets. Both microglia and ECM have complex relationships with stress, making them interesting candidates here [18, 19, 21, 22]. Follow up molecular and behavioral studies revealed how ER-induced changes in these candidate mechanisms impact BLA plasticity and BLA-dependent behaviors. We then demonstrated that these loss-like phenotypes could be rescued by enzymatically depleting the BLA ECM during the removal period. Taken together, this information-rich dataset provides unique insight into a role of the ECM in driving diverse neural and behavioral dysfunctions consequent to loss in the amygdala.

## Methods

### Subjects

Eight-week-old adult male Sprague-Dawley rats were used for all experiments. All procedures were conducted in compliance with the National Institutes of Health Guidelines for the Care and Use of Animals and approved by the University of Cincinnati Institutional Animal Care and Use Committee.

### Enrichment removal protocol

Rats were randomly assigned to 3 housing conditions: standard housing (SH), environmental enrichment (EE), and enrichment removal (ER). SH consisted of either single-housing (Experiments 1–2) or pair-housing (Experiments 3–5) (Supplementary Table 1). Prior experiments suggest that single and pair-housed male controls are highly similar, and that social isolation or removal from social enrichment alone is insufficient to generate ER phenotypes [8, 9]. Enrichment housing consisted of 10 rats housed in a 1 m^3^ multi-level wire mesh cage with 5–6 toys and shelters that rotated weekly (Fig. 1A). ER rats were maintained in the same conditions as EE rats for 4 weeks. ER rats were then removed from EE and placed into 24-h single housing for the remainder of the experiment, with no further enrichment. These studies were primarily focused on ER effects, with SH serving as a procedural control and EE serving as the canonical experiential control [8].

**Fig. 1:**
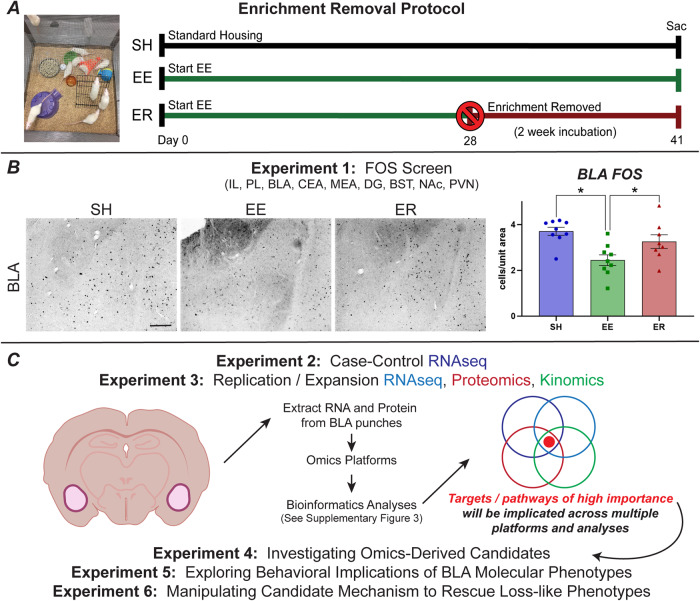
Experimental background and overview. **A** Example of environmental enrichment (EE), and timeline for standard enrichment removal (ER) protocol. **B** Representative images of the BLA from initial Fos IHC screen and quantification (SH *n* = 9, EE *n* = 9, ER *n* = 8; scale bar = 100 µm). **C** Outline for omics and follow-up studies. Experiments 2 and 3 utilized multi-omics in tandem with a number of complementary bioinformatics analyses to explore the molecular landscape of the BLA following ER. Experiments 4 and 5 further explored the candidate mechanisms that emerged from these analyses, as well as their role in ER behavioral phenotypes, to expand our understanding of novel mechanisms that underlie loss. Experiment 6 explores manipulating the molecular mechanisms identified here in an attempt to rescue the loss-like behavioral phenotypes generated by ER. * = *p* < 0.05.

### Experimental design

Six experiments were conducted for the present analyses. Note that ER rats consistently gained weight across experiments (Supplementary Fig. 1). All analyses were conducted by a blinded observer. For full experimental details, see supplementary methods.

Fos expression profiling was first used to identify stress-responsive brain regions that showed differential responsivity to EE and ER. Regions examined included the basolateral amygdala (BLA), medial amygdala (MEA), central amygdala (CEA), infralimbic prefrontal cortex (IL), prelimbic prefrontal cortex (PL), bed nucleus of the stria terminalis (BST), paraventricular nucleus(PVN), nucleus accumbens(NAc), and dentate gyrus (DG). These regions have known roles in stress responsivity, making them likely candidates for dysregulation by chronic stress [23–25]. Animals were sacrificed 90 min after forced swim, and immunohistochemistry was used to assess Fos activation to acute stress.

The BLA emerged as a region of interest. BLA micropunches were collected from SH, EE, and ER rats 2 weeks after removal. RNA was extracted and submitted for RNAseq. Our comprehensive bioinformatics pipeline, which included full transcriptome pathway analysis, targeted pathway analysis, and perturbagen analysis, (Supplementary Fig. 3) was used to assess EEvSH, ERvSH, and ERvEE molecular profiles.

A new cohort was generated to run parallel RNAseq, shotgun proteomics, and serine-threonine kinomics. This triple-omics approach not only served as a validation of Experiment 2, but also allowed us to examine ER-induced changes at multiple molecular levels. RNA and protein were extracted from BLA micropunches using our triple-prep protocol, and pooled samples were submitted to respective cores. Results were analyzed via our bioinformatics pipeline with the goal of identifying targets that replicated across cohorts, platforms, and analyses.

Immunohistochemistry was used to investigate targets implicated by the multi-omics, particularly BLA microglia and ECM. Microglial endpoints included area (total IBA area/microglia count), morphology (Imaris process analyses), and phagocytosis (CD68 expression/microglia). ECM endpoints included overall area (total WFA area) and characteristics relating to perineuronal nets (PNNs) decorating parvalbumin interneurons (PV) (PNN counts, PV synaptic inputs).

To better understand the impact of these molecular changes, we then expanded our behavioral profile of ER to behaviors known to centrally involve the BLA. Behavioral testing was run in two cohorts and included passive avoidance, social threat, acoustic startle, and fear conditioning. Brains were collected to assess Fos activation of BLA PV cells following fear conditioning reinstatement.

Finally, we utilized Chondroitinase ABC (ChABC), a bacterial enzyme which digests ECM, to deplete BLA PNNs during removal and test if we could block the development of loss-like behaviors. EE was chosen as the control group because it represents the more informative control for loss. EE and ER rats received injections of ChABC or vehicle into the BLA at the start of the removal period, and were then subjected to passive avoidance, acoustic startle, and forced swim testing. Brains were collected to verify injection sites and ECM depletion. See supplementary methods for full methodological details.

### Statistics

Normality and variance were assessed using GraphPad Prism 9. Molecular and behavioral endpoints were analyzed by one-way ANOVAs and two-way repeated measures ANOVAs. Kruskal-Wallis non-parametric tests were used when necessary. Pearson correlations were used where appropriate (GraphPad Prism 9). Based a priori on prior studies, outliers were determined by values that fall outside the mean ± 1.96 times the standard deviation [8, 9]. All post hoc testing utilized Tukey tests (Supplementary Table 8).

## Results

### Experiment 1: BLA exhibits differential Fos activation following ER

We initially ran a post-forced swim Fos screen to identify regions putatively contributing to loss phenotypes (Fig. 1A). The most notable pattern of Fos expression was in the BLA, where ER produced a pronounced increase in the number of Fos reactive neurons relative to continuously-enriched controls (Fig. 1B; Supplementary Fig. 2). The IL also demonstrated differential Fos expression, albeit weaker. The other regions did not show differential Fos responsivity. Given the magnitude of the changes and the established role of the BLA in stress processing and adaptation [12, 13], this region was selected for further analysis.

### Experiment 2: RNAseq points to immune and matrix alterations following ER

We designed a series of hypothesis-generating experiments to uncover potential mechanisms underlying the effects of ER in the BLA (Fig. 1C). Analyzing data as complex as transcriptomic signatures with a singular platform is inherently biased and could miss novel information that could be gleaned from more comprehensive analyses. Here we leveraged a pipeline that covers multiple dimensions of transcriptomic analyses and thus lends more confidence to interpretation of gene expression patterns (Supplementary Fig. 3).

Micropunches of the BLA were collected [26], RNA was extracted, and samples were submitted for case-control RNAseq. 

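Experiment 2 sequenced BLA micropunches from 18 adult male rats, with 6 rats in each of 3 groups: single-housed rats (SH), rats kept in enriched housing (EE) and rats moved from enriched to single housing (ER). Each rat gave 1 library and no samples were pooled, so the spread between libraries is the spread between rats. According to the paper, enriched rats lived in groups in a shared cage. The tests take rats as the units and do not cover a spread between cages. Polyadenylated RNA was read in short single-end reads, which the authors aligned with HISAT2 and normalized with DESeq2. Their deposited values are reads per gene divided by a size factor for each library, a signal that compares rats gene by gene but is not corrected for gene length. Divided by the smallest step between low values in each library, 100.0% of the values up to 1000 reads came out whole within a tolerance of 0.01 reads. The recovered totals were 18688872 to 22177364 reads in SH (median 20532708), 17753797 to 21931492 in EE (median 19452376) and 20171558 to 23450276 in ER (median 21457172), where the paper states 25 M reads per sample. The tests used the normalized values, whose totals had group medians of 22170581 in SH, 22318192 in EE and 22267767 in ER. Of 19113 genes, 18172 had a mean value above 1 over the 18 libraries, the study's own minimum, and were tested, 16268 of them protein-coding. The 3 contrasts were taken from 1 fit of limma over all libraries on log2(value + 1), with p-values adjusted by the Benjamini-Hochberg method. Fold changes are given on the log2 scale with their standard error (SE). They compare means of log2 values, so for genes with low or uneven values they can be smaller or larger than the ratio of the group means, or of opposite sign. Gene lists for cell types, brain regions and pathways, 52 in all, were compared with the other genes by camera from limma at a preset correlation between genes of 0.01. The filter, the tests, the lists and the rule for which genes to name were set before the data were examined. A pair of SH libraries stood apart from the rest. The first principal component, 20.4% of the variance, placed SH 3 at −137 and SH 1 at −45.1, with the other libraries between −0.220 and 21.7. The median correlation with the other libraries was 0.944 for SH 3 and 0.962 for SH 1, against 0.970 to 0.977 for the rest.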

Transcriptomic data was generated for SH, EE, and ER rats, yielding signatures for three contrasts: EEvSH, ERvSH, and ERvEE (Supplementary Table 2). 

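Among the genes with the smallest p in EEvSH were markers of glia and macrophages. Normalized values of Cmklr1, a receptor for the chemoattractant chemerin on microglia and other macrophages, were 41.1 ± 17.8 in SH, 96.2 ± 19.8 in EE and 54.7 ± 19.0 in ER (mean ± SD, 6 rats per group). Its log2 fold change was 1.31 (SE 0.31) in EEvSH and −0.85 (SE 0.31) in ERvEE. Olig2, a transcription factor of the oligodendrocyte lineage, stood at 435 ± 62.8 in SH and 656 ± 178 in EE (log2 fold change 0.56, SE 0.14). Aurkc, a kinase of cell division, had 447 ± 59.5 in SH, 315 ± 23.1 in EE and 324 ± 29.1 in ER. Its log2 fold changes were −0.49 (SE 0.10) in EEvSH and −0.46 (SE 0.10) in ERvSH. In ERvSH, the astrocyte enzyme Aldh1l1 was lower in every ER rat (284 ± 22.6) than in every SH rat (384 ± 24.0, log2 fold change −0.43, SE 0.10). Adgrl2, an adhesion receptor at synapses, was higher in every ER rat, by 0.33 on the log2 scale (SE 0.073). Ctxn3, a small membrane protein, had 88.6 ± 76.2 in SH and 19.8 ± 11.0 in ER (−1.93, SE 0.45). In ERvEE, the neuronal peptidase Ecel1 had 199 ± 31.8 in EE and 113 ± 12.6 in ER (log2 fold change −0.79, SE 0.15), with every ER rat below every EE rat. The same held for Ankrd55 (191 ± 21.8 and 122 ± 6.11, −0.64, SE 0.14) and for Tnfaip6, which encodes the hyaluronan-binding protein TSG-6 (58.3 ± 10.3 and 29.5 ± 8.35). Gfap, the intermediate filament of astrocytes, had 5201 ± 446 in SH, 6181 ± 1142 in EE and 4444 ± 1351 in ER (ERvEE log2 fold change −0.51, SE 0.16). Cd4, found on microglia and T cells of the rat, had 133 ± 40.9 in EE and 69.1 ± 19.8 in ER (−0.93, SE 0.23). None of these genes passed limma. At an adjusted p under 0.05 it called 0 of 18172 genes in EEvSH, 0 in ERvSH and 0 in ERvEE. The smallest adjusted p-values were 0.694, 0.567 and 0.624. At an unadjusted p under 0.05 there were 1067 genes in EEvSH (608 higher in EE), 1434 in ERvSH (830 higher in ER) and 665 in ERvEE (250 higher in ER). On the recovered reads, edgeR called 0, 0 and 0 genes in EEvSH, ERvSH and ERvEE, limma-voom with sample quality weights 0, 0 and 0, and DESeq2 1, 2 and 2. The DESeq2 calls were Aurkc in EEvSH (adjusted p = 0.0143) and in ERvSH (adjusted p = 0.0462) and Ctxn3 in ERvSH (adjusted p = 0.0462). In ERvEE they were Ecel1 (adjusted p = 0.00314) and Ankrd55 (adjusted p = 0.0312). Genes whose groups did not overlap numbered 17 higher and 14 lower in EEvSH (0.171% of genes), 21 and 32 in ERvSH (0.292%) and 17 and 22 in ERvEE (0.215%), where chance gives 0.216%. In simulated data with the same groups and filter, limma recovered 41.8%, 82.1% and 92.4% of genes changed by 1.5, 2 and 4 times in EEvSH, 41.8%, 80.6% and 90.9% in ERvSH, and 35.8%, 70.1% and 95.5% in ERvEE. The changed genes were drawn from those with a mean of at least 10, so these shares do not cover genes with lower values. The simulated rats vary independently gene by gene, with the same spread in each group and no libraries that stand apart. Their unchanged genes had a median log2 fold change of 0.123 in size in EEvSH and 0.125 in ERvSH, against 0.148 and 0.157 over the real genes. The shares may therefore be too high for the contrasts with SH.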

EEvSH represents changes generated by the experience of enrichment, ERvSH represents changes generated by the full experience of enrichment and removal, and ERvEE represents changes generated specifically by removal. Both ERvSH and ERvEE contrasts are important to understanding ER phenotypes, as comparison to EE (canonical experiential control group) indicates how loss specifically impacts the BLA and comparison to SH (procedural control group) indicates how those changes compare to rats housed in unstimulated conditions.

The first analysis used gene set enrichment analysis (GSEA) [27] to broadly assess gene expression across the full transcriptome. Significantly enriched gene ontology pathways were identified for each contrast and organized into functional categories using PathwayHunter [28] (see methods; Fig. 2A, small labels; Supplementary Fig. 4A; Supplementary Table 4). These categories were further condensed based on a priori knowledge (Fig. 2A, large labels), and the strength and direction of changes in these categories was determined based on hypergeometric overlap (Fig. 2A, −log10 *p* values) and GSEA enrichment score (Fig. 2A, colors), respectively. 

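In EEvSH, at camera's preset correlation between genes, the lists of protein synthesis, mitochondrial respiration and RNA splicing were called lower and lists of synaptic genes higher. With the correlation estimated from the data none of them passed (adjusted p = 0.624, and 0.678 for the calcium and sodium channels). Of 73 measured genes of the cytosolic ribosome, 68 had a negative log2 fold change (list median −0.16, adjusted p = 8.62e-10 from camera and 0.624 with an estimated correlation). Rpl31 stood at 261 ± 33.6 in SH and 207 ± 45.5 in EE (−0.35, SE 0.14) and Rpl27 at 2532 ± 642 and 2034 ± 203 (−0.29, SE 0.12). Genes of the mitochondrial ribosome fell too, 67 of 77 negative (median −0.13, adjusted p = 1.19e-08), such as Mrps35 (−0.27, SE 0.12). Of the 75 genes of oxidative phosphorylation, 70 were negative (median −0.14, adjusted p = 3.13e-07), among them Cox4i1 (−0.23, SE 0.12), a subunit of the last enzyme of the respiratory chain. The proteasome (median −0.093, 29 of 32 negative, adjusted p = 0.000312) and the spliceosome (median −0.083, 32 of 42 negative, adjusted p = 0.000746) fell as well. Snrnp70, a protein of the U1 particle that marks where introns begin, stood at −0.20 (SE 0.064). Calcium and sodium channels (median 0.15, 37 of 46 positive, adjusted p = 0.0202) and receptors for monoamines and neuropeptides (median 0.15, 44 of 59, adjusted p = 0.0332) rose. So did synaptic vesicle genes (median 0.073, 36 of 49, adjusted p = 0.0305) and postsynaptic scaffolds (median 0.065, 29 of 39, adjusted p = 0.0467). The serotonin receptor Htr1a had 67.0 ± 44.8 in SH and 121 ± 37.5 in EE (1.21, SE 0.47). Next to it stood Npy1r, a receptor for neuropeptide Y (0.39, SE 0.15), and Cadps2, a priming factor of dense-core vesicles (0.17, SE 0.056). The muscarinic receptor Chrm4 (−0.46, SE 0.13) and the adenosine receptor Adora2a (−0.66, SE 0.22) ran against their list. Heat shock and chaperone genes rose by a median of 0.047 (29 of 43 positive, adjusted p = 0.0424), with Hyou1 at 0.11 (SE 0.048). Without SH 3 alone the calls ended for the ribosome (adjusted p = 0.0524), the mitochondrial ribosome (0.221), oxidative phosphorylation (0.806), the proteasome (0.862) and the spliceosome (0.290). Those of the other lists ended on leaving out any 1 of several libraries. For calcium and sodium channels these were SH 1, SH 3 or EE 6, adjusted p = 0.146 to 0.906, for the receptors SH 1, SH 3, EE 3 or EE 4, adjusted p = 0.0530 to 0.522, and for vesicle genes SH 1, SH 2, SH 3, EE 4 or EE 6, adjusted p = 0.0594 to 0.402. For scaffolds they were SH 1, SH 2, SH 3, SH 5, EE 4, EE 6 or ER 3, adjusted p = 0.0530 to 0.267, and for heat shock genes SH 2, SH 4, SH 5, SH 6, EE 3 or EE 6, adjusted p = 0.0663 to 0.498. Across such omissions the medians ran from −0.23 to −0.043 for the ribosome, −0.18 to −0.045 for the mitochondrial ribosome, −0.19 to −0.015 for oxidative phosphorylation, −0.14 to −0.018 for the proteasome and −0.11 to −0.021 for the spliceosome. On the other side they ran from 0.0022 to 0.21 for calcium and sodium channels, 0.018 to 0.23 for the receptors, 0.032 to 0.11 for vesicle genes, 0.043 to 0.11 for scaffolds and 0.021 to 0.075 for heat shock genes. The fold changes move with SH 1 and SH 3. Without that pair the median of the ribosome list was 0.10 (adjusted p = 2.02e-07), of the mitochondrial ribosome 0.054 (adjusted p = 0.000128), of oxidative phosphorylation 0.11 (adjusted p = 5.70e-17) and of the proteasome 0.070 (adjusted p = 1.79e-05), each turned to the opposite direction. That of the spliceosome was 0.019 (adjusted p = 0.635). Calcium and sodium channels then had a median of −0.10 (adjusted p = 0.00257, also the opposite direction). Synaptic vesicle genes had −0.021 (adjusted p = 0.675), the receptors −0.034 (adjusted p = 0.891), postsynaptic scaffolds 0.0065 (adjusted p = 0.924), and heat shock genes 0.11 (adjusted p = 1.11e-11). These p-values without the pair are also at camera's preset correlation. With the correlation estimated in that fit, none of these lists passed. The adjusted p was 0.271 for heat shock genes and 0.587 or higher for the others. Over all genes and adjusted over the list alone, limma called 0 members of these lists. At an unadjusted p under 0.05 stood 4 genes of the ribosome list, 1 of the mitochondrial ribosome, 1 of oxidative phosphorylation, 0 of the proteasome and 2 of the spliceosome. So did 1 of the calcium and sodium channels, 8 of the receptors, 1 of the vesicle genes, 0 of the scaffolds and 2 of the heat shock genes. Of the 52 lists, camera called 18 in EEvSH (13 up, 5 down), 14 in ERvSH (4 up, 10 down) and 22 in ERvEE (5 up, 17 down). In other divisions of the same rats, at the same setting, camera called a median of 13, 10 and 9 lists. With an estimated correlation it called 0 in each contrast (smallest adjusted p = 0.624 in EEvSH, 0.651 in ERvSH and 0.309 in ERvEE). The rotation test fry also called 0 in each, while fgsea at an unadjusted p under 0.05 called 18, 15 and 10 lists, and 9, 9 and 3 when adjusted over the lists.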

Many of the observed pathways were upregulated in EE (EEvSH, yellow) and downregulated in ER (ERvEE, blue). 

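The lists that camera called higher in EEvSH and lower in ERvEE included those of oligodendrocytes and microglia. All 22 measured markers of myelinating oligodendrocytes had a positive log2 fold change in EEvSH (median 0.34, adjusted p = 5.83e-09 from camera and 0.624 with an estimated correlation). All 22 had a negative one in ERvEE (median −0.36, adjusted p = 9.15e-12 and 0.341). With an estimated correlation none of the lists below passed, at an adjusted p of 0.624 for each in EEvSH (0.678 for microglia). In ERvEE it was 0.309 for endothelial, phagocytosis and inhibitory neuron genes, 0.341 for microglia, 0.352 for precursors, 0.411 for integrins and 0.420 for newly formed oligodendrocytes. Enpp2, which encodes the secreted enzyme autotaxin, had 1133 ± 270.0 in SH, 1651 ± 448 in EE and 1228 ± 156 in ER (mean ± SD, 6 rats per group). Its log2 fold changes were 0.54 (SE 0.17) in EEvSH and −0.39 (SE 0.17) in ERvEE. Mobp, a protein of myelin, stood at 0.53 (SE 0.22) in EEvSH and Mog, on the outer surface of myelin, at −0.40 (SE 0.16) in ERvEE. Markers of oligodendrocyte precursors had medians of 0.20 (13 of 13 positive, adjusted p = 0.00104) and −0.19 (10 of 13 negative, adjusted p = 0.000635), with the lineage factor Sox10 at 0.25 (SE 0.13) and −0.30 (SE 0.13). Those of newly formed oligodendrocytes had medians of 0.33 (9 of 10, adjusted p = 0.00164) and −0.13 (8 of 10, adjusted p = 0.0260), with the myelin-associated protein Bcas1 at 0.40 (SE 0.15) and −0.34 (SE 0.15). Microglia markers had a median of 0.12 in EEvSH (23 of 29 positive, adjusted p = 0.0332) and −0.23 in ERvEE (26 of 29 negative, adjusted p = 1.58e-08). The fractalkine receptor Cx3cr1 stood at 322 ± 97.8 in SH and 441 ± 117 in EE (0.48, SE 0.21) and the purine receptor P2ry12 at 0.33 (SE 0.15) in EEvSH. Csf1r, the receptor that microglia need to survive, stood at 2276 ± 512 in EE and 1802 ± 276 in ER (−0.32, SE 0.14). Tmem119, a membrane protein of microglia, ran against its list in EEvSH (−0.54, SE 0.19). Genes of phagocytosis had medians of 0.12 (adjusted p = 0.0159) and −0.20 (adjusted p = 0.000119). The engulfment factor Elmo1 stood at 0.47 (SE 0.15) in EEvSH and the Fc receptor Fcgr1a at −0.76 (SE 0.32) in ERvEE. Endothelial markers had medians of 0.092 (adjusted p = 0.0309) and −0.087 (adjusted p = 7.27e-05), with the junction protein Cdh5 at −0.34 (SE 0.11) in ERvEE. Markers of inhibitory neurons (0.19 with adjusted p = 0.0263 and −0.13 with adjusted p = 0.00295) included the peptide Sst at 4651 ± 1283 in EE and 3387 ± 332 in ER (−0.42, SE 0.20). Integrins (0.18 with adjusted p = 0.0428 and −0.25 with adjusted p = 0.00917) included the laminin receptor subunit Itga6 at −0.28 (SE 0.15), whereas Itga8, which binds fibronectin, stood at 0.52 (SE 0.26). These are 8 of the 13 lists up in EEvSH and of the 17 down in ERvEE, where lists drawn independently would share 4.25. Both contrasts use the EE libraries. In comparison, 100 random regroupings of the rats shared 2.64 lists on average and up to 13, 6 of them as many as observed. With EE split so that no library was shared the overlap was 3 on average (0 to 7). Each of these fits has 3 EE rats in place of 6, which alone can lower the number of lists called. The value therefore does not show how much of the 8 is due to shared libraries. Taken as deviations from their group means, the myelinating oligodendrocyte and microglia scores of the 18 rats moved together (Pearson r = 0.867, permutation p = 1e-05, and Spearman rho = 0.866, permutation p = 1e-05, the smallest the permutations can give). Over 3 relations the adjusted p was 1.5e-05 and 3e-05, and r was 0.841 without the 2 rats farthest from the median. Some calls ended on leaving out 1 library. In EEvSH these were microglia (SH 4, SH 5, SH 6, EE 1, EE 2, EE 3 or EE 5, adjusted p = 0.0825 to 0.424), integrins (SH 1, SH 3, SH 4, SH 5, SH 6, EE 1, EE 3 or EE 5, adjusted p = 0.0533 to 0.287), inhibitory neurons (SH 2, SH 4, SH 6, EE 2 or EE 5, adjusted p = 0.0598 to 0.0979), endothelial markers (SH 4, SH 6, EE 2 or EE 5, adjusted p = 0.0682 to 0.283) and phagocytosis (SH 4, SH 5, SH 6 or EE 5, adjusted p = 0.0533 to 0.121). In ERvEE the calls that ended were newly formed oligodendrocytes (EE 1, EE 5, ER 3 or ER 5, adjusted p = 0.0804 to 0.145) and integrins (EE 5, adjusted p = 0.0514). With each library left out in turn, the medians in EEvSH ran from 0.25 to 0.47 for myelinating oligodendrocytes, 0.19 to 0.40 for newly formed ones, 0.15 to 0.35 for precursors, 0.026 to 0.22 for microglia, 0.066 to 0.26 for phagocytosis, 0.054 to 0.12 for endothelial markers, 0.11 to 0.21 for inhibitory neurons and 0.070 to 0.26 for integrins. In ERvEE they ran from −0.47 to −0.23 for myelinating oligodendrocytes, −0.21 to −0.093 for newly formed ones, −0.28 to −0.12 for precursors, −0.33 to −0.18 for microglia, −0.27 to −0.11 for phagocytosis, −0.13 to −0.064 for endothelial markers, −0.17 to −0.087 for inhibitory neurons and −0.32 to −0.16 for integrins. Over all genes limma called 0 members. Adjusted over the list alone it called Olig2 in EEvSH (1 gene) and no member of the other lists in either contrast, with 6 and 5 myelinating oligodendrocyte markers and 5 and 3 microglia markers at an unadjusted p under 0.05. Without SH 1 and SH 3 the integrin median in EEvSH was −0.029 (adjusted p = 0.685), of newly formed oligodendrocytes 0.19 (adjusted p = 0.0131), of phagocytosis 0.21 (adjusted p = 0.000646) and of microglia 0.20 (adjusted p = 8.47e-05). With the correlation estimated in that fit, none of these passed (adjusted p = 0.917, 0.5915, 0.587 and 0.640). 

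**Figure D1:**
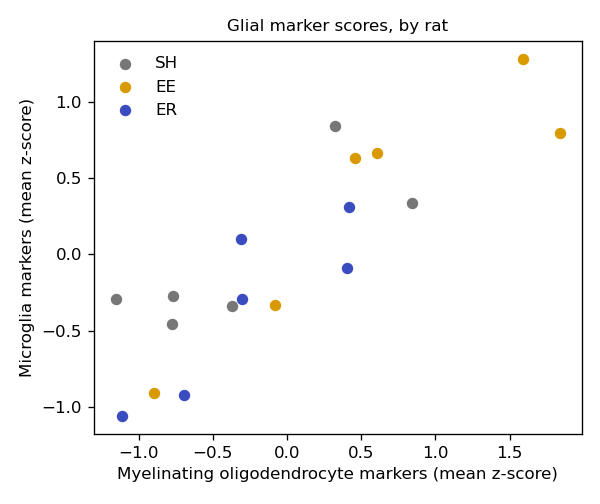
Mean z-score of microglia markers (vertical axis) against that of myelinating oligodendrocyte markers (horizontal axis) in each rat, both without units and colored by housing group. Each point is 1 of 18 rats, and rats with high myelin scores also have high microglia scores in all 3 groups.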

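The lists that camera called in ERvSH were those of ribosomes and mitochondria, of channels and synapses, and of astrocytes, among others. Genes of the cytosolic ribosome had a median log2 fold change of −0.25 in ERvSH (70 of 73 negative, adjusted p = 1.59e-16 from camera and 0.748 with an estimated correlation). With that correlation none of the lists below passed, the adjusted p being 0.651 for striatal markers and glucocorticoid targets, 0.785 for oxidative phosphorylation, the proteasome and microglia, and 0.748 for the others. Rps29 stood at 94.0 ± 31.2 in SH and 58.6 ± 17.3 in ER (−0.67, SE 0.24) and Rpl28 at 4061 ± 1621 and 2847 ± 442 (−0.43, SE 0.18). The mitochondrial ribosome (−0.14, adjusted p = 9.30e-09), oxidative phosphorylation (−0.18, adjusted p = 5.17e-08), genes encoded in the mitochondrion (−0.15, adjusted p = 0.0134), the proteasome (−0.10, adjusted p = 0.000384) and the spliceosome (−0.10, adjusted p = 0.000439) fell as well. Within oxidative phosphorylation, Ndufs7 of complex I stood at −0.30 (SE 0.16), while Ndufs1 of the same complex (0.19, SE 0.072) and Uqcrc2 of complex III (0.16, SE 0.051) ran the other way. Calcium and sodium channels rose (0.18, 39 of 46 positive, adjusted p = 1.35e-05). Among them was the sodium leak channel Nalcn at 2623 ± 1015 in SH and 3521 ± 292 in ER (0.55, SE 0.23). Potassium channels (0.13, 46 of 63, adjusted p = 0.00436), synaptic vesicle genes (0.16, 40 of 49, adjusted p = 6.88e-05) and postsynaptic scaffolds (0.13, 32 of 39, adjusted p = 8.79e-05) rose too. The neuronal adhesion protein Nlgn3 stood at 0.24 (SE 0.087), although Slc32a1, the vesicular transporter of GABA, stood at −0.22 (SE 0.066). Astrocyte markers fell (−0.15, 14 of 20 negative, adjusted p = 0.000574), with the transcription factor Sox9 at 949 ± 149 in SH and 792 ± 95.8 in ER (−0.26, SE 0.11). Markers of striatal medium spiny neurons had a median of −0.28 (17 of 20, adjusted p = 8.68e-05), led by Foxp2 (658 ± 468 and 280.3 ± 124, −1.04, SE 0.37), a factor of striatal projection neurons. Foxp2 also belongs to the list of cortex and claustrum, so it does not mark striatal tissue alone. Glucocorticoid targets had a median of −0.15 (20 of 26, adjusted p = 0.00729), with the stress-induced inhibitor Ddit4 at −0.21 (SE 0.084). Microglia markers had −0.11 (21 of 29, adjusted p = 0.0399), with the complement component C1qa at −0.35 (SE 0.16). SH 1 and SH 3 stood above the other libraries in ribosomal protein genes. Measured from each gene's median over the remaining libraries, their median deviation was 0.67 and 0.79 on the log2 scale, against −0.15 to 0.25 in the other 16. In the same pair of libraries the deviation of a gene fell with its genomic span more steeply than in any other (rank correlation across genes −0.265 and −0.366, against −0.157 to 0.210), over genes that are not independent replicates. Without them the median of the ribosome list was 0.0096 (adjusted p = 0.595), of the mitochondrial ribosome 0.051 (adjusted p = 0.00260), of oxidative phosphorylation 0.091 (adjusted p = 4.85e-13), of the proteasome 0.060 (adjusted p = 2.82e-05) and of the spliceosome 0.0069 (adjusted p = 0.867). The median of calcium and sodium channels was 0.021 (adjusted p = 0.961), of potassium channels 0.028 (adjusted p = 0.614), of vesicle genes 0.065 (adjusted p = 0.203), and of scaffolds 0.060 (adjusted p = 0.0116). Mitochondrially encoded genes then had −0.10 (adjusted p = 0.0697) and microglia −0.032 (adjusted p = 0.461), while astrocytes stayed at −0.16 (adjusted p = 6.41e-08) and striatal neurons at −0.32 (adjusted p = 7.60e-07). Glucocorticoid targets had −0.074 (adjusted p = 0.0388) in place of −0.15. With the correlation estimated in this fit, none of these lists passed. The adjusted p was 0.205 for striatal neurons, 0.397 for astrocytes and 0.537 or higher for the others. Without SH 3 alone the calls of oxidative phosphorylation, the proteasome and the spliceosome ended (adjusted p = 0.258, 0.712 and 0.101). Leaving out 1 library also ended those of microglia (SH 1, SH 2, ER 3 or ER 5, adjusted p = 0.149 to 0.275) and of mitochondrially encoded genes (SH 2 or ER 1, adjusted p = 0.0527 to 0.0576). Medians with single libraries left out ran from −0.31 to −0.13 for the ribosome, −0.19 to −0.044 for the mitochondrial ribosome, −0.23 to −0.039 for oxidative phosphorylation, −0.14 to −0.0091 for the proteasome, −0.15 to −0.038 for the spliceosome, 0.10 to 0.24 for calcium and sodium channels and −0.17 to −0.022 for microglia. Over all genes limma called 0 members, and adjusted over the list alone it called Aldh1l1 among the astrocyte markers (1 gene) and 0 in the other lists. There were 13 ribosomal genes, 9 vesicle genes and 8 scaffolds at an unadjusted p under 0.05. The 5 lists that fell in both EEvSH and ERvSH compare with 0.962 for independent lists. As both use the SH libraries, they also compare with 2.38 on average and up to 13 in 100 random regroupings, 22 of which shared as many. 

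**Figure D2:**
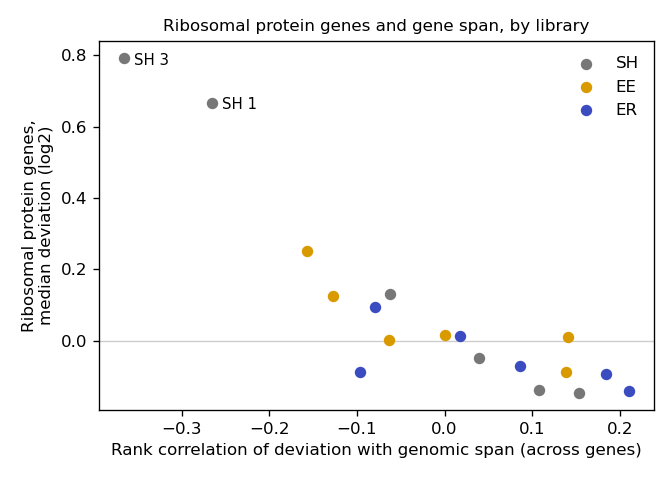
Median log2 deviation of the ribosomal protein genes, each from its median over the remaining libraries (vertical axis), against the rank correlation across genes of deviation with genomic span (horizontal axis), 1 point per library, colored by housing group. SH 1 and SH 3 lie at the upper left, at 0.67 and 0.79, away from the other 16 libraries.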

Several categories were altered in ERvSH, indicating that ER is not merely a return to SH, but a dysregulation within these processes. 

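Several lists of immune genes were called lower in ER than in EE. Of 62 cytokines, chemokines and their receptors, 49 had a negative log2 fold change in ERvEE (median −0.17, adjusted p = 7.27e-05 from camera and 0.309 with an estimated correlation). With that correlation no list named here passed, the adjusted p being 0.360 for complement, 0.415 for lysosomal genes and 0.309 for glucocorticoid targets. In the same contrast the medians of myelinating oligodendrocyte, astrocyte and endothelial markers were −0.36, −0.12 and −0.087, so that the fall was not one of immune genes alone. Tnfrsf11a, the receptor RANK, stood at 158 ± 46.9 in EE and 106 ± 23.6 in ER (−0.55, SE 0.22) and the interferon gamma receptor Ifngr1 at −0.24 (SE 0.094). Complement genes fell (−0.19, 16 of 25 negative, adjusted p = 0.0271), with the alternative pathway's Cfd at 23.6 ± 9.08 in EE and 12.1 ± 4.10 in ER (−0.93, SE 0.32). C1qc of the initiating complex stood at −0.31 (SE 0.16), and Cfb, also of the alternative pathway, ran against the list at 1.07 (SE 0.46). Lysosomal genes fell as well (−0.11, 23 of 29, adjusted p = 0.000910), including the proteases Ctsl (−0.16, SE 0.066) and Ctsh (−0.33, SE 0.15). Antigen presentation (−0.063, adjusted p = 0.139), the interferon response (−0.037, adjusted p = 0.198) and toll-like receptor and NF-kB signaling (−0.041, adjusted p = 0.257) did not pass. The MHC class II chain RT1-Ba stood at −1.36 (SE 0.75), and Tlr1, a sensor of bacterial lipoproteins, at 2.45 ± 2.65 in EE and 7.36 ± 3.75 in ER (1.49, SE 0.62). In EEvSH, cytokines and receptors had a median of 0.10 (adjusted p = 0.0856), complement 0.12 (adjusted p = 0.501), and antigen presentation 0.12 (adjusted p = 0.843). Lysosomal genes had 0.052 (adjusted p = 0.291). Without SH 1 and SH 3 they had 0.13 (adjusted p = 1.86e-07, and 0.587 with an estimated correlation). In ERvSH, cytokines and receptors stood at −0.048 (adjusted p = 0.231). Among genes that respond to stimuli, glucocorticoid targets fell in ERvEE (−0.14, 19 of 26, adjusted p = 0.0286). The repressor Bcl6 stood at 413 ± 120.2 in EE and 295 ± 72.3 in ER (−0.47, SE 0.19) and Tgm2, a transglutaminase, at −0.47 (SE 0.23). Immediate early genes (−0.038 in ERvEE with adjusted p = 0.670, 0.00047 in EEvSH with adjusted p = 0.957) and circadian clock genes (0.00062 with adjusted p = 0.403, and −0.028 with adjusted p = 0.430) did not pass. The clock output factor Dbp stood at 2486 ± 285 in SH and 2074 ± 246 in EE (−0.26, SE 0.09). Growth factors and genes of vessel growth had medians of −0.040 in ERvEE (adjusted p = 0.198), 0.0091 in EEvSH (adjusted p = 0.632) and −0.081 in ERvSH (adjusted p = 0.147). Wnt7a, a signal for vessels of the brain, stood at −0.31 (SE 0.10) in ERvEE. Genes of axon guidance and the cytoskeleton had medians of 0.0012, 0.063 and 0.11 in ERvEE, EEvSH and ERvSH (adjusted p = 0.713, 0.102 and 0.0659). The repellent Slit1 stood at 4902 ± 1265 in EE and 6386 ± 599 in ER (0.41, SE 0.18) and the receptor Nrp2 at −0.44 (SE 0.20) in ERvEE and 0.44 (SE 0.20) in EEvSH. Leaving out 1 library ended the call of complement (EE 1, EE 5, ER 1, ER 3 or ER 5, adjusted p = 0.0518 to 0.0908) and of glucocorticoid targets (EE 2, EE 5 or ER 5, adjusted p = 0.0581 to 0.101). The medians then ran from −0.22 to −0.12 for cytokines and receptors, −0.27 to −0.069 for complement, −0.13 to −0.070 for lysosomal genes and −0.17 to −0.076 for glucocorticoid targets. limma called 0 members of these lists over all genes and 0 adjusted over the list alone. At an unadjusted p under 0.05 in ERvEE stood 6 cytokines and receptors, 3 complement, 3 lysosomal and 3 glucocorticoid target genes.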

Strongly implicated functional categories included *immune, extracellular signaling, development, regulation, response to stimulus*, and *cell structure*.

**Fig. 2:**
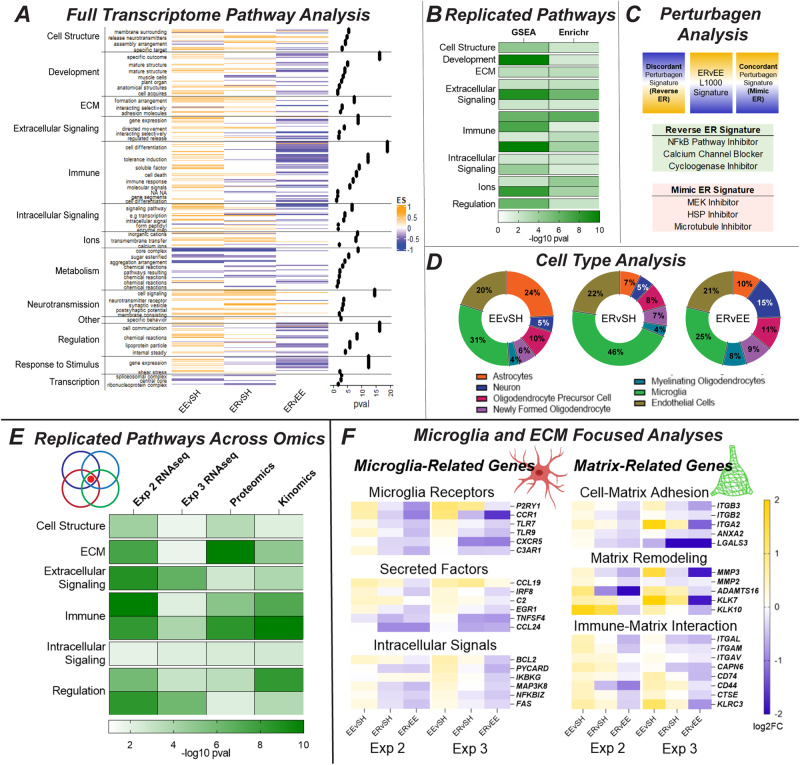
Multi-omics indicates ER alterations to microglia and the extracellular matrix. **A** Results from Experiment 2 (*n* = 6/group) (Supplementary Table 4). The first analysis utilized GSEA to conduct full transcriptome pathway analysis. Significant pathways (*p* < 0.05) were condensed based on semantic similarity using Pathway Hunter (small left labels, and these categories were further condensed into functional themes based on a priori knowledge (leftmost labels)). Enrichment scores for individual pathways are represented by the heatmap (with EEvSH on the left, ERvSH in the middle, and ERvEE on the right), and the degree of each category’s enrichment is represented by the *p* value dots on the right. The enrichment scores show how much (magnitude) and in what direction (yellow is up, blue is down) a theme was changed by the model, while the *p* values show the contribution of each category to these changes. **B** The second analysis utilized Enrichr to conduct targeted pathway analysis and generated a similar set of results. Themes that replicated between these two pathway analyses are shown in the replicated pathways heatmap, with darker green indicating more involvement. **C** The third analysis utilized iLINCS to look for compounds that would replicate (concordant) or reverse (discordant) the present phenotypes. **D** We also used the leading-edge genes from GSEA to conduct cell type analysis. Collectively, these pipeline results start to implicate microglia and the extracellular matrix (ECM) in ER. **E** Similar analyses were run on the data from Experiment 3 (*n* = 10/group pooled). The RNAseq results are presented in Supplementary Fig. 5, while the proteomics and kinomics results are presented in Supplementary Fig. 6. Those results are summarized and compared to the above results here, and they provide more support for microglia and the ECM. This replication across cohorts, omics platforms, and analyses gives us higher confidence in these targets’ involvement. **F** Hypothesis-driven analyses of microglia and ECM-related genes further implicates both at multiple levels and points to a pattern of upregulation in EE (yellow), followed by downregulation in ER (blue).

The second analysis focused on the strongest differential expression. The top 100 upregulated and top 100 downregulated genes (by fold change) were determined for each contrast and entered into Enrichr for pathway analysis [29]. 

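Genes at the ends of the ranking by fold change had low values. The 5 highest log2 fold changes in EEvSH included Itga4, an integrin chain of white blood cells, at 9.10 ± 8.57 in SH and 33.4 ± 25.6 in EE (2.19, SE 0.74). Next came the drug-metabolizing enzyme Cyp2d1 at 3.72 ± 3.53 and 15.0 ± 3.66 (2.12, SE 0.58) and the peptidase Dpep2, listed at 0 in every SH rat and at 4.14 ± 2.79 in EE. The 5 lowest included Btn1a1, a butyrophilin of milk fat, at 10.7 ± 5.25 and 1.74 ± 1.45 (−2.21, SE 0.44), and RT1-N2, a class I gene of the major histocompatibility complex, at 226 ± 125 and 151 ± 125 (−2.24, SE 1.30). In ERvSH the vomeronasal receptor Vom2r80 (2.88 ± 3.58 in SH, 13.3 ± 2.68 in ER, 2.37, SE 0.52) stood at the top. So did Usp9y, a gene of the Y chromosome, listed at 0 in every SH rat and at 6.50 ± 6.26 in ER, and the dehydrogenase Dhrs7l1 (9.26 ± 3.70 and 1.14 ± 1.84, −2.51, SE 0.58) stood near the bottom. In ERvEE the receptor for urotensin, Uts2r, listed at 0 in every EE rat and at 5.74 ± 5.92 in ER, stood at the top with Agbl1 (1.93 ± 3.61 and 7.77 ± 3.77, 2.07, SE 0.60), which trims glutamates from tubulin. At the bottom was RT1-DOb, a class II chain of antigen-presenting cells (9.88 ± 5.61 and 2.40 ± 4.94, −2.39, SE 0.76). None of them passed limma. Taken over all tested genes by this fold change, the 100 highest and 100 lowest had median values of 5.17 and 4.42 in EEvSH, 4.97 and 4.17 in ERvSH and 3.82 and 5.20 in ERvEE. The median tested gene had 273. A mean below 10 was found in 77 and 80 of each 100 in EEvSH, 75 and 85 in ERvSH and 90 and 77 in ERvEE. Of the 100 highest and 100 lowest, limma called 0 in each contrast, with 92 and 63 in EEvSH, 79 and 59 in ERvSH and 63 and 57 in ERvEE at an unadjusted p under 0.05. With the minimum mean value raised to 50, the lists shared 3 and 3 of their 100 genes with these in EEvSH, 4 and 4 in ERvSH and 1 and 6 in ERvEE.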

The results were condensed using PathwayHunter and yielded a similar pattern of upregulation in EE and downregulation in ER (Supplementary Fig. 4B; Supplementary Table 4). 

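Among the genes high in EE at the ends of both rankings was RGD1305207, with 0.181 ± 0.443 in SH, 5.05 ± 3.25 in EE and 0.480 ± 0.798 in ER. Its log2 fold change was 2.21 (SE 0.48) in EEvSH and −1.96 (SE 0.48) in ERvEE. RT1-N2 ran the other way, with 249 ± 123 in ER and 1.92 (SE 1.30) in ERvEE. LOC108348062 had lower means in EE (17.0 ± 40.5) and ER (20.5 ± 35.6) than in SH (53.7 ± 29.2), with an SD above the mean in both. The 100 genes highest in EEvSH and the 100 lowest in ERvEE shared 14 genes (18 by the study's own fold change), where independent lists would share 0.550. Both rankings use the same EE libraries, so that chance alone gives a large overlap. Simulated unchanged groups shared 19.8 genes on average (11 to 29) and random regroupings of the rats 18.1 (9 to 31). With the EE rats split so that no library entered both rankings, each ranking used fewer EE rats, and the overlap was 2.1 genes on average (1 to 4). The genes lowest in EEvSH and highest in ERvEE shared 18. Those highest in EEvSH and in ERvSH, which use the same SH libraries, shared 25, against 21.9 in simulated unchanged groups. With a minimum mean of 10 or 50 this pair shared 47 and 52, and ranked by signed p 15. Under the same settings the genes lowest in EEvSH and highest in ERvEE shared 37, 27 and 13, and the first pair 19, 16 and 13. No simulation was run for these settings.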

While fewer overall pathways were found in this dataset, we again observed strong involvement of *immune, extracellular signaling*, and *regulation*.

Directly comparing the functional categories implicated by both full transcriptome and targeted pathway analysis emphasizes the consistencies between the two approaches (Fig. 2B, Supplementary Fig. 4C; Supplementary Table 4). Specifically, themes observed in both analyses were: *extracellular matrix, extracellular signaling, immune, cell structure, development, intracellular signaling, ions*, and *regulation*.

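Of the matrix lists, perineuronal net genes fell in ERvEE (median −0.047, 14 of 21 negative, adjusted p = 0.0288 from camera, and 0.397 with an estimated correlation). Has2, which makes hyaluronan, had 21.9 ± 9.46 in EE and 9.68 ± 7.05 in ER (−1.23, SE 0.48). Cspg5, the proteoglycan neuroglycan C, stood at −0.18 (SE 0.09) and Hapln1, the link protein that ties hyaluronan to proteoglycans, at −0.18 (SE 0.11). In EEvSH the list had a median of 0.12 (adjusted p = 0.207), with the proteoglycan aggrecan, Acan, at 60.9 ± 24.1 in SH and 80.5 ± 14.5 in EE (0.52, SE 0.29). In ERvSH it was −4.5e-05 (adjusted p = 0.725), with tenascin R, Tnr, at 0.61 (SE 0.31). Without SH 1 and SH 3 the medians were −0.037 in EEvSH (adjusted p = 0.739) and −0.10 in ERvSH (adjusted p = 0.0320, and 0.205 with an estimated correlation). In ERvEE, where these rats enter only the estimate of spread, the adjusted p was then 0.0557 at the same median, and the call also ended without 1 library (EE 4, ER 4 or ER 6, adjusted p = 0.0625 to 0.117). Its median ranged from −0.10 to −0.036 with single libraries left out. Collagens had medians of 0.13, 0.11 and −0.038 in EEvSH, ERvSH and ERvEE (adjusted p = 0.164, 0.753 and 0.248). Col4a4, of basement membranes, stood at 0.34 (SE 0.15) in EEvSH and Col15a1 at 29.7 ± 6.64 in SH and 16.6 ± 5.27 in EE (−0.82, SE 0.37). Without SH 1 and SH 3 both medians against SH were −0.18, with adjusted p = 0.00419 in EEvSH and 2.82e-05 in ERvSH. With the correlation estimated in that fit neither passed (adjusted p = 0.587 and 0.397). Genes of the basement membrane and its glycoproteins had medians of 0.0099, −0.057 and −0.042 (adjusted p = 0.930, 0.151 and 0.0777). The crosslinking enzyme Loxl3 stood at 92.6 ± 15.3 in EE and 65.6 ± 12.4 in ER (−0.50, SE 0.16). The fibrillin of elastic fibers, Fbn2, stood at −1.88 (SE 0.66) in ERvEE, and Sparc, secreted by glia and vessels, at −0.28 (SE 0.11) in ERvSH. Matrix proteases and their inhibitors had medians of 0.089, 0.082 and 0.0036 (adjusted p = 0.413, 0.603 and 0.899). The gelatinase Mmp9 had 32.1 ± 21.1 in SH and 14.5 ± 13.8 in EE (−1.38, SE 0.59), the aggrecanase Adamts4 469 ± 102 and 669.6 ± 258 (0.45, SE 0.21). The protease inhibitors Serpine2 and Reck stood at −0.24 (SE 0.093) and 0.31 (SE 0.13) in ERvEE. Enzymes of chondroitin and heparan sulfate synthesis had medians of 0.088, 0.029 and 0.0030 (adjusted p = 0.206, 0.471 and 0.670). The sulfotransferase Ndst4 stood at 36.6 ± 26.5 in SH and 82.3 ± 30.9 in EE (1.69, SE 0.67). Among ion channels, those for calcium and sodium rose in ERvEE (0.079, 36 of 46 positive, adjusted p = 0.0191, and 0.727 with an estimated correlation), as did those for potassium (0.070, 41 of 63, adjusted p = 0.0289, and 0.606 with an estimated correlation). Both calls end without EE 5, and so do all 5 calls of lists up in ERvEE. They ended for calcium and sodium without 1 of EE 5 or ER 2, adjusted p = 0.0555 to 0.166, and for potassium without 1 of EE 1, EE 2, EE 3, EE 5, ER 1 or ER 3, adjusted p = 0.0505 to 0.182, and the medians ran from 0.047 to 0.12 and from 0.041 to 0.10. By fgsea neither passed (unadjusted p = 0.141 and 0.728). The M-current subunit Kcnq5 had 2794 ± 779.9 in EE and 3553 ± 566 in ER (0.37, SE 0.15), the ryanodine receptor Ryr2 3861 ± 946 and 5004 ± 1302 (0.37, SE 0.21). Over all genes limma called 0 members of these lists and, adjusted over the list alone, only the protease Adamts16 in ERvEE (1 gene). Adamts16 did not pass without 1 of EE 3, EE 5, EE 6, ER 2, ER 3 or ER 5 (smallest adjusted p of the list = 0.0634 to 0.110) or with the rat number as a block. The filter of filterByExpr drops it before the test. There were 2 perineuronal net genes, 0 collagens, 5 basement membrane genes, 7 proteases and inhibitors and 3 sulfate enzymes at an unadjusted p under 0.05 in ERvEE.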

Our third analysis utilized iLINCS (integrated network-based cellular signatures), a publicly available database curating transcriptomic signatures for thousands of drugs and compounds (aka perturbagens) [30]. iLINCS’s signatures are based on the L1000, a set of 978 genes measured in cell lines treated with these perturbagens. L1000 signatures were extracted for each contrast and uploaded to iLINCS. Similar perturbagen signatures were “concordant,” meaning that the compounds would be expected to recapitulate the experimental phenotype. On the other hand, different perturbagen signatures were “discordant,” meaning that the compounds would be expected to reverse (aka treat) the experimental phenotype (Fig. 2C). Findings here lend additional support for our pathway results. Discordant perturbagens involved the immune system (*NFkB and cyclooxygenase inhibitors*) and signaling (*calcium channel blocker*), while concordant perturbagens involved cell structure (*microtubule inhibitor*), response to stimulus (*HSP inhibitor*), and signaling *(MEK inhibitor*) (Fig. 2C). Looking more broadly at mechanism of action (MOA) revealed that the strongest discordant perturbagens would impact the immune system, while the strongest concordant perturbagens would impact kinase signaling, suggesting specific signaling mechanisms that may be involved in loss (Supplementary Fig. 4D; Supplementary Table 5).

We then used leading-edge genes obtained from GSEA (i.e., genes that drove the enrichment of significant pathways), to determine the contribution of individual cell types to the pathway results. The top 100 upregulated and top 100 downregulated leading-edge genes (by number of pathways) were uploaded into Kaleidoscope and their typical cell-type enrichment was determined using the “Brain RNA-Seq” module [31]. Proportions of this enrichment were determined to reveal the relative contribution of different cell types. 

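Leading-edge genes whose highest expression is in microglia were most frequent among the genes lower in ER than in EE. Of the 99 such genes with a single highest cell type in the study's table, 42 were highest in microglia, with a median log2 fold change of −0.36 in ERvEE here, 19 in astrocytes (−0.29) and 16 in endothelial cells (−0.23). Over both directions, microglia held 47 of 190 genes in ERvEE, 36 of 200 in EEvSH and 19 of 199 in ERvSH, and endothelial cells 27, 63 and 52. Counting only genes at least 2 times higher in 1 cell type than in the next, microglia held 39 of 100 in ERvEE, 21 of 70 in EEvSH and 4 of 66 in ERvSH. Most endothelial genes stood on the side of genes lower than in SH, 49 in EEvSH (median −0.16) and 44 in ERvSH (median −0.25). That side held 80 genes of ribosomes and of oxidative phosphorylation in EEvSH and 77 in ERvSH, which are transcribed in every cell type. Oligodendrocyte precursors held 30 genes in EEvSH, 34 in ERvSH and 22 in ERvEE, and myelinating oligodendrocytes 10, 11 and 2. Averages of expression over the same genes, as the study's table prints them, give microglia 39.8% of the total over cell types in ERvEE, 22.7% in EEvSH and 19.3% in ERvSH, and endothelial cells 7.30%, 23.9% and 24.5%. Such shares count genes chosen by the study's pathway analysis of these samples and are not independent evidence. As scores per rat, no list of cell-type or region markers differed between groups after adjustment over 57 exact tests (smallest adjusted p = 0.432), and the lowest exact p was for endothelial markers in ERvEE (0.00866). With 6 against 6 rats no exact p lies below 0.00216. A single list that parted the groups fully could therefore not pass over 57 tests, and the absence of calls decides little.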

Microglia exhibited the biggest contribution across all contrasts (Fig. 2D; Supplementary Table 6), followed by endothelial cells, astrocytes, and oligodendrocytes. 

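Markers found in all neurons rose in ERvEE (median 0.10, 14 of 16 positive, adjusted p = 0.00328 from camera, and 0.411 with an estimated correlation). The call ends without EE 5 (median 0.073, adjusted p = 0.0604) and by fgsea (unadjusted p = 0.112). In the same contrast markers of glia fell, with medians of −0.36 for myelinating oligodendrocytes, −0.23 for microglia and −0.12 for astrocytes. The vesicle protein Syn2, a synapsin, stood at 11470.0 ± 2120.0 in EE and 13456 ± 1151 in ER (0.25, SE 0.11), Elavl4, which binds RNA in neurons, at 0.18 (SE 0.11) and the fusion protein Snap25 at 0.12 (SE 0.081). In EEvSH the list had a median of −0.010 (adjusted p = 0.623). In ERvSH it had 0.089 (adjusted p = 0.0978). Without SH 1 and SH 3 it had 0.13 there (adjusted p = 0.00160, and 0.537 with an estimated correlation). Synaptic vesicle genes rose in ERvEE too (0.041, 29 of 49 positive, adjusted p = 0.0288, and 0.710 with an estimated correlation). So did postsynaptic scaffolds (0.067, 30 of 39, adjusted p = 0.0230, and 0.606 with an estimated correlation). These calls ended without 1 library, for vesicle genes EE 3, EE 5, ER 2 or ER 5, adjusted p = 0.0518 to 0.269, and for scaffolds EE 1, EE 2, EE 5, ER 1 or ER 3, adjusted p = 0.0505 to 0.0972. Their medians ran from 0.018 to 0.077 and from 0.045 to 0.087. By fgsea the unadjusted p was 0.641 and 0.0573. Synaptojanin, Synj1, which strips clathrin from vesicles, had 14880.0 ± 2662 in EE and 17598 ± 1569 in ER (0.26, SE 0.11) and the adhesion protein Nlgn1 2031 ± 310.4 and 2450.0 ± 156 (0.28, SE 0.10). Cacng2, which carries AMPA receptors to the synapse, stood at −0.25 (SE 0.11). Markers of excitatory neurons had medians of −0.00073, 0.093 and 0.15 in EEvSH, ERvSH and ERvEE (adjusted p = 0.642, 0.556 and 0.137). The vesicular glutamate transporter Slc17a7 stood at 42688 ± 6225 in EE and 46975 ± 2249 in ER (0.15, SE 0.089) and the kinase Camk2a at 0.34 (SE 0.16) in ERvSH. Glutamate receptors had medians of 0.12, 0.12 and 0.049 (adjusted p = 0.116, 0.0611 and 0.639), with Gria3 at 0.22 (SE 0.080) in ERvSH and Grik4 at −0.37 (SE 0.15) in ERvEE. GABA receptors had medians of 0.11, 0.14 and −0.0056 (adjusted p = 0.100, 0.189 and 0.886), with the subunit Gabre at −0.97 (SE 0.32) in ERvSH. Receptors for monoamines and neuropeptides had 0.10 in ERvSH and 0.0029 in ERvEE (adjusted p = 0.108 and 0.763), with the serotonin receptor Htr5a at 0.82 (SE 0.26) in ERvSH. Of the study's leading-edge genes, 36 of 200 in EEvSH, 58 of 199 in ERvSH and 55 of 190 in ERvEE had their highest expression in neurons. Of these, 34, 55 and 43 were on the upregulated side, where their median log2 fold changes were 0.33, 0.35 and 0.24. Counting only genes at least 2 times higher than in the next cell type, neurons held 18, 35 and 28 genes, and in the averages of the study's table 11.4%, 12.7% and 5.73% of the total. No member of these lists passed limma over all genes or adjusted over the list alone, with 1 gene of all neurons, 3 vesicle genes and 2 scaffolds at an unadjusted p under 0.05 in ERvEE.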

Neuronal involvement was relatively small, supporting the notion that loss mechanisms favor the brain’s support systems over direct effects on neuronal circuitry itself.

### Experiment 3: Multi-omics supports microglia and extracellular matrix phenotypes

We next sought to validate and expand our ER signatures. This experiment provided 1) replication RNAseq and 2) omics data from other platforms that could potentially reveal whether changes observed at the RNA level survived to the protein (shotgun proteomics) and activity (serine-threonine kinomics) levels. BLA micropunches from a new cohort were subjected to our “triple prep” protocol (see methods) allowing for simultaneous RNA and protein extraction. This preparation ensures that changes observed on multiple platforms were real and not an artifact of tissue heterogeneity. Extracted samples were then processed for parallel RNAseq, proteomics, and kinomics. Samples were pooled within groups.

The RNAseq was analyzed in the same manner described above (Supplementary Table 2). While individual pathways showed some variation (Supplementary Fig. 5A, B; Supplementary Table 4), the functional categories associated with ER were similar to those observed in Experiment 2 (Supplementary Fig. 5C; Supplementary Table 4). Similar patterns of upregulation in EE and downregulation/dysregulation in ER were observed, as well as strong involvement of the immune system, ECM, and regulation across full and targeted pathway analyses. Signature analysis again implicated the immune system and kinases (Supplementary Fig. 5D; Supplementary Table 5), while cell type analysis again pointed to microglia as the most involved cell type (Supplementary Fig. 5E; Supplementary Table 6).

This experiment also offered insight into ER-related changes in protein and activity. EEvSH, ERvSH, and ERvEE signatures were generated for each platform (Supplementary Table 3), and targeted pathway analysis was run in Enrichr. The targeted method was selected over the full transcriptome method because neither of these platforms yields data from enough targets to properly conduct the latter. Proteomics signatures were based on the top 100 up- and down-regulated peptides (by fold change), while kinomics signatures were based on differentially phosphorylated peptides (FC > 1.2) [32].

The proteomics exhibited more upregulation across the different contrasts but involved similar themes as the RNAseq, including strong involvement of the ECM, immune system, and cell structure (Supplementary Fig. 6A; Supplementary Table 4). The kinomics yielded a pattern similar to the transcriptomics, with upregulation in EE followed by downregulation/dysregulation in ER, and implicated the immune system, cell cycle, regulation, and signaling (Supplementary Fig. 6B; Supplementary Table 4). Upstream kinase analysis was also performed using KRSA, pointing to several kinases that may be implicated in ER (Supplementary Fig. 6C; Supplementary Table 3) [32].

The multi-omics demonstrates that EE and ER had major effects on the BLA’s molecular landscape, and that ER triggered changes differing from both EE and SH. While specific signatures from each omics platform varied to a degree, commonly implicated RNAseq themes were largely supported by both the proteomics and kinomics (Supplementary Fig. 6D; Supplementary Table 4). Both indicated involvement of the immune system and ECM, indicating that these changes survive across multiple molecular domains of the BLA following ER (Fig. 2E; Supplementary Table 4).

Given the emergent roles of microglia and ECM in our hypothesis-free analyses, we went back into the omics datasets with this notion in mind. Looking specifically at genes associated with microglia, ECM, and the interaction of the two [15, 33, 34], we observed strong patterns of upregulation in EE and downregulation in ER, suggesting a loss of function with microglia activity and ECM regulation following ER (Fig. 2F; Supplementary Table 7). 

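Fold changes of the 36 genes in the study's table ran upward from SH to EE and downward from EE to ER. In EEvSH 33 were positive, all but Tnfsf4, a ligand of T cells, the inflammasome adaptor Pycard and the galectin Lgals3, with a median log2 fold change of 0.31. In ERvEE 32 were negative, with a median of −0.38, the exceptions being the chemokine Ccl19, the complement component C2, the NF-kB regulator Ikbkg and Lgals3. Other markers moved the same way in these rats. Those of myelinating oligodendrocytes had medians of 0.34 in EEvSH (all 22 positive) and −0.36 in ERvEE (all 22 negative). In ERvEE those of astrocytes (−0.12) and endothelial cells (−0.087) were lower as well. From the pattern of upregulation in EE and downregulation in ER the paper proposes that microglia lost activity, and the matrix its control, after removal from enrichment. The study took these genes for their ties to microglia and matrix, after its wider analyses, which include these samples, had pointed to both. The p-values below therefore come from samples that had a part in the choice of the theme. As the mean z-score of the 36 genes in each rat, SH stood at −0.138 ± 0.238, EE at 0.392 ± 0.422 and ER at −0.254 ± 0.322 (mean ± SD, 6 rats per group). The difference was 0.531 in EEvSH (exact permutation p = 0.0260) and −0.646 in ERvEE (exact permutation p = 0.0216). The smallest p that 6 rats per group can give is 0.00216. By the median log2 fold change of the genes, 11 of 100 divisions of the rats in EEvSH and 5 of 100 in ERvEE lay as far from 0, the real groups included. That measure does not exclude chance in either contrast, with ERvEE at the bound of 5%. limma's rotation test fry gave 0.0174 for the 36 genes in EEvSH (0.0749 without SH 1 and SH 3) and 0.00446 in ERvEE, as p-values that take the correlation between genes into account. Gene by gene, limma called 0 of the 36 over all genes in either contrast, with 4 in EEvSH and 7 in ERvEE at an unadjusted p under 0.05. Adjusted over the list alone it called 0 in EEvSH and 1 in ERvEE, the matrix protease Adamts16. In ERvEE it called 0 without 1 of EE 5, EE 6, ER 3 or ER 5 or with the rat number as a block, and 2 without ER 2. The filter of edgeR's filterByExpr keeps 26 of the 36 genes and drops Adamts16, and 0 of those left passed. With all rats limma-voom with quality weights called 0 and 6 and edgeR and DESeq2 0 and 1 each. Of the 36 genes, 11 had a mean value below 10, among them the proteases Mmp3 and Klk10 and the integrin Itga2. 

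**Figure D3:**
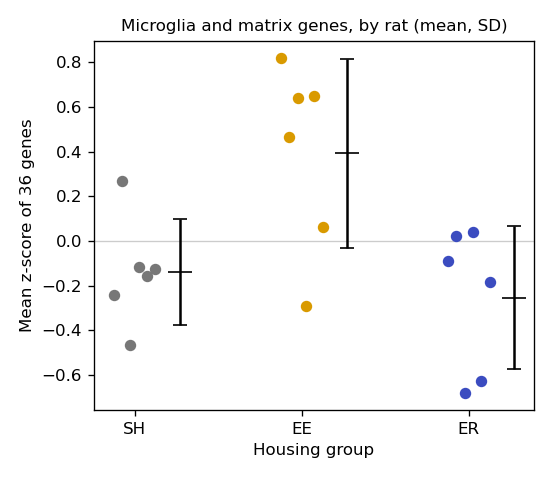
Mean z-score over the 36 genes of the study's table in each rat (vertical axis, no unit) by housing group, 6 rats per group, with the mean and SD of each group. Of the EE rats, 4 lie above every SH and ER rat and 2 within their range.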

Genes related to microglia receptors, secreted factors, and intracellular signals suggest that microglia homeostatic functions related to surveying and interacting with their surroundings may be attenuated [15–17, 21]. 

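P2ry1, a receptor for ADP, had 59.0 ± 26.6 in SH, 95.0 ± 60.5 in EE and 51.4 ± 40.4 in ER (mean ± SD, 6 rats per group). Its log2 fold change was 0.45 in EEvSH and −0.93 in ERvEE, SE 0.55. The DNA sensor Tlr9 had 16.7 ± 11.0 in SH, 22.9 ± 7.47 in EE and 15.5 ± 3.49 in ER (0.95 in EEvSH and −0.51 in ERvEE, SE 0.59). The 6 receptors had a median of 0.36 in EEvSH, all 6 positive, and of −0.76 in ERvEE, all 6 negative, and limma's fry gave 0.0939 and 0.00165 as p-values. Of the factors, Irf8, a transcription factor of microglia and other myeloid cells, had 190.4 ± 45.0 in SH, 245 ± 68.2 in EE and 181 ± 47.8 in ER (0.34 in EEvSH and −0.41 in ERvEE, SE 0.21). The complement component C2 stood at 47.0 ± 12.3 in SH, 64.7 ± 17.2 in EE and 63.5 ± 9.00 in ER (0.46 in EEvSH and 0.0022 in ERvEE, SE 0.22). Egr1, a transcription factor induced by neuronal activity, had 2398 ± 515 in SH, 2914 ± 637 in EE and 2178 ± 291 in ER (0.28 in EEvSH and −0.40 in ERvEE, SE 0.15). These 6 genes had medians of 0.19 (5 positive, fry 0.140) and −0.34 (4 negative, fry 0.0213), and 2 of them passed limma in ERvEE when adjusted over the list alone, Ccl24 and Egr1 (smallest adjusted p = 0.0447). Neither passed without 1 of SH 1, SH 2, EE 2, EE 3, EE 6, ER 1, ER 4 or ER 5 (smallest adjusted p = 0.0508 to 0.120) or by edgeR (0.0633). Among the signals, Map3k8, a kinase that acts below toll-like receptors, had 30.2 ± 12.1 in SH, 35.5 ± 10.1 in EE and 24.1 ± 7.44 in ER (0.26 in EEvSH and −0.53 in ERvEE, SE 0.31). Nfkbiz, a nuclear partner of NF-kB, had 30.7 ± 13.7 in SH, 33.0 ± 11.3 in EE and 25.2 ± 15.0 in ER (0.13 in EEvSH and −0.50 in ERvEE, SE 0.37). The death receptor Fas stood at 19.4 ± 8.03 in SH, 23.2 ± 11.7 in EE and 16.3 ± 8.43 in ER (0.11 in EEvSH and −0.43 in ERvEE, SE 0.48). Bcl2, which blocks apoptosis, had 29.1 ± 15.2 in SH, 38.8 ± 10.6 in EE and 34.8 ± 12.3 in ER (0.53 in EEvSH and −0.19 in ERvEE, SE 0.35). The inflammasome adaptor Pycard stood at 48.8 ± 17.7 in SH, 50.0 ± 20.2 in EE and 37.3 ± 6.27 in ER (−0.00060 in EEvSH and −0.32 in ERvEE, SE 0.29). Ikbkg, which activates NF-kB, had 69.3 ± 38.3 in SH, 68.4 ± 22.9 in EE and 77.6 ± 17.8 in ER (0.22 in EEvSH and 0.21 in ERvEE, SE 0.40). They had medians of 0.17 (5 of 6 positive, fry 0.0867) and −0.37 (5 of 6 negative, fry 0.0160). The sign in EEvSH turned without SH 1 and SH 3 for Map3k8 (−0.048), Pycard (0.22) and Ikbkg (−0.50), and P2ry1, Tlr9 and Bcl2 stood at 0.19, 0.23 and 0.21. No gene of the 3 groups passed limma over all genes. The punches hold neurons as well as glia, and these data do not show which cells express genes such as Egr1 and Bcl2.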

Genes related to cell-matrix adhesion and matrix remodeling suggest that the ECM may not be assembling or degrading in the expected manner [18, 19, 35]. 

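Itgb2, the integrin chain shared by white blood cells and microglia, had 176 ± 41.9 in SH, 203 ± 54.3 in EE and 157 ± 32.1 in ER (mean ± SD, 6 rats per group). On the log2 scale this was a change of 0.20 in EEvSH and −0.36 in ERvEE, SE 0.20. Anxa2, which binds membrane phospholipids, had 122 ± 49.6 in SH, 135 ± 27.1 in EE and 108 ± 23.8 in ER (0.21 in EEvSH and −0.33 in ERvEE, SE 0.23). The collagen receptor chain Itga2 had 1.32 ± 1.35 in SH, 2.13 ± 2.48 in EE and 1.63 ± 2.75 in ER (0.18 in EEvSH and −0.35 in ERvEE, SE 0.68). Itgb2 had 0.068 in EEvSH without SH 1 and SH 3 and Itga2 −0.32, of opposite sign. The 5 adhesion genes had a median of 0.20 in EEvSH (4 positive) and −0.33 in ERvEE (4 negative), and limma's fry gave 0.360 and 0.226 as p-values. Adamts16, a secreted metalloprotease, had 5.52 ± 3.47 in SH, 12.4 ± 8.20 in EE and 2.40 ± 1.54 in ER (0.95 in EEvSH and −1.88 in ERvEE, SE 0.45). It was the only gene of either group to pass limma adjusted over the list alone (ERvEE, adjusted p = 0.00241). The filter of filterByExpr drops Adamts16 before the test, and 0 of the genes left passed (smallest adjusted p = 0.0796). The gelatinase Mmp2 had 139 ± 28.2 in SH, 171 ± 39.8 in EE and 138 ± 23.8 in ER (0.29 in EEvSH and −0.30 in ERvEE, SE 0.16). The stromelysin Mmp3 had 2.29 ± 3.22 in SH, 3.24 ± 4.24 in EE and 1.70 ± 2.05 in ER (0.38 in EEvSH and −0.46 in ERvEE, SE 0.74). The kallikrein Klk10 had 0.734 ± 0.892 in SH, 5.16 ± 5.91 in EE and 3.65 ± 3.57 in ER (1.10 in EEvSH and −0.014 in ERvEE, SE 0.79), with 0 in several rats. The 5 remodeling genes had medians of 0.70 (all 5 positive, fry 0.00817) and −0.30 (all 5 negative, fry 0.00716), and 4 of them had a mean value below 10. Over all genes limma called 0 genes of both groups.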

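Itgam, the CD11b chain of microglia and macrophages, had 264 ± 106 in SH, 401 ± 103 in EE and 291 ± 91.9 in ER (mean ± SD, 6 rats per group). The log2 fold changes were 0.65 in EEvSH and −0.50 in ERvEE, SE 0.27. CD44, which binds hyaluronan on immune and glial cells, had 73.8 ± 32.4 in SH, 104 ± 48.8 in EE and 50.3 ± 27.7 in ER (0.47 in EEvSH and −1.06 in ERvEE, SE 0.37). Itgal, the CD11a chain of white blood cells, had 28.8 ± 10.8 in SH, 43.2 ± 18.2 in EE and 28.4 ± 4.05 in ER (0.53 in EEvSH and −0.49 in ERvEE, SE 0.29). The lectin receptor Klrc3 of natural killer cells had 1.95 ± 3.43 in SH, 3.76 ± 3.18 in EE and 2.68 ± 4.18 in ER (1.01 in EEvSH and −0.73 in ERvEE, SE 0.76). Ctse, a protease of the endosome, had 18.9 ± 1.13 in SH, 26.9 ± 13.0 in EE and 20.9 ± 8.17 in ER (0.35 in EEvSH and −0.29 in ERvEE, SE 0.33). Capn6, a calpain that stabilizes microtubules, had 29.0 ± 12.6 in SH, 45.2 ± 15.9 in EE and 39.3 ± 7.76 in ER (0.69 in EEvSH and −0.16 in ERvEE, SE 0.30). The study counts 8 genes as acting between immune cells and matrix, among them these 6. Their median was 0.52 in EEvSH, all 8 positive, and −0.39 in ERvEE, all 8 negative. limma's fry gave 0.0201 and 0.0761 as p-values. No gene passed limma over all genes or adjusted over the list alone (smallest adjusted p = 0.126 in EEvSH and 0.0796 in ERvEE), with 2 in EEvSH and 1 in ERvEE at an unadjusted p under 0.05.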

Genes related to immune-matrix interaction suggest that these alterations could be linked [33, 36, 37].

These gene responses further demonstrate that ER is distinct from SH. 

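Between ER and SH the 36 genes showed no common direction. Adamts16 stood at a log2 fold change of −0.93 (SE 0.45) in ERvSH and Cd44 at −0.59 (SE 0.37), while C2 stood at 0.47 (SE 0.22), Capn6 at 0.53 (SE 0.30) and Klk10 at 1.09 (SE 0.79). P2ry1 (−0.48, SE 0.55), Nfkbiz (−0.37, SE 0.37), Pycard (−0.32, SE 0.29) and Map3k8 (−0.27, SE 0.31) were negative, and Itgam (0.15, SE 0.27), Bcl2 (0.34, SE 0.35) and Tlr9 (0.44, SE 0.59) positive. Tlr9 stood at −0.27 and Bcl2 at 0.020 without SH 1 and SH 3. In all, 15 genes were positive and 21 negative, with a median of −0.10 (fry p-value 0.503, and an exact permutation p = 0.504 for the difference of −0.115 between the mean z-scores of the rats). By group, the medians were −0.45 for receptors (fry 0.0705), −0.10 for secreted factors (fry 0.312), −0.30 for intracellular signals (fry 0.362), −0.15 for adhesion (fry 0.708), −0.0090 for remodeling (fry 0.899) and 0.11 for immune-matrix interaction (fry 0.521). Over all genes and adjusted over the list alone limma called 0 of the 36 in ERvSH, with 2 at an unadjusted p under 0.05, and edgeR, DESeq2 and limma-voom also called 0. A difference of this size that misses the threshold does not show that ER and SH are alike.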

ER causes some genes to remain elevated at EE levels (e.g., CCL19, KLK7, ITGAV), some to return to SH levels (e.g., TLR7, ITGB3, CD74), and some to drop below SH levels (e.g., CCR1, C3AR1, LGALS3). 

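Itgav, the integrin chain that binds vitronectin and activates latent TGF-beta, had 355 ± 153 in SH, 447 ± 56.2 in EE and 439 ± 65.1 in ER (mean ± SD, 6 rats per group). The change was 0.50 in EEvSH and 0.47 in ERvSH, SE 0.28, but 0.019 and −0.0082 without SH 1 and SH 3. SH 3 had 93.5, the other SH rats 273 to 508. The chemokine Ccl19 had 5.05 ± 2.98 in SH, 8.26 ± 8.31 in EE and 6.86 ± 5.87 in ER (0.10 in EEvSH and 0.16 in ERvSH, SE 0.81). The kallikrein protease Klk7 had 0.878 ± 2.15 in SH, 1.95 ± 2.23 in EE and 1.71 ± 2.66 in ER (0.70 in EEvSH and 0.43 in ERvSH, SE 0.71). In ERvEE the 3 genes stood at −0.028, 0.066 and −0.27. The RNA sensor Tlr7 had 122 ± 19.8 in SH, 139.8 ± 19.3 in EE and 101 ± 22.5 in ER (0.20 in EEvSH and −0.49 in ERvEE, SE 0.17). The integrin chain Itgb3 of platelets and microglia had 6.81 ± 5.68 in SH, 8.72 ± 3.93 in EE and 7.11 ± 4.35 in ER (0.74 in EEvSH and −0.33 in ERvEE, SE 0.56). Cd74, the invariant chain of antigen presentation, had 172 ± 52.8 in SH, 213 ± 124 in EE and 195 ± 98.2 in ER (0.16 in EEvSH and −0.084 in ERvEE, SE 0.41). Their fold changes in ERvSH were −0.29 (SE 0.17), 0.42 (SE 0.56) and 0.076 (SE 0.41). Those of Itgb3 turn to −0.078 in EEvSH and −0.40 in ERvSH without SH 1 and SH 3. Ccr1, a chemokine receptor of myeloid cells, had 4.13 ± 2.82 in SH, 6.93 ± 3.44 in EE and 2.93 ± 3.48 in ER (−0.62 in ERvSH and −1.40 in ERvEE, SE 0.62). C3ar1, the receptor for complement C3a, had 33.3 ± 6.73 in SH, 41.5 ± 12.4 in EE and 26.5 ± 11.6 in ER (−0.43 and −0.71, SE 0.30). The galectin Lgals3 had 3.24 ± 2.68 in SH, 3.59 ± 5.75 in EE and 2.41 ± 2.02 in ER (−0.17 and 0.28, SE 0.70). None of the 9 genes passed limma in any contrast, over all genes or adjusted over the 36 genes of the study's table.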

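Ccl24, a chemokine that draws eosinophils, had 13.5 ± 5.79 in SH, 13.5 ± 4.04 in EE and 6.57 ± 3.17 in ER (mean ± SD, 6 rats per group). Its log2 fold change was 0.042 (SE 0.36) in EEvSH and −0.95 (SE 0.36) in ERvSH. Tnfsf4, the OX40 ligand that costimulates T cells, had 18.2 ± 6.92 in SH, 15.6 ± 7.66 in EE and 11.8 ± 3.87 in ER (−0.28, −0.57 and −0.28 in EEvSH, ERvSH and ERvEE, SE 0.36). Cxcr5, a chemokine receptor of B cells, had 3.82 ± 2.56 in SH, 3.87 ± 2.71 in EE and 2.84 ± 4.64 in ER (0.032, −0.79 and −0.82, SE 0.58). Single rats stood far above the rest of their groups, EE 5 at 9.06 and ER 4 at 12.1. None of the 3 passed limma over all genes in any contrast, and only Ccl24 in ERvEE passed when adjusted over the 6 secreted factors of the study's table, a call that ends without any 1 of several libraries.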

ER also impacted some genes that were unaffected by EE (e.g., CCL24, TNFSF4, CXCR5). The differences between SH, EE, and ER show that ER is not merely a reversal of EE, but a unique condition that generates its own molecular state.

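Genes that stood higher in EE than in SH tended to stand lower in ER than in EE, among them the microglial genes Cmklr1 and Cd4. The Fc receptor homolog Fcrl2 had 184 ± 40.8 in SH, 342 ± 105 in EE and 180.2 ± 64.1 in ER (0.85 in EEvSH and −0.92 in ERvEE, SE 0.25). Exoc3l4, an exocyst homolog, had 11.8 ± 6.28 in SH, 30.8 ± 3.77 in EE and 15.1 ± 6.96 in ER (1.45 in EEvSH and −1.13 in ERvEE, SE 0.37). Others had similar values in EE and ER. The stress kinase Map2k6 had 544 ± 50.5 in SH, 673 ± 56.3 in EE and 657 ± 59.3 in ER (0.31 in EEvSH and −0.036 in ERvEE, SE 0.084). Popdc3, a membrane protein that binds cyclic AMP, had 5.43 ± 5.33 in SH, 15.9 ± 4.83 in EE and 12.9 ± 6.90 in ER (1.84 in EEvSH and −0.37 in ERvEE, SE 0.53). For others ER stood farthest from SH. Mdfic, which restrains transcription factors of the MyoD family, had 123 ± 28.4 in SH, 88.4 ± 13.2 in EE and 67.7 ± 22.2 in ER, and Tubd1, a tubulin of centrioles, 80.6 ± 16.7 in SH, 97.4 ± 4.13 in EE and 124 ± 15.0 in ER. None of these genes passed limma. Over 18172 genes, log2 fold changes in EEvSH and ERvEE had opposite signs in 58.5% and correlated at r = −0.43 (covariance −0.0532), with genes, not rats, as the units. The EE libraries enter both fold changes with opposite signs. In simulated groups with no change the mean r was −0.50 (covariance −0.0561, −0.0603 to −0.0524) and in random regroupings of the rats −0.49. The simulated groups take 1 spread per gene from all libraries, SH 1 and SH 3 included. With 3 EE rats used for EEvSH and the other 3 for ERvEE, over all 20 assignments, the mean r was 0.0033 (−0.055 to 0.089).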

### Experiment 4: Validating and expanding omics-derived candidate mechanisms

A new cohort of ER rats was generated to further explore these mechanisms. Rats were perfused, and immunohistochemistry (IHC) was used to validate and elaborate upon microglia and ECM phenotypes. See supplement for full IHC protocols and antibody information.

#### BLA microglia are smaller, less complex, and less phagocytic following ER

IBA1-immunoreactive area/microglia was reduced in both EE and ER relative to SH in the BLA (Fig. 3A), with no changes in cell counts, labeling intensity, or soma size (Supplementary Fig. 7A–C). Further morphological analysis in Imaris revealed that the ER group exhibited shorter and smaller processes, fewer branch points, and fewer terminal points (Fig. 3B). A robust decrease of CD68 area/microglia was observed in the ER group, suggesting that ER microglia are less phagocytic (Fig. 3C). These results align well with the omics data, suggesting ER microglia exhibit less surveillance of and interaction with their surroundings (Fig. 3D) [15–17].

**Fig. 3:**
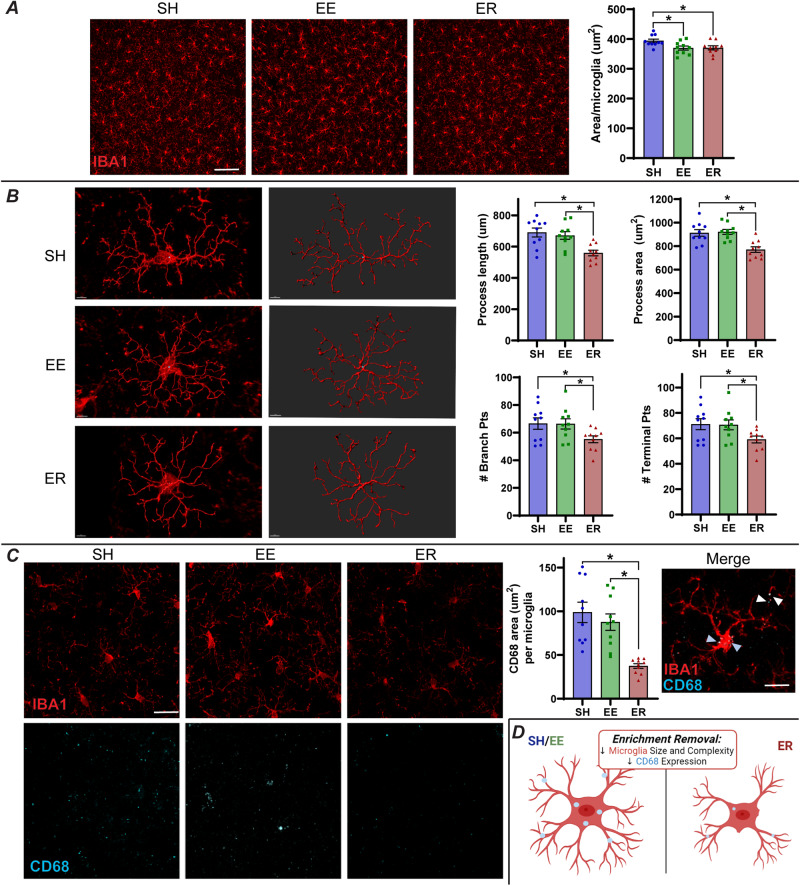
Microglia are smaller, less complex, and less phagocytic following ER. **A** Initial analysis of BLA microglia (labeled with IBA1) suggested that microglia are smaller in EE and ER (*n* = 10/group; scale bar = 100 µm). **B** A more robust analysis of microglia morphology was conducted using the filament tracer tool in Imaris (*n* = 10/group; *N* = 8 microglia/animal) and revealed that, in ER alone, microglia are smaller and less complex. **C** ER rats express significantly less CD68 than SH or EE rats, suggesting that they are less phagocytic (*n* = 10/group; scale bar = 10 µm). Merge shows localization of CD68 to microglia (scale bar = 3 µm). White arrows indicate CD68 in microglia processes, while blue arrows indicate CD68 in microglia soma. No WFA inclusions were observed within CD68. **D** Summary of ER effects on microglia phenotypes. * = *p* < 0.05.

#### ER increases BLA ECM and Perineuronal Nets

We used histochemistry to assess BLA expression of WFA (Wisteria Floribunda Agglutinin), which labels the ECM’s CSPGs (Chondroitin Sulfate Proteoglycans) [19, 35]. CSPGs are a critical component of ECM in general and in perineuronal nets (PNNs), mesh-like ECM formations that surround neurons and help to regulate cell physiology. PNNs play a large role in neuroplasticity [18, 20, 38], making them a potentially intriguing target in ER. As PNNs primarily surround inhibitory parvalbumin (PV) interneurons [19, 35], we co-labeled tissue for PV. WFA staining area was increased in ER rats relative to both EE and SH controls, as was the ratio of PV-immunoreactive cells decorated with PNNs (Fig. 4A–C; Supplementary Fig. 7D). The number of PV cells did not change between groups (Supplementary Fig. 7E).

**Fig. 4:**
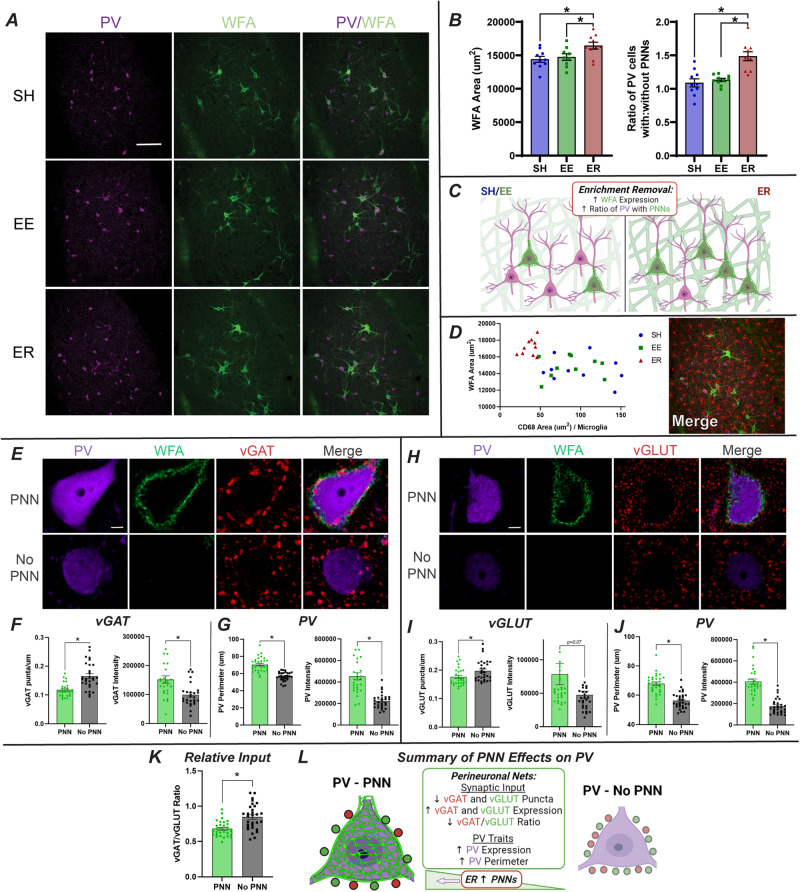
ER increases BLA ECM and PNNs on PV interneurons, altering PV synaptic inputs and phenotypic characteristics. **A** Representative images of PV and WFA staining in the BLA (SH *n* = 10, EE *n* = 9, ER *n* = 10; scale bar = 100 µm). **B** ER increases WFA area (µm^2^) and the ratio of PV cells decorated with PNNs (*n* = 10/group). **C** Summary of ER effects on matrix phenotypes. **D** A significant correlation between WFA and CD68 suggests that microglia may be digesting the matrix less in ER, contributing to the present increases. Image shows IBA1/WFA/PV merge in the BLA (*n* = 10/group). **E** Representative images of vGAT puncta surrounding PV cells with and without PNNs (*n* = 10/group). **F** PNNs decrease vGAT puncta/µm (PNN *N* = 30, No PNN *N* = 30 collapsed) and increase vGAT expression (PNN *N* = 29, No PNN *N* = 30) in those puncta. **G** PV cells with PNNs are larger (PNN *N* = 30, No PNN *N* = 30) and express more PV (PNN *N* = 29, No PNN *N* = 29). **H** Representative images of vGLUT puncta surrounding PV cells with and without PNNs (*n* = 10/group). (I) PNNs decrease vGLUT puncta/µm (PNN *N* = 30, No PNN *N* = 30 collapsed) and increase vGLUT expression (PNN *N* = 30, No PNN *N* = 29) in those puncta. **J** PV cells with PNNs are larger (PNN *N* = 30, No PNN *N* = 30) and express more PV (PNN *N* = 30, No PNN *N* = 30). **K** PNNs decrease the ratio of vGAT/vGLUT (PNN *N* = 30, No PNN N = 30). **L** Summary of PNN effects on PV inputs and phenotypes. Given that ER increases PNNs, one would expect a shift in PV phenotypes in ER similar to those seen in PNNs here. * = *p* < 0.05.

#### Connecting microglia and ECM

Our omics results suggested that the changes in ER microglia and ECM could be related. Microglia do play a role in digesting ECM, through mechanisms like integrin receptor signaling, matrix metalloprotease secretion, and phagocytosis [18, 34, 37, 39]. Here, we observed a significant correlation between microglial CD68 and WFA area (Fig. 4D). While just a correlation, ER animals cluster together, demonstrating low CD68 and high WFA, suggesting that the loss of function in microglia could contribute to the buildup of ECM in ER.

#### PNNs alter PV synaptic inputs and characteristics

PNNs help regulate PV cell physiology [19, 20, 35], so the present ER-related increase in PNNs could impact the BLA’s inhibitory tone via changes to PV characteristics [13, 40], an effect that could substantially impact ER behaviors. One way PNNs regulate PV is by altering synaptic inputs, acting as a physical guide for appositions onto PV [18, 38]. Therefore, we tested whether the presence of PNNs alters inhibitory (vGAT, Fig. 4E) and excitatory (vGLUT, Fig. 4H) synaptic inputs onto BLA PV cells. To eliminate sampling bias, we assessed vGAT and vGLUT terminals on equal numbers of PV cells with (*n* = 4) and without (*n* = 4) PNNs in each animal. This approach focused on the question of PNN effects, rather than group effects, on PV inputs, so all groups were collapsed into PNN vs no PNN comparisons.

Both vGAT (Fig. 4F) and vGLUT (Fig. 4I) puncta were decreased on PV cells with PNNs. However, puncta on PNN-bearing cells were significantly more intensely labeled, suggesting increased capacity for packaging of GABA and glutamate, respectively. Thus, these connections may be more efficient, favoring fewer, mature puncta over more numerous, but less established puncta [41, 42]. These effects were more robust in vGAT than vGLUT, a change made evident by the decreased vGAT/vGLUT ratio in PV cells with PNNs (Fig. 4K). A decreased vGAT/vGLUT ratio indicates less relative inhibitory input onto these cells, suggesting that PNNs may allow for increased PV activity [43, 44]. Differences in the PV cells themselves were observed, with PNN-PV cells expressing more PV and having larger perimeters (Fig. 4G,J). These changes are indicative of more mature PV neurons with an increased calcium buffering capacity [45, 46], another sign of potentially more active PV cells with PNNs.

While this analysis focused on PNN effects precluded our ability to directly observe group effects (Supplementary Fig. 7F,G), it is important to note that PNN-positive PV neurons were increased in ER relative to both control groups (Fig. 4B). Thus, the impacts on synaptic efficacy and cellular maturity imparted by PNNs would disproportionately affect BLA PV neurons following ER (Fig. 4L).

### Experiment 5: Expanding BLA behaviors and their link to PNNs

We next explored the impact of ER on behaviors specifically linked to the BLA. We generated two new ER cohorts and conducted a series of behavioral tasks that are known for BLA involvement, including passive avoidance, social threat, acoustic startle, and cued fear conditioning [12, 13, 47–49].

Two weeks after removal, rats received passive avoidance testing, followed by exposure to social threat in the three-chamber apparatus and subsequent assessment of acoustic startle (Fig. 5A). No differences were detected between groups in the passive avoidance test [12, 47] (Supplementary Fig. 8A). In the social threat test, ER rats spent more time in the chamber where they had previously encountered a Long Evans retired breeder than EE rats (Fig. 5B; Supplementary Fig. 8B), suggesting reduced fear memory relative to experienced animals in a social context [48]. Finally, startle responses were enhanced in ER animals (known to be regulated by BLA) [13, 49] (Fig. 5C; Supplementary Fig. 8C).

**Fig. 5:**
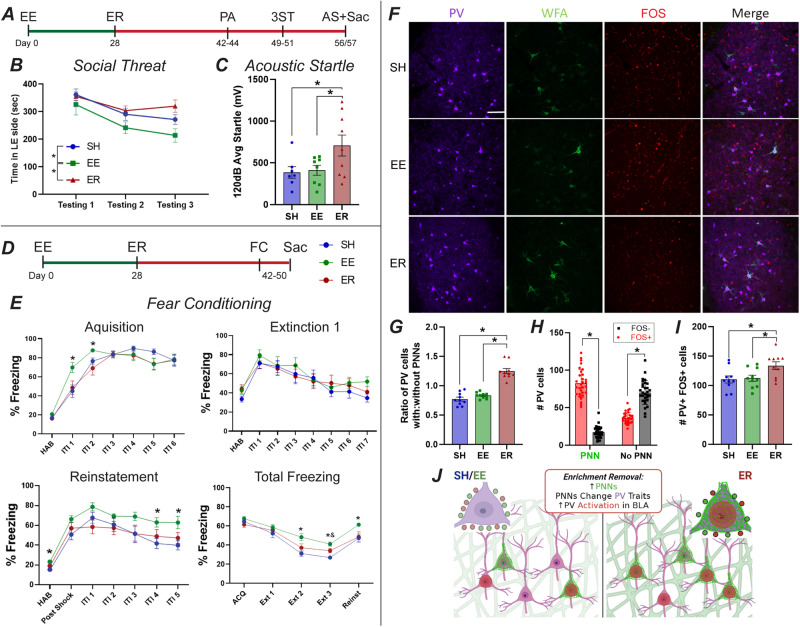
ER impairs BLA-related behaviors and activates PV interneurons. **A** Timeline for passive avoidance (PA), three chamber social threat (3ST), and acoustic startle (AS) cohort. **B** Relative to EE rats, ER rats spend more time in the “threatening” side that previously housed an aggressive Long Evans rat (SH *n* = 7, EE *n* = 9, ER *n* = 9). **C** ER rats show enhanced startle response (SH *n* = 7, EE *n* = 8, ER *n* = 9). **D** Timeline for fear conditioning cohort. **E** Fear conditioning results (*n* = 10/group). Relative to EE, ER rats exhibited delayed acquisition, faster extinction, and lower reinstatement. The first three panels show % freezing on individual days, while the last shows total % freezing across all 5 days. **F** Representative images of WFA/PV/FOS IHC (*n* = 10/group). **G** Increased ratio of PV with PNNs in ER replicated in this cohort (*n* = 10/group). **H** PV cells with PNNs were more likely to be FOS+ than PV cells without PNNs (*n* = 10/group). **I** Together these differences resulted in more PV + FOS+ cells in ER, indicating increased PV response to stress following ER (*n* = 10/group). **J** Summary of FOS results and their connection to the above results regarding PNNs and PV. * = *p* < 0.05 for EE vs ER/SH. & = *p* < 0.05 for ER vs SH.

A second cohort was tested for cued fear conditioning and freezing responses (Fig. 5D). ER rats acquired fear conditioning more slowly and extinguished more rapidly than EE rats, while also exhibiting reduced fear reinstatement (Fig. 5E; Supplementary Fig. 8D). These results suggests that ER impairs fear learning and fear recall relative to EE in this more complex task [12, 47]. There was no major difference evident between SH and ER groups, suggesting that ER actions are specific to loss of EE.

Taken together, these results suggest that ER generates a unique behavioral profile that is related to impaired fear recall and adaptability. Both of these behavioral effects are consistent with a BLA that has attenuated plasticity and heightened inhibition [12, 13], tying these phenotypes back to the molecular effects observed above.

To test possible connections of ER-related behavioral changes to BLA activation, we assessed Fos induction following reinstatement testing (Fig. 5D,F). The finding of increased PNNs on PV cells in ER rats replicated (Fig. 5G), and expression of Fos was disproportionately enhanced in PV neurons surrounded by PNNs (Fig. 5H). Importantly, Fos activation of PV neurons was increased in ER rats relative to both control groups (Fig. 5I), further supporting the notion of increased PV-mediated inhibition in the BLA following ER (Fig. 5J).

### Experiment 6: Testing the necessity of BLA PNNs in loss-like behaviors

Lastly, we sought to establish a causal link between BLA PNNs and ER. Utilizing the enzyme ChABC which digests ECM and PNNs [20, 34], we investigated if blocking the increase in PNNs that occurs during ER could also block the development of loss-like behaviors. ChABC rapidly digests PNNs upon injection (~90% depletion), and PNNs then gradually repopulate over the next few months. In our pilot, PNNs were still ~60% depleted 3 weeks after injection (Supplementary Fig. 9A).

With this timeframe established, EE and ER rats received bilateral injections of either ChABC or VEH into the BLA at the start of the removal period (Fig. 6A) and received passive avoidance, acoustic startle, and forced swim testing within 3 weeks. Within the BLA, ER again increased, while ChABC significantly reduced, WFA area (Fig. 6B). The complex design of this study limited the number of control groups possible. EE was selected over SH because it is the canonical experiential control for loss-specific effects. The ultimate goal here is to return ER animals to the positive stimulated state of EE. We also selected behavioral endpoints that did not differ amongst SH and EE groups to mitigate the loss of the SH group.

**Fig. 6:**
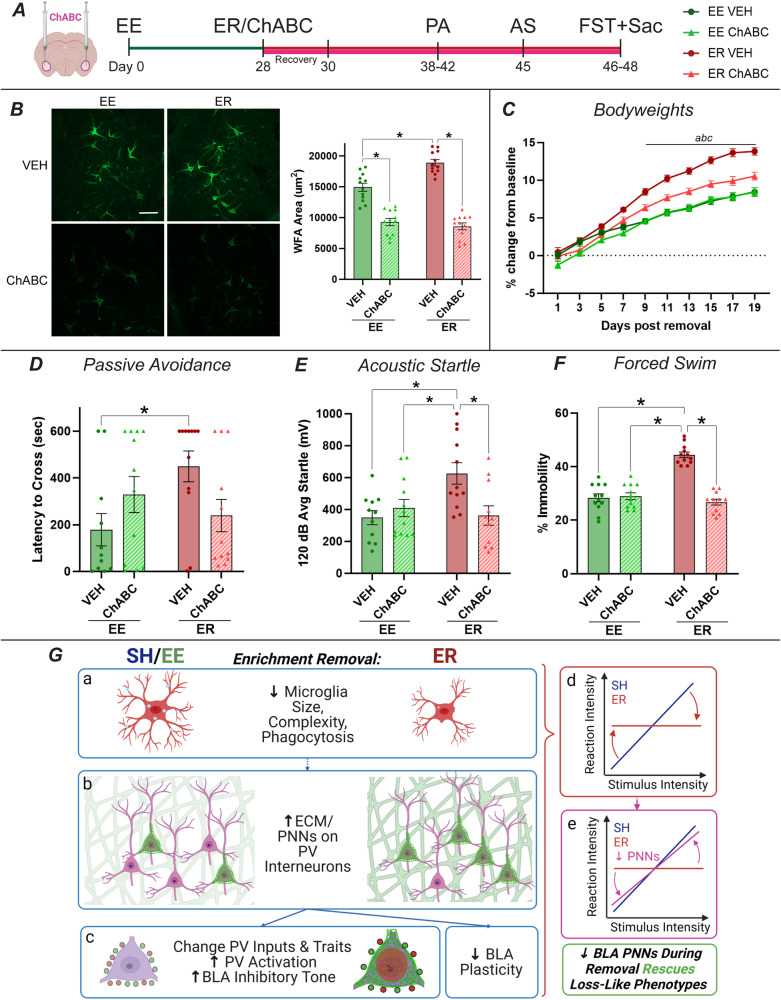
Depleting BLA PNNs rescues ER behavioral phenotypes. **A** Timeline. Chondroitinase ABC (ChABC) was injected into the BLA at the time of removal to deplete PNNs (*n* = 12/group). Rats were then subjected to passive avoidance (PA), acoustic startle (AS), and forced swim testing (FST). This study was a 2 × 2 design with housing (EE or ER) and treatment (ChABC or VEH) as factors. **B** Validation of ChABC effects on PNNs (*n* = 12/group). ER again increased BLA WFA area, while ChABC successfully reduced PNNs in all animals. **C** Post-removal bodyweights show a blunting of ER effects in ER ChABC rats (*n* = 12/group). **D** ER VEH rats exhibited increased fear recall in passive avoidance testing relative to EE VEH rats, an effect that was blocked in ER ChABC rats (EE VEH *n* = 12, EE ChABC *n* = 12, ER VEH *n* = 11, ER ChABC *n* = 12). **E** Similarly, ER VEH rats showed a hyperresponsiveness to acoustic startle that was blocked by ChABC (EE VEH *n* = 12, EE ChABC *n* = 12, ER VEH *n* = 12, ER ChABC *n* = 11). **F** In the forced swim test, ER VEH rats exhibited increased immobility, while ER ChABC did not (*n* = 12/group). **G** Overall summary of the relationship between BLA microglia, ECM, and loss-like behaviors. Collectively, the omics, molecular, and behavioral results presented here suggest the following: (a) ER leads to a loss of function in microglia that decreases their size, complexity, and phagocytic activity. (b) ER also increases ECM/PNNs in the BLA. These two findings may or may not be connected. (c) Increased PNNs influence PV interneurons, leading to increased PV activation and inhibitory tone in the BLA. Increased ECM in general is also expected to decreased plasticity within the BLA. (d) Together, these molecular changes appear to interfere with the BLA’s role in salience evaluation, uncoupling rats’ reactions from the intensity of the stressors and causing them to react too much or too little to various stimuli. (e) This effect can be largely rescued by depleting BLA PNNs, blocking ER molecular effects to restore the BLA’s salience evaluation capabilities. Ultimately, these complex mechanisms hold multiple similarities to loss in humans and represent several novel targets that could be used in developing therapeutics for people suffering from loss. * = *p* < 0.05. a = *p* < 0.05 for ER VEH vs EE VEH. b = *p* < 0.05 for ER VEH vs ER ChABC. c = *p* < 0.05 for EE VEH vs ER ChABC.

One of the most established ER phenotypes is weight gain (Supplementary Fig. 1). ER rats that received BLA ChABC exhibited a blunted weight gain compared to ER VEH rats (Fig. 6C). Behaviorally, ER VEH rats also exhibited multiple phenotypes that were blocked in ER ChABC rats. Latency to cross to the shock-conditioned side in passive avoidance was increased in ER VEH rats (Fig. 6D; Supplementary Fig. 9B), the startle response was enhanced (Fig. 6E; Supplementary Fig. 9C), and immobility was increased in the forced swim test [50] (Fig. 6F; Supplementary Fig. 9D). In each case, ChABC was able to block the effects of ER, returning ER ChABC rats to EE VEH levels. Taken together, these results suggest that ChABC rescues multiple ER phenotypes and supports the necessity of BLA PNN accumulation in ER behavioral phenotypes.

## Discussion

Psychological loss impacts most people at some point in their lives; however, the mechanisms underlying the experience of loss are poorly understood [1–3]. Here, we used enrichment removal (ER) in tandem with a series of comprehensive multi-omics, molecular, and behavioral approaches to investigate these mechanisms in the basolateral amygdala (BLA), as well as their subsequent functional consequences that contribute to loss-like phenotypes.

We first demonstrated that the BLA exhibited the strongest differential activation following ER. Then, multi-omics, spanning multiple cohorts, platforms, and analyses, indicated that BLA microglia and extracellular matrix (ECM) were dysregulated by ER. These relatively unexpected targets first emerged from hypothesis-free analyses, demonstrating the strength of our approach for identifying novel targets. The consistent implication of these targets across multiple levels affords us higher confidence that the changes are important to loss physiology. Further investigation supported these omics-derived hypotheses and revealed how ER dysregulates BLA microglia and ECM. ER decreased the size, complexity, and phagocytic activity of BLA microglia, traits which suggest that ER microglia have an impaired capacity to surveille and interact with their surroundings (Fig. 6Ga). While most studies assess conditions with overly active microglia and neuroinflammation, a loss of function in microglia can also be detrimental, as microglial monitoring and regulation of neurons and the microenvironment is critical to maintaining homeostasis. Indeed, depleting microglia can cause cognitive, social, and motor impairments [15–17, 21]. Thus, the apparent decrease in microglia surveillance and phagocytosis following ER could attenuate the functional capacity of the BLA.

ER-associated increases in ECM expression and organization (PNNs decorating PV interneurons) are likely indicative of decreased plasticity, as PNNs form a physical barrier to new connections, making decorated cells less able to adapt (Fig. 6Gb) [19, 35]. Furthermore, we observed several PNN-associated changes to PV interneurons indicative of greater synaptic efficacy, less relative inhibition, and increased PV activity (Fig. 6Gc). These findings align well the known roles of PNNs in protection from reactive oxygen species, participation in ion buffering, and organization of synaptic inputs [18, 38]. Depleting PNNs is known to decrease PV activity and maturity [44, 51], supporting the conclusion that PV cells with PNNs are more active. Indeed, PV cells exhibited greater Fos responses to reinstatement in ER rats, suggesting that the BLA has greater inhibitory tone following ER. A less plastic, more inhibited BLA supports the possibility of attenuated functional capacity. Future studies will be required to determine how changes in PV activity in PNN-bearing cells affect output and oscillatory activity within the BLA. Finally, the correlation between microglial CD68 and WFA area suggests that these phenotypes may be linked. Microglia depletion can increase the amount of ECM [37, 39], so it is possible that the decreased microglia phagocytic marker seen here could lead to increased ECM deposition [34, 37, 39] and a shift towards the PV phenotypes that accompany PNNs. Future studies will be needed to further evaluate the relationship between changes in microglial function and ECM hypertrophy.

The functional consequences of these molecular changes in the BLA could contribute to loss-like behavioral phenotypes. Generally speaking, the BLA acts as an important neural node responsible for selection of appropriate behavioral responses to stimuli. It performs this role by gathering polysensory and associational information from numerous regions, gauging the salience and valence of those inputs, and signaling downstream regions responsible for appropriate responses. The BLA is key to evaluating both of these factors, and flexibility within the BLA is required for rapidly evaluating multiple inputs and switching responses over time [12–14, 52, 53]. Thus, decreased plasticity and increased inhibition following ER would be expected to interfere with its capacity to evaluate and select the appropriate response to various stimuli. ER rats showed exaggerated responses to some stimuli (startle) while showing blunted responses to others (fear conditioning), suggesting impaired evaluation of salience (Fig. 6Gd) [12–14]. For example, startle responses may be enhanced by BLA inhibition, losing the ability to appropriately gate responses to the relatively low salience threat. In contrast, responses to high salience threats requiring freezing or social avoidance are attenuated. Our data align with previous studies noting that depletion of BLA ECM increased behavioral flexibility and adaptability [20, 34]. We functionally tested this relationship by depleting BLA PNNs during the removal period. This manipulation successfully rescued multiple ER physiological and behavioral phenotypes, blunting weight gain and blocking enhanced avoidance, startle, and passive coping. These findings support the necessity of BLA PNN accumulation in driving behavior following ER, suggesting an intriguing target for ameliorating loss. This suggests that blocking the increase in PNNs that occurs during ER can, at least partly, restore an animal’s capacity for salience evaluation, possibly via increased plasticity and dampened inhibition (Fig. 6Ge). Interestingly, ChABC had minimal effects in EE rats, suggesting that there is a unique interaction between the state of loss and PNN depletion.

We did not elect to test females in this paradigm due to fundamental differences occurring within preliminary RNAseq data that preclude this candidate mechanism for loss pathology. Where male RNAseq pathway analysis implicated BLA immune and extracellular pathways, similar analyses in females did not support a role for these candidates in ER. Instead, females demonstrated greater dysregulation in metabolic, developmental, and hormonal pathways (Supplementary Fig. 10). Taking a similar approach to studying female loss mechanisms is a logical next step, since they manifest significant (albeit different) behavioral responses to loss [9].

We identified the EE group as the canonical control for these studies, with the SH group included as a procedural control. The EE group shares the experiential aspect that is removed in the ER paradigm. Our prior work in males indicates that neither social isolation nor removal from social enrichment alone replicates an ER phenotype [8, 9]. Here, our omics data indicate that ER does not simply reverse endpoints to SH levels, indicating that the latter does not represent a “baseline condition” to which the organism returns. Studies in mice indicate impairments in socially isolated controls, using adolescent BALB/c mice and a distinct removal protocol [54]. However, a similar study performed in Long-Evans rats yielded results more in-line with those seen here [55]. While social isolation surely contributes to ER phenotypes, it is the experience of having had EE and lost it that forms the basis for the present study. Moreover, we observed multiple ER behavioral and molecular phenotypes that differed from those of both SH and EE controls, suggesting that loss is a unique state dealing with withdrawal of multiple positive stimuli and that the microglia/ECM phenotypes examined here play a unique role in loss. That being said, future studies will be needed to disentangle the differing contributions of removal of the different components of EE (i.e., social, physical, cognitive) to these complex ER phenotypes and mechanisms.

Humans suffering from loss often exhibit emotional blunting and impaired adaptability [1, 2, 6]. This emotional rigidity aligns well with the mechanisms proposed here, namely that loss of a motivationally significant stimulus impairs an individual’s salience evaluation, resulting in a mismatch between stimuli and response. These experiments put forth BLA PNNs an intriguing target for ameliorating loss symptoms in humans. In addition, symptoms of atypical depression (often precipitated by loss) are associated with decreased BLA activity and responsiveness [1, 56], suggesting that the local loss-related neurobiological changes in microglia, ECM, and PV interneurons observed here could have broader implications for a range of mood disorders. Further understanding the neurobiology of loss will be essential for development of both behavioral and pharmaceutical intervention approaches to limit its nearly universal impact on health and well-being.

### Supplementary information

Supplementary Information Key and Supplementary Figures

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

Supplementary Table 8

## Data Availability

RNAseq data are available at Gene Expression Omnibus under accession number GSE208029. All other data are available in the main text or supplementary materials.

## Code availability

Codes which have been previously published are cited in the manuscript. Additional in-house codes used to analyze multi-omics results can be found on GitHub at https://github.com/CogDisResLab/BioPathNet.

# Supplementary material for: Molecular neurobiology of loss: a role for basolateral amygdala extracellular matrix
**Source:** Mol Psychiatry. 2023 Aug 29;28(11):4729–41. doi: 10.1038/s41380-023-02231-8
**Supplement:** Supplementary file 1 — Supplementary Information Key and Supplementary Figures

-SUPPLEMENTARY INFORMATION FOR-

**Molecular Neurobiology of Loss: A Role for Basolateral Amygdala Extracellular Matrix**

Marissa A. Smail^1,2, #^, Brittany L. Smith^1^, Rammohan Shukla^3^, Khaled Alganem^3^, Hunter M. Eby^3^, Justin L. Bollinger^1^, Ria K. Parikh^1^, James B. Chambers^1^, James K. Reigle^4^, Rachel D. Moloney^5,6,7^, Nawshaba Nawreen^1^, Eric S. Wohleb^1^, Harry Pantazopoulos^8^, Robert E.

McCullumsmith^3,9,^^, James P. Herman^1,10,11,^^

**Table of Contents**

**Supplementary Methods**

**Supplementary Figures**

- **Supplementary Figure 1**: Bodyweights for Experiments 1-5
- **Supplementary Figure 2**: FOS Screen Results
- **Supplementary Figure 3**: Overview of Bioinformatics Analysis Pipeline
- **Supplementary Figure 4**: Full Results for Experiment 2 RNAseq
- **Supplementary Figure 5**: Full Results for Experiment 3 RNAseq
- **Supplementary Figure 6**: Full Results for Experiment 3 Proteomics and Kinomics
- **Supplementary Figure 7**: Additional IHC Results
- **Supplementary Figure 8**: Additional Behavior Results from Experiment 5
- **Supplementary Figure 9**: Additional Behavior Results from Experiment 6
- **Supplementary Figure 10**: Preliminary Female RNAseq Pathway Analysis

**Supplementary Tables** (*each as separate Excel file*):

- **Supplementary Table 1**: Overview of Experiments
- **Supplementary Table 2**: RNAseq Gene Expression Data
- **Supplementary Table 3**: Proteomics and Kinomics Data
- **Supplementary Table 4**: Pathway Analysis Results
- **Supplementary Table 5**: Perturbagen Analysis Results
- **Supplementary Table 6**: Cell Type Analysis Results
- **Supplementary Table 7**: Microglia and ECM Focused Gene Expression
- **Supplementary Table 8**: Detailed Statistical Results

**SUPPLEMENTARY METHODS**

**Subjects**

Eight-week-old adult male Sprague-Dawley rats were used for all experiments. Rats were obtained from Envigo (Indianapolis IN USA) at 8 weeks of age and given 1 week to acclimate to the vivarium prior to experimental manipulations. The vivarium was temperature and humidity controlled, and chow and water were provided ad libitum. There was a 12-hour light cycle (lights on at 8:00 AM, lights off at 8:00 PM). All procedures were conducted in compliance with the National Institutes of Health Guidelines for the Care and Use of Animals and approved by the University of Cincinnati Institutional Animal Care and Use Committee.

**Enrichment Removal Protocol**

Rats were randomly assigned (i.e., randomized into weight-matched groups) to 3 housing conditions: standard housing (SH), environmental enrichment (EE), and enrichment removal (ER). SH consisted of either single-housing (Exp 1-2) or pair-housing (Exp 3-5) (Supplementary Table 1). Prior experiments suggest that single and pair-housed male controls are highly similar, and that social isolation alone was insufficient to generate ER phenotypes[1]. EE rats remained in enrichment housing throughout the entire protocol. Enrichment housing consisted of 10 rats housed in a 1m^3^ multi-level wire mesh cage with 5-6 toys and shelters that rotated weekly (Figure 1A). Ten rats per cage was selected based on power analyses of prior experiments using this model[1, 2]. N was increased to 12 per group for surgery cohorts to account for hits and misses. Toys included plastic huts, tunnels, balls, chains, shovels, and buckets. While rats obtained physical enrichment from climbing and play, enrichment housing did not contain running wheels. As in previous studies[1, 2], EE rats were kept in enrichment housing during their active cycle (8 PM to 8 AM) and moved to single housing during the day (8 AM to 8 PM). ER rats were maintained in the same conditions as EE rats for 4 weeks. ER rats were then removed from EE and placed into 24-hour single housing for the remainder of the experiment, with no further enrichment. For molecular experiments, rats were kept naïve to behavioral testing and maintained on ER for 2 weeks prior to sacrifice (Figure 1A), ensuring that ER phenotypes have sufficient time to incubate[1]. These studies primarily focused on ER effects with SH serving as a procedural control group and EE serving as the canonical experiential control group.

**Experimental Design**

Six experiments were conducted for the present analyses (Supplementary Table 1). All experiments utilized the Enrichment Removal protocol, and procedural differences between studies will be noted where appropriate. All analyses were conducted by a blinded observer (i.e., analyses were conducted using animal numbers only and group assignments were not revealed until after analyses were completed). Note that in all six experiments ER rats gained more weight than EE and SH rats, demonstrating that the model was effective across all experiments (Supplementary Figure 1; Figure 6C). The experiments were conducted as follows:

***Experiment 1: Fos Immunohistochemistry Screen Following ER***

Fos expression profiling was first used to identify stress-responsive brain regions that showed differential activation in response to EE and ER (n=10/group). In this case, SH rats were kept in single housing (previous experiments did not document significant differences between single housing or pair housing on physiological or behavioral endpoints in male rats[1]), and EE rats were kept in enrichment housing 24 hours per day. These animals also experienced behavioral testing in the form of an open field test, social interaction test, and forced swim test (FST) starting 1 week after removal, conducted in 1-week intervals. Animals were sacrificed after FST to assess Fos protein activation to acute stress.

*Immunohistochemistry*

Rats were injected with an overdose of sodium pentobarbital 120 minutes after FST and transcardially perfused with 0.9% saline followed by 4% paraformaldehyde in 1xPBS. Brains were collected and placed in 4% paraformaldehyde overnight, after which they were placed in 30% sucrose solution (4 ºC). Brains were cut into 35µm serial sections using a sliding microtome and stored at -20ºC in cryoprotectant solution. Sections were removed from cryoprotectant, rinsed 5x5 min with 50mM KPS, treated with 1% hydrogen peroxide for 10 min, rinsed 5x5 min with KPBS, treated with 1% sodium borohydride (Fisher Scientific), rinsed 5x5 min with KPBS, and incubated for 1 hour in blocking solution (50mM KPBS, 0.1% BSA, 0.2% Triton X-100). Sections were transferred into wells with primary rabbit anti-cFOS antibody (Santa Cruz, no. sc-52, 1:5000) for incubation overnight. Sections were rinsed 5x5 min with KPBS, incubated for 1 hour in biotinylated anti-rabbit secondary antibody (Vector Laboratories Inc.), and rinsed 5x5 min in KPBS. Sections were incubated for 1 hour in avidin-biotin complex (Vector Laboratories Inc.) (1:800 in 50mMKPS + 0.1% BSA), rinsed 5x5 min in KPBS, and incubated for 10 min in 0.02% 3-diaminobenzidine (Sigma Aldrich) with 0.05% hydrogen peroxide. To terminate DAB incubation, sections were rinsed 4x5 min with KPBS. Finally, sections were mounted in 50mM phosphate buffer, dehydrated with an ethanol series, incubated in xylene for a minimum of 7 minutes and coverslipped with DPX (Sigma Aldrich).

*Image Analysis and Fos Quantification*

Images were obtained using a Zeiss Imager Z.1 (Carl Zeiss Microimaging) and 10x objective. The basolateral amygdala (BLA), medial amygdala (MEA), central amygdala (CEA), infralimbic prefrontal cortex (IL), prelimbic prefrontal cortex (PL), bed nucleus of the stria terminalis (BST), paraventricular nucleus (PVN), nucleus accumbens (NAc), and dentate gyrus (DG) were identified[3]. These regions have known roles in stress responsivity, making them likely candidates for dysregulation by chronic stress[4–6]. Bilateral images were collected at 3 levels for each region and quantified using Scion Image. A consistent threshold was used for all images to select and count immunolabeled cells in each ROI. The total number of Fos positive cells are expressed per arbitrary unit area for all regions except the MEA, which is expressed as number of Fos positive cells because area data was unavailable for this region.

*Statistics*

Normality and variance were assessed using GraphPad Prism 9. Group effects were analyzed by one-way ANOVA using Sigma Stat. All post hoc testing utilized Fisher’s Least Significant Difference (LSD). Based *a priori* on prior studies, outliers were determined by values that fall outside the mean ± 1.96 times the standard deviation[1, 2].

***Experiment 2: Case-Control RNAseq Analysis of the BLA***

Based upon the Fos screen, the BLA was selected for further analysis with RNAseq. This experiment was conducted on a new cohort of rats (n=10/group), and the ER protocol was run with active cycle enrichment. SH rats were kept in single housing. SH, EE, and ER rats were sacrificed by rapid decapitation 2 weeks after removal. Brains were collected, flash frozen in isopentane, and stored at -80⁰C.

*BLA Sample Collection*

Brains were blocked at the base of the cerebrum, mounted on the cryostat, and cut in 500 µm sections. Sections were mounted on slides and 1mm diameter micropunches were collected bilaterally from 3 sections containing BLA (Figure 1C; AP -1.5 to AP-3.0)[3]. Micropunches fell within the BLA and were consistently taken from the same section of the BLA. Micropunches were stored at -80⁰C. Six rats per group were used for further analysis. RNA was obtained using Qiagen RNAqueous-Micro isolation kits. RNA quantity and quality were assessed using a Nanodrop ND-1000 spectrophotometer.

*RNAseq Protocol*

RNAseq was performed by the Genomics, Epigenomics and Sequencing Core (GESC) at the University of Cincinnati. Briefly, ~400ng RNA per sample underwent polyA RNA isolation, library preparation, and cluster generation prior to sequencing on the Illumina HiSeq system. The sequencing conditions were single end 50 bases and 25 M reads per sample. Bioinformatics analyses of this data is detailed below.

***Experiment 3: Multi-Omics Validation and Expansion***

Building upon these BLA molecular profiles, a new cohort was generated to run parallel RNAseq, shotgun proteomics, and serine-threonine kinomics. This triple-omics approach not only served as a validation of Experiment 2 (i.e., reproducibility between cohorts), but also allowed us to examine ER-induced changes at multiple molecular levels (i.e., protein expression and activity). In this case, SH rats were kept in pair housing, as it serves as a more realistic control condition and enables future studies of sex differences[2]^,^[1]. The ER protocol was conducted as describe above (n=10/group), and rats were sacrificed by rapid decapitation 2 weeks after removal. Brains were collected, and micropunches of the BLA were collected as described in Experiment 2.

*Tissue Processing: Triple Prep*

We developed the “triple prep” protocol (Figure 1C) to simultaneously extract RNA and protein from the same tissue sample. Micropunches were first homogenized in 50 µl of MPER, Halt, and RNAse inhibitor (ThermoFisher) using a hand pestle. This homogenized sample was then split into 3 portions. Twenty-five µl of homogenate was used for RNA extraction, which was performed using Qiagen Mini Kit according to the manufacturer’s protocol. Amount and quality of RNA was determined using a Nanodrop. All 260/280 values were greater than 1.8. The remaining twenty-five µl of homogenate was split for proteomics and kinomics analysis. The proteomics samples were used directly, while the kinomics samples were subjected to 10 minutes of centrifugation at 14,000 rpm and 4ºC. Amount of protein was assessed via BCA assay. All 3 types of samples were stored at -80ºC.

Following extractions, pools were made for each sample type and experimental group (n=10 individuals per pool). The logistics of using 3 platforms prohibited us from running individual samples, so representative pooled samples were generated for each group for each analysis. RNA samples were submitted to the Cincinnati Children’s Hospital Medical Center DNA Sequencing Core for RNAseq, protein samples were submitted to the University of Cincinnati Proteomics Core for Liquid Chromatography Mass Spectrometry (LCMS) shotgun proteomics, and protein samples were submitted to the University of Toledo Kinome Core for serine threonine kinomics.

*RNAseq Protocol*

Quality of RNA samples was assessed using an AATI Fragment Analyzer. All samples had an RQN greater than 8. Samples underwent RNA polyA stranded library preparation. RNA sequencing was performed via HiSeq 2500 Rapid Sequencing. The sequencing conditions were paired end 75 bases and 20 M reads per sample.

*Proteomics Protocol*

LCMS shotgun proteomics was used to run data-dependent acquisition (DDA) shotgun proteomics on the pooled protein samples. Three technical replicates were run for each sample (SH, EE, ER); however, due to technical difficulties only one replicate per group yielded usable data that underwent subsequent analyses.

*Kinomics Protocol*

The pooled protein samples were run in triplicate on PamGene Serine Threonine Kinase (STK) Arrays, with samples being equally represented across chips. This microarray approach measures phosphorylation of 144 peptides, and bioinformatics is used to infer upstream serine threonine kinase activity.

**Bioinformatics Analyses of Omics Data from Experiments 2 and 3**

Experiments 2 and 3 both yielded vast amounts of data regarding the molecular signatures of the BLA following EE and ER. Our primary goal here was to identify targets and pathways that replicated across cohorts and omics platforms. As such, we used various bioinformatics tools to summarize the data into meaningful functional profiles that could be easily compared (Supplementary Figure 3).

***RNAseq Analysis***

Bioinformatic analyses of RNAseq data were conducted in the same manner for Experiments 2 and 3. Raw fastq files were obtained from respective cores. 

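Transcripts of the mitochondrial genome stood highest in every library of Experiment 2, where Mt-co1, a subunit of cytochrome oxidase, held 1.66% to 2.41% of the signal, so that no single gene sets the scale. Between 16669 (SH 3) and 17846 (SH 2) genes had a value above 0. Library factors recovered from the values ran from 0.795 to 1.05. After a further rescaling by TMM from edgeR, limma called 0, 0 and 0 genes in EEvSH, ERvSH and ERvEE (1061, 1421 and 654 at an unadjusted p under 0.05), and after rescaling by the upper quartile 0, 0 and 0 (1057, 1429 and 654). The sample quality weights of limma-voom, near 1 for a typical library, were 0.243 for SH 1 and 0.0946 for SH 3, against 0.760 to 1.72 for the others. Without SH 1 and SH 3 limma called 0, 0 and 0 genes, with 1518, 1173 and 1424 at an unadjusted p under 0.05.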

Reads were aligned using HISAT2 and normalized using DESeq2. 

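Besides protein-coding genes, the table of Experiment 2 holds 829 long intergenic RNAs, 332 pseudogenes, 294 small nucleolar RNAs and 228 microRNA genes, of which 725, 294, 211 and 158 had a mean value above 1. Protein-coding genes made up 16797 entries. With protein-coding genes alone limma called 0, 0 and 0 genes in EEvSH, ERvSH and ERvEE (955, 1309 and 607 at an unadjusted p under 0.05). With the stricter filter of edgeR's filterByExpr (15539 genes) it called 0, 0 and 0 (925, 1286 and 554), and with every gene that had 1 read in any library (18907 genes) 0, 0 and 0 (1115, 1476 and 710).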

Fold change values were calculated for all detected protein-coding genes with an average base mean above 1. These differential expression values were generated for 3 contrasts (EEvSH, ERvSH, ERvEE) and pushed through our comprehensive analysis pipeline (Full Transcriptome Pathway Analysis, Targeted Pathway Analysis, and Signature Analysis). It is important to note that the following analyses are based on fold change (FC), rather than statistical significance. Given that Experiment 3 was run on pooled samples, we were unable to perform statistics and relied on FC to assess differential expression. Experiment 2 was also analyzed in this way to maintain consistency. This technique also emphasizes the functional implications of observed changes, which aligns with the goals of this project to identify biological substrates of loss.

*Full Transcriptome Pathway Analysis*

The first analysis utilized Gene Set Enrichment Analysis[7] (GSEA; gsea-msigdb.org) to assess transcriptome-wide pathway enrichment. GSEA uses a rank-ordered (by FC) list of all detected transcripts and compares that order to established pathway gene sets. If genes in a pathway are mainly high on the FC list, that pathway is positively enriched. Negatively enriched pathways show a high concentration of genes at the bottom of the FC list. GSEA was run using the fgsea R package and pathway gene sets were obtained from BaderLab (download.baderlab.org/EM_Genesets/). Gene sets used in this analysis contained between 15 and 500 genes, and GSEA was run with 10,000 permutations. GSEA generates p values and enrichment scores (ES) to assess the significance and strength of enrichment. Pathways with p<0.05 were extracted and condensed into functional categories using a new tool we developed called PathwayHunter[8].

While GSEA is a great tool for revealing subtle transcriptome-wide changes, it yields thousands of pathways, making it difficult to ascertain functional meaning. PathwayHunter was designed to take those thousands of pathways and summarize them into enriched categories. These categories were generated from comparison of the semantic similarity of the 44,000 Gene Ontology pathway titles and descriptions, which sorted them into 500 functionally related clusters. PathwayHunter then uses hypergeometric overlap to determine which of these clusters are overrepresented in the significant pathways from the dataset. It assigns a -log10 p value to demonstrate the magnitude of this overrepresentation (with higher scores indicating stronger involvement), along with a 2-word label to describe the category. An additional step of manual curation based on *a priori* knowledge was used to more broadly group overrepresented categories into functional themes. These themes can then be examined with GSEA ESs to determine which types of pathways were altered in which direction across groups.

Additionally, leading-edge genes, which are genes that are driving the observed pathways, were collected from GSEA. Cell-type enrichment of top 100 upregulated and downregulated leading- edge genes was then conducted in Kaleidoscope, using the “Brain RNA-seq module,” to determine if certain cell types were preferentially impacted by ER.

*Targeted Pathway Analysis*

The second analysis utilized Enrichr[9] (maayanlab.cloud/Enrichr/) to assess pathway enrichment within the top 100 differentially expressed genes (DEGs). This more traditional pathway analysis is designed to detect pathways with the strongest enrichment. The top 100 upregulated DEGs (by FC) were extracted and entered into the Enrichr R package, where significantly (p<0.05) upregulated pathways were collected for GO Biological Process, GO Molecular Function, and GO Cellular Component. The same analysis was done for the top 100 downregulated genes, and GO terms were condensed by PathwayHunter as described above.

*Signature Analysis*

The third analysis utilized iLINCS[10] (ilincs.org/ilincs/) to identify compounds related to ER signatures. iLINCS utilizes the L1000, a set of 978 genes whose expression is known for thousands of cell line signatures upon exposure to various perturbagens. The L1000 was extracted from our RNAseq data and uploaded to iLINCS, which identified the top 20 discordant (signature reversing) and concordant (signature mimicking) perturbagens. Mechanism of action (MOA) was determined using the L1000 Fireworks Display to inform on pathways related to the perturbagens.

***Proteomics Analysis***

Differential expression values were calculated for peptides that were detected with 99% confidence in all groups and values were subjected to quartile normalization. Peptide sequences were converted into their corresponding proteins using PiNET (eh3.uc.edu/pinet/peptideToProtein). The top 100 upregulated and downregulated proteins (by FC) were input into Enrichr for targeted pathway analysis. Enrichr was chosen because the signatures were not large enough to benefit from GSEA. Significant pathways were condensed using PathwayHunter.

***Kinomics Analysis***

Phosphorylation levels within each group were obtained for the 144 peptides on the STK chip. Kinome Random Sampling Analyzer[11] (KRSA) was used to infer upstream kinase activity. This approach uses a permutation method to generate z-scores for each kinase. Kinases with a z-score > 1.5 were considered to be over-represented, and kinases with a z-score < -1.5 were considered to be under-represented. Additionally, targeted pathway analysis was run using Enrichr on the top differentially phosphorylated peptides (FC > 1.2) and condensed using PathwayHunter.

**Cross-Platform Summary**

The primary goal of these multi-level omics analyses was to identify commonly implicated targets and pathways (Supplementary Figure 3). Direct comparison between RNAseq (Experiments 2 and 3), proteomics, and kinomics was enabled by PathwayHunter, which revealed functional categories that were implicated across platforms, analyses, and cohorts. These categories were further defined and bolstered by the perturbagen, cell-type, and kinase results, which pointed to more specific targets within these categories. Commonly implicated results across these platforms and analyses formed the basis for the novel ER hypotheses investigated in subsequent cohorts.

***Experiment 4: Expanded Examination of BLA Microglia and Extracellular Matrix***

A new cohort of ER rats (n=10/group) was generated and perfused 2 weeks after removal. Brains were cut into 40µm serial sections using a sliding microtome and stored at -20ºC in cryoprotectant to allow for immunohistochemical (IHC) analysis of endpoints implicated by the multi-omics results.

*Antibodies*

Further investigation was conducted on microglia and the extracellular matrix (ECM). IBA1 (Wako, rabbit anti-IBA1, 019-19741, 1:1000), a common microglial marker, was used to determine microglia counts and morphology. CD68 (Abcam, mouse anti-CD68, ab31630, 1:500), a phagocytosis marker, was used to examine microglia phagocytic activity. Wisteria Floribunda Agglutinin (WFA) (Vector, biotinylated, B-1355, 1:1000) was used to label chondroitin sulfate proteoglycans (CSPGs), a primary component of the ECM. Given that a major element of ECM is perineuronal nets (PNNs), which primarily surround Parvalbumin (PV) interneurons, we also stained for PV (Sigma, mouse anti-PV, P3088, 1:2000). Follow-up studies utilized vGAT (Synaptic Systems, rabbit anti-vGAT, 131 002, 1:1000) and vGLUT (Synaptic Systems, rabbit anti-vGLUT, 135 303, 1:2000) to examine inhibitory and excitatory synaptic inputs onto PV cells, respectively. Secondary antibodies included Cy3 goat anti-rabbit (Thermo A10520, 1:500), Streptavidin AlexaFluor 488 (Thermo S11223, 1:500), and Cy5 goat anti-mouse (Thermo A10524, 1:500).

*Immunohistochemistry*

Four triple label IHCs (IBA1/WFA/PV, IBA1/WFA/CD68, WFA/PV/vGAT, and WFA/PV/vGLUT) were run using the following general protocol and above antibody concentrations. Sections were removed from cryoprotectant, rinsed 5x5 min with 1xPBS, blocked for 1 hour (0.1% BSA and 0.4% Triton in 1xPBS) at room temperature, then incubated in primary antibody in block overnight at 4ºC. Sections were then rinsed 5x5 min with 1xPBS and moved into secondary antibody in block for overnight incubation at 4ºC. Sections were rinsed at 5x5 min with 1xPBS, and mounted in 1xPBS with 5% gelatin. Slides were allowed to dry overnight before coverslipping with gelvatol (Sigma Aldrich, 10981). The only variation of the protocol was increasing the block for CD68 (blocking: 1% BSA, 5% NGS, and 0.4% Triton; antibody block: 1% BSA, 2.5% NGS, and 0.4% Triton).

*Image Analysis and Quantification*

Images were obtained using a Nikon C1 confocal microscope (Nikon Instruments Inc). For microglia and ECM analyses, z-stacks (0.4µm steps) of the IBA1/WFA/PV IHC were captured using the 20x objective. Images were taken bilaterally from 3 levels of the BLA (AP -2.0, -2.5, and -3.0), flattened into maximum intensity projections, and analyzed using ImageJ. Image settings were kept constant for all animals. All counts and measures were collected by a blinded observer. IBA1 endpoints included number, area, and soma size of microglia. WFA and PV endpoints included WFA area, WFA intensity, and the ratio of PV cells with and without PNNs.

For microglia morphology and phagocytosis analyses, z-stacks (0.2µm steps) of the IBA1/WFA/CD68 IHC were captured using the 40x objective with a 2x zoom and included 2 bilateral levels of the BLA (AP -2.0, -2.5). CD68 area and area per microglia were quantified using ImageJ. Microglia morphology was assessed using the “filament tracer” tool in Imaris (n=8 cells/animal). This analysis was run using the default settings in Imaris, with primary endpoints including process area (i.e., filament dendrite area), process volume (i.e., filament dendrite volume), number of branches (i.e., filament no. dendrite branch pts), and number of terminal points (i.e., filament no. dendrite terminal pts).

For synaptic input analyses, z-stacks (0.2µm steps) of the WFA/PV/vGAT and WFA/PV/vGLUT IHCs were captured using the 60x objective and included 2 bilateral levels of the BLA (AP -2.0, -2.5). vGAT and vGLUT puncta apposed to PV cells were counted manually by a blinded observer using ImageJ and the Hyperstacks plugin. Given that this analysis was designed to determine the impact of PNNs on PV inputs, equal numbers of PV cells with and without PNNs were counted (n=8 PV cells/animal, 4 with PNNs, 4 without PNNs). This method masked group effects in favor of PNN effects, so data was collapsed across all 3 groups. Puncta within 1 µm of the cell’s perimeter were considered apposed, and puncta were counted at 3 levels for each cell[12]. Counts are presented as puncta/µm of PV perimeter. Additional endpoints included vGAT and vGLUT puncta intensity, PV intensity, PV perimeter, and vGAT/vGLUT ratio.

*Statistics*

Normality and variance were assessed, and group effects were analyzed by one-way ANOVA using GraphPad Prism 9. Data that were not normal were log transformed to achieve normality prior to statistical testing. All post hoc testing utilized Tukey tests. Outliers were determined by values that fall outside the mean ± 1.96 times the standard deviation. Pearson correlations were used to explore relationships between microglia and ECM endpoints.

***Experiment 5: Expanding BLA-Related Behavioral Profiling Following ER***

In order to tie our molecular results to behavioral outcomes, we generated two new cohorts of ER rats to 1) expand our behavioral profile of ER to behaviors known to centrally involve the BLA and 2) examine activation of BLA PV cells following behavioral testing.

**Behavioral Testing and Analysis**

BLA-related behavioral testing began 2 weeks after removal (Figure 1A). In the first cohort, testing consisted of passive avoidance[13, 14], three chamber social threat[15], and acoustic startle[16, 17] (Figure 5A). In the second, testing consisted of cued fear conditioning[13, 14] (Figure 5D). Testing was conducted between 8:00-14:00. Rats were sacrificed 90 minutes after the final task.

*Passive Avoidance*

Passive avoidance was run using the Gemini system (San Diego Instruments) and consisted of 5 phases: habituation, training, and 3 days of testing. The passive avoidance chamber features dark and light sides divided by a door. The door was open for the habituation phase, allowing exploration for 2 minutes. On training day, animals started in the light side, crossed to the dark side, received one mild shock, and were removed from the apparatus (0.5 mA). On testing days, animals started in the light side, the door was opened, and latency to cross to the dark side was measured automatically by the software. Animals that did not cross were removed after 10 minutes. In a few cases, animals were excluded due to technical errors with the behavioral equipment.

*Three Chamber Social Threat*

Social threat was assessed using a modified three chamber social interaction task. In this case, interactors were retired Long Evans breeders, representing an aggressive threat. The test consisted of 5 phases: habituation, training, and 3 days of testing. On habituation day, experimental animals were placed in the center chamber and allowed to free to explore for 10 minutes. The two outer chambers contained empty carousels during this phase. On training day, a Long Evans was placed in one of the carousels with a checkered wall providing a contextual cue in the aggressor’s chamber. The experimental animal was restricted to that chamber for the first 5 minutes. The door was then removed, and the experimental animal could leave and move freely for 5 minutes. On testing days, the carousels were empty with the checkered wall context around the prior aggressor chamber, and the experimental animal was placed in the center chamber and allowed to freely to explore for 10 minutes. At all stages, experimental animals were tracked using Ethovision 12 (Noldus) to determine the time spent in each chamber.

*Acoustic Startle*

Acoustic startle was run using the Gemini system (San Diego Instruments). This one-day test was conducted in an insulated chamber where animals were lightly restrained in a tube that measures startle response to auditory tones. Variable tones (0, 95, 110, 120 dB) were presented at random intervals for 24 trials, with each tone presenting 6 times. Average and max startle responses (mV) were calculated for each tone.

*Fear Conditioning*

Cued fear conditioning was run using Ethovision 12 (Noldus) and consisted of 5 phases: acquisition, 3 days of extinction, and reinstatement. Acquisition consisted of 6 shock-tone pairings (shock intensity 0.4 mA), each extinction day consisted of 7 tone presentations without a shock, and reinstatement (which was run 3 days after the final extinction day) consisted of 5 shock-tone pairings. Percent freezing was scored automatically each day using Ethovision’s tracking. Freezing was determined for the total trial, as well as specifically during tones and intertrial intervals (ITIs).

*Statistics*

Normality and variance were assessed, and One-way ANOVAs and Two-way repeated measures ANOVAs (GraphPad Prism 9) were used to assess behavioral endpoints. Outliers were determined by values that fall outside the mean ± 1.96 times the standard deviation. For passive avoidance, normality could not be achieved due to the bimodal nature of the distribution and the fact that this cohort was underpowered. Kruskal-Wallis non-parametric testing was therefore used to analyze crossing latency on each day. For social threat, Group x Day ANOVAs were used to assess time in the “threatening” side. For acoustic startle, one-way ANOVAs were used to assess startle responses to each of the tones. For fear conditioning, Group x Trial ANOVAs were used to analyze freezing during tones and ITIs on each day, and a Group x Day ANOVA was used to analyze average freezing across phases. All post hoc testing utilized Tukey tests.

**Fos Activation in the BLA Following Fear Conditioning**

We analyzed BLA Fos activation 90 minutes following reinstatement. Brains were collected and stored as described in Experiment 4.

*Immunohistochemistry, Image Analysis, and Quantification*

A triple label for WFA/PV/Fos was run using the above WFA and PV markers and a new Fos antibody (Santa Cruz, rabbit anti-Fos, sc-253, 1:1000). Fluorescence IHC was run and analyzed using the same protocol described in Experiment 4. BLA cells were determined to be positive or negative for WFA, PV, and Fos, yielding counts for all combinations. One and two-way ANOVAs, followed by Tukey’s post hocs, were used where appropriate.

***Experiment 6: Testing the Necessity of BLA PNNs in Loss-like Behaviors***

In order to test the necessity of BLA PNNs in ER, we utilized Chondroitinase ABC (ChABC), a bacterial enzyme which digests PNNs, to deplete BLA PNNs during removal and test if we could block the development of loss-like behaviors.

*ChABC Pilot*

ChABC digests PNNs rapidly following injection and then PNNs gradually repopulate over the next few months[18, 19]. A pilot in which rats received unilateral BLA ChABC injections (Sigma, Chondroitinase ABC from Proteus vulgaris, C3667) was run to establish the degree and timing of PNN depletion in our hands. Two doses (50 U/ml and 200 U/ml ChABC in 1xPBS) and volumes (500 nl and 1000 nl) were tested (n=6/group), and injections were counterbalanced for side. Half of the rats were sacrificed 4-5 days after surgery to determine the initial degree of PNN depletion, and the other half were sacrificed 3 weeks after surgery to determine the degree of PNN repopulation at that time. Brains were collected and WFA/PV IHCs were run as described above. WFA area was measured bilaterally, enabling comparison between ChABC injected and uninjected sides using paired t-tests. Altogether, ChABC resulted in a ~90% depletion at 4-5 days and remained at a ~60% depletion 3 weeks later (Supplementary Figure 9A). A 200 U/ml dose and 500 nl volume were determined to be the optimum parameters for the experiment.

*Experimental Design*

This experiment utilized a 2x2 design, with removal (EE vs ER) and treatment (VEH vs ChABC) as factors (n=12/group) (Figure 6A). EE was chosen as the control group because it represents the more informative control for loss. At the time of removal, all rats received bilateral injections of either ChABC or VEH into the BLA (500 nl/side of 200U/ml ChABC or 1xPBS; coordinates AP -2.6, ML +/- 5.0, DV -8.0). All were single housed for a 2-day recovery period following surgery, with EE rats being placed back into the active-cycle enrichment paradigm afterwards. ER rats remained single housed for the remainder of the experiment. This study was run in 2 cohorts each with equal representation from each group. Behavioral testing began 9-12 days following surgery and was concluded by 20-23 days after surgery to remain within the established window of PNN depletion. Bodyweight was monitored throughout this period.

Behaviors consisted of passive avoidance, acoustic startle, and forced swim, with a 2-day rest period between each. Passive avoidance and acoustic startle were run and analyzed as described in Experiment 5. The forced swim test was run as a 2-day test, with a 15-minute swim on Day 1 and a 6-minute swim on Day 2 (swim tube diameter 20 cm, water 25 ± 2 °C). Rats were sacrificed 90-minutes after the Day 2 swim. Swimming, immobility, climbing, and diving behaviors were hand-scored by a blind observer for the first 6 minutes of each test day[20]. Rats were sacrificed and perfused 90-minutes after the Day 2 swim. Brains were collected, and IHC was used to verify injection sites and label WFA as described in Experiment 4. WFA area was quantified in the BLA to validate the effectiveness of ChABC PNN depletion in this cohort.

*Statistics*

Normality and variance were assessed, and One-way and Two-way ANOVAs, followed by Tukey’s post hocs, were used to analyze each endpoint, where appropriate. Passive avoidance testing was better powered in this cohort and normality could be achieved via log transformation prior to parametric testing. Outliers were determined by values that fall outside the mean ± 1.96 times the standard deviation.

**Supplementary Methods References**

1. Smith BL, Lyons CE, Correa FG, Benoit SC, Myers B, Solomon MB, et al. Behavioral and physiological consequences of enrichment loss in rats. Psychoneuroendocrinology. 2017;77:37–46.

2. Morano R, Hoskins O, Smith BL, Herman JP. Loss of Environmental Enrichment Elicits Behavioral and Physiological Dysregulation in Female Rats. Front Behav Neurosci. 2019;12:287.

3. Paxinos G, Charles Watson. The Rat Brain in Stereotaxic Coordinates Sixth Edition. 2007.

4. Ulrich-Lai YM, Herman JP. Neural regulation of endocrine and autonomic stress responses. Nat Rev Neurosci. 2009;10:397–409.

5. Nawreen N, Cotella EM, Morano R, Mahbod P, Dalal KS, Fitzgerald M, et al. Chemogenetic Inhibition of Infralimbic Prefrontal Cortex GABAergic Parvalbumin Interneurons Attenuates the Impact of Chronic Stress in Male Mice. ENeuro. 2020;7.

6. Wulsin AC, Kraus KL, Gaitonde KD, Suru V, Arafa SR, Packard BA, et al. The glucocorticoid receptor specific modulator CORT108297 reduces brain pathology following status epilepticus. Exp Neurol. 2021;341.

7. Broad Institute. Gene Set Enrichment Analysis. 2019. http://software.broadinstitute.org/gsea/index.jsp.

8. Wu X, Shukla R, Alganem K, Zhang X, Eby HM, Devine EA, et al. Transcriptional profile of pyramidal neurons in chronic schizophrenia reveals lamina-specific dysfunction of neuronal immunity. https://doi.org/10.1038/s41380-021-01205-y.

9. Ma’ayan Lab. Enrichr. 2019. https://amp.pharm.mssm.edu/Enrichr/.

10. NIH LINCS Program. iLINCS (integrative LINCS) genomics data portal. 2019. http://www.ilincs.org/ilincs/.

11. DePasquale EAK, Alganem K, Bentea E, Nawreen N, McGuire JL, Tomar T, et al. KRSA: An R package and R Shiny web application for an end-to-end upstream kinase analysis of kinome array data. PLoS One. 2021;16:e0260440.

12. Carceller H, Guirado R, Ripolles-Campos E, Teruel-Marti V, Nacher J. Perineuronal Nets Regulate the Inhibitory Perisomatic Input onto Parvalbumin Interneurons and c Activity in the Prefrontal Cortex. J Neurosci. 2020;40:5008–5018.

13. Sah P, Faber ESL, De Armentia ML, Power J. The amygdaloid complex: Anatomy and physiology. Physiol Rev. 2003;83:803–834.

14. Tovote P, Fadok JP, Lüthi A. Neuronal circuits for fear and anxiety. Nat Publ Gr. 2015;16:317.

15. Adolphs R. What does the amygdala contribute to social cognition? Ann N Y Acad Sci. 2010;1191:42–61.

16. Davis M, Walker DL, Lee Y. Roles of the amygdala and bed nucleus of the stria terminalis in fear and anxiety measured with the acoustic startle reflex. Possible relevance to PTSD. Ann N Y Acad Sci. 1997;821:305–331.

17. Janak PH, Tye KM. From circuits to behaviour in the amygdala. Nature. 2015;517:284–292.

18. Carulli D, Verhaagen J. An Extracellular Perspective on CNS Maturation: Perineuronal Nets and the Control of Plasticity. Int J Mol Sci 2021, Vol 22, Page 2434. 2021;22:2434.

19. Reichelt AC, Hare DJ, Bussey TJ, Saksida LM. Perineuronal Nets: Plasticity, Protection, and Therapeutic Potential. Trends Neurosci. 2019;42:458–470.

20. Slattery DA, Cryan JF. Using the rat forced swim test to assess antidepressant-like activity in rodents. Nat Protoc 2012 76. 2012;7:1009–1014.

**SUPPLEMENTARY FIGURES**

**
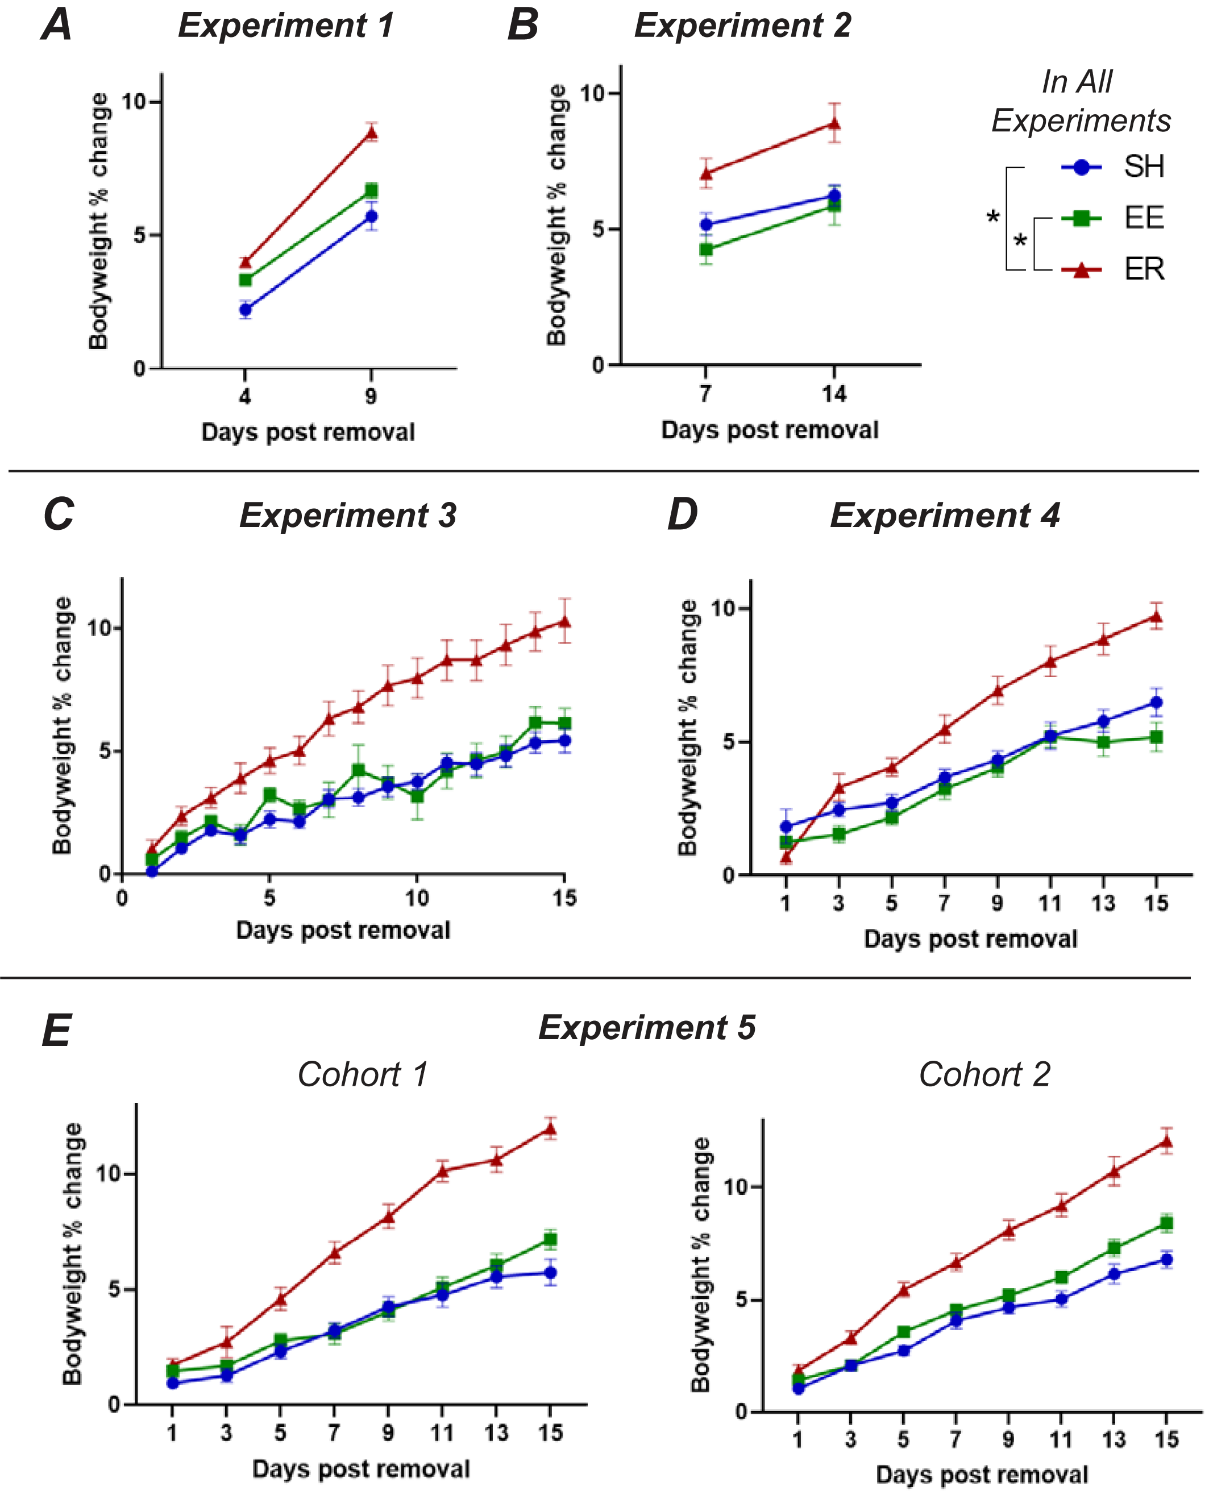
**

**Supplementary Figure 1: Bodyweights for Experiments 1-5.** ER consistently causes rats to gain weight (A-E) (n=10/group; Exp 5 Cohort 2 SH n=8, EE n=9, ER n=9). Data are presented as bodyweight percent change from weight at the time of enrichment removal. Note x-axis as days post removal, as visual differences here are due to differences in weight sampling times, not differences between experiments. In all experiments, ER rats gained more weight than EE and SH rats. * = p<0.05.

**
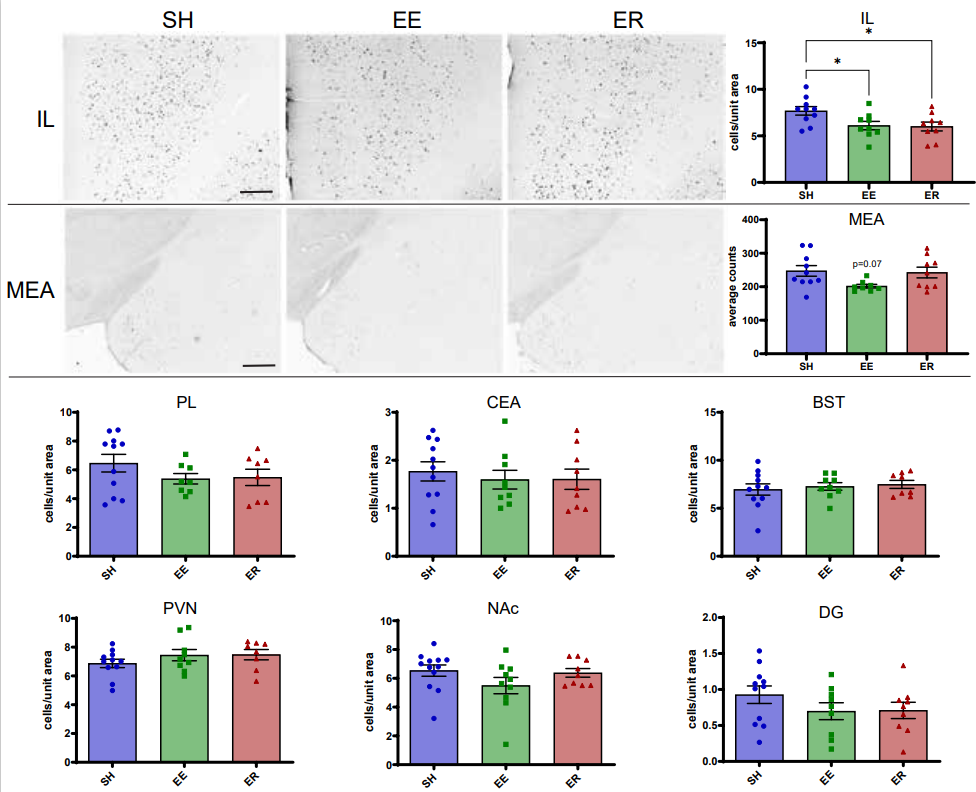
Supplementary Figure 2: FOS Screen Results.** SH, EE, and ER rats were sacrificed 120 minutes after the forced swim test. IHC was used to explore the FOS response in various stress-responsive brain regions. Representative images are shown for the regions that showed the most differential response between groups. * = p<0.05. IL = infralimbic prefrontal cortex (SH n=9, EE n=8, ER n=8). MEA = medial amygdala (SH n=10, EE n=8, ER n=9). PL = prelimbic prefrontal cortex (SH n=10, EE n=8, ER n=8). CEA = central amygdala (SH n=10, EE n=9, ER n=9). BST = bed nucleus of the stria terminalis (SH n=10, EE n=9, ER n=8). PVN = paraventricular nucleus (SH n=10, EE n=9, ER n=8). NAc = nucleus accumbens (SH n=10, EE n=9, ER n=9). DG = dentate gyrus (SH n=10, EE n=9, ER n=9).

**
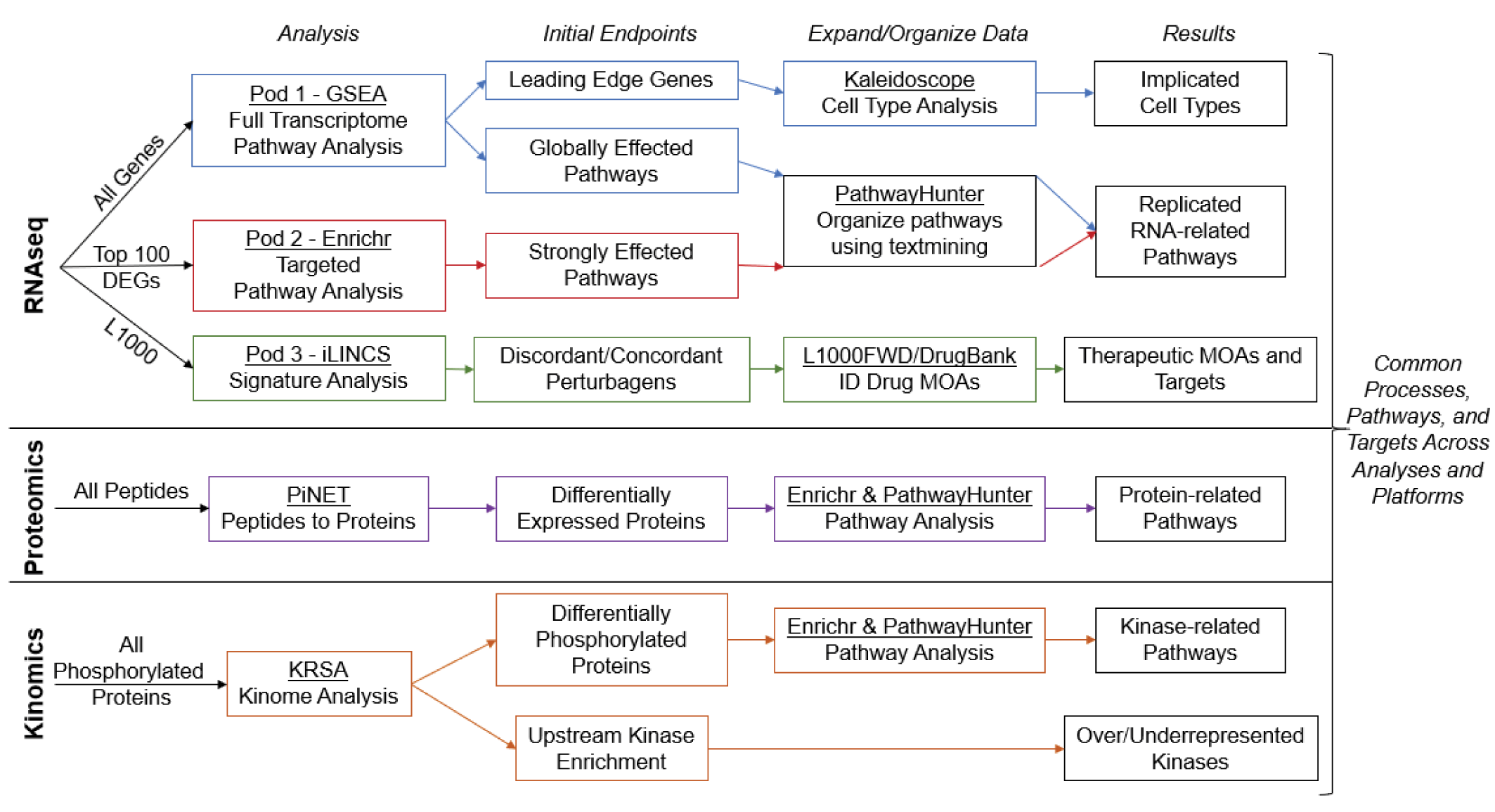
Supplementary Figure 3: Overview of Bioinformatics Analysis Pipeline.** Multi-Omics analyses were conducted as depicted from left to right, with data inputs, bioinformatics tools used, data condensing steps, and endpoints shown where appropriate. The ultimate goal of these analyses was to identify commonly implicated processes, pathways, and targets, with the notion that cross-analysis and cross-platform validation will yield higher-confidence results.

**
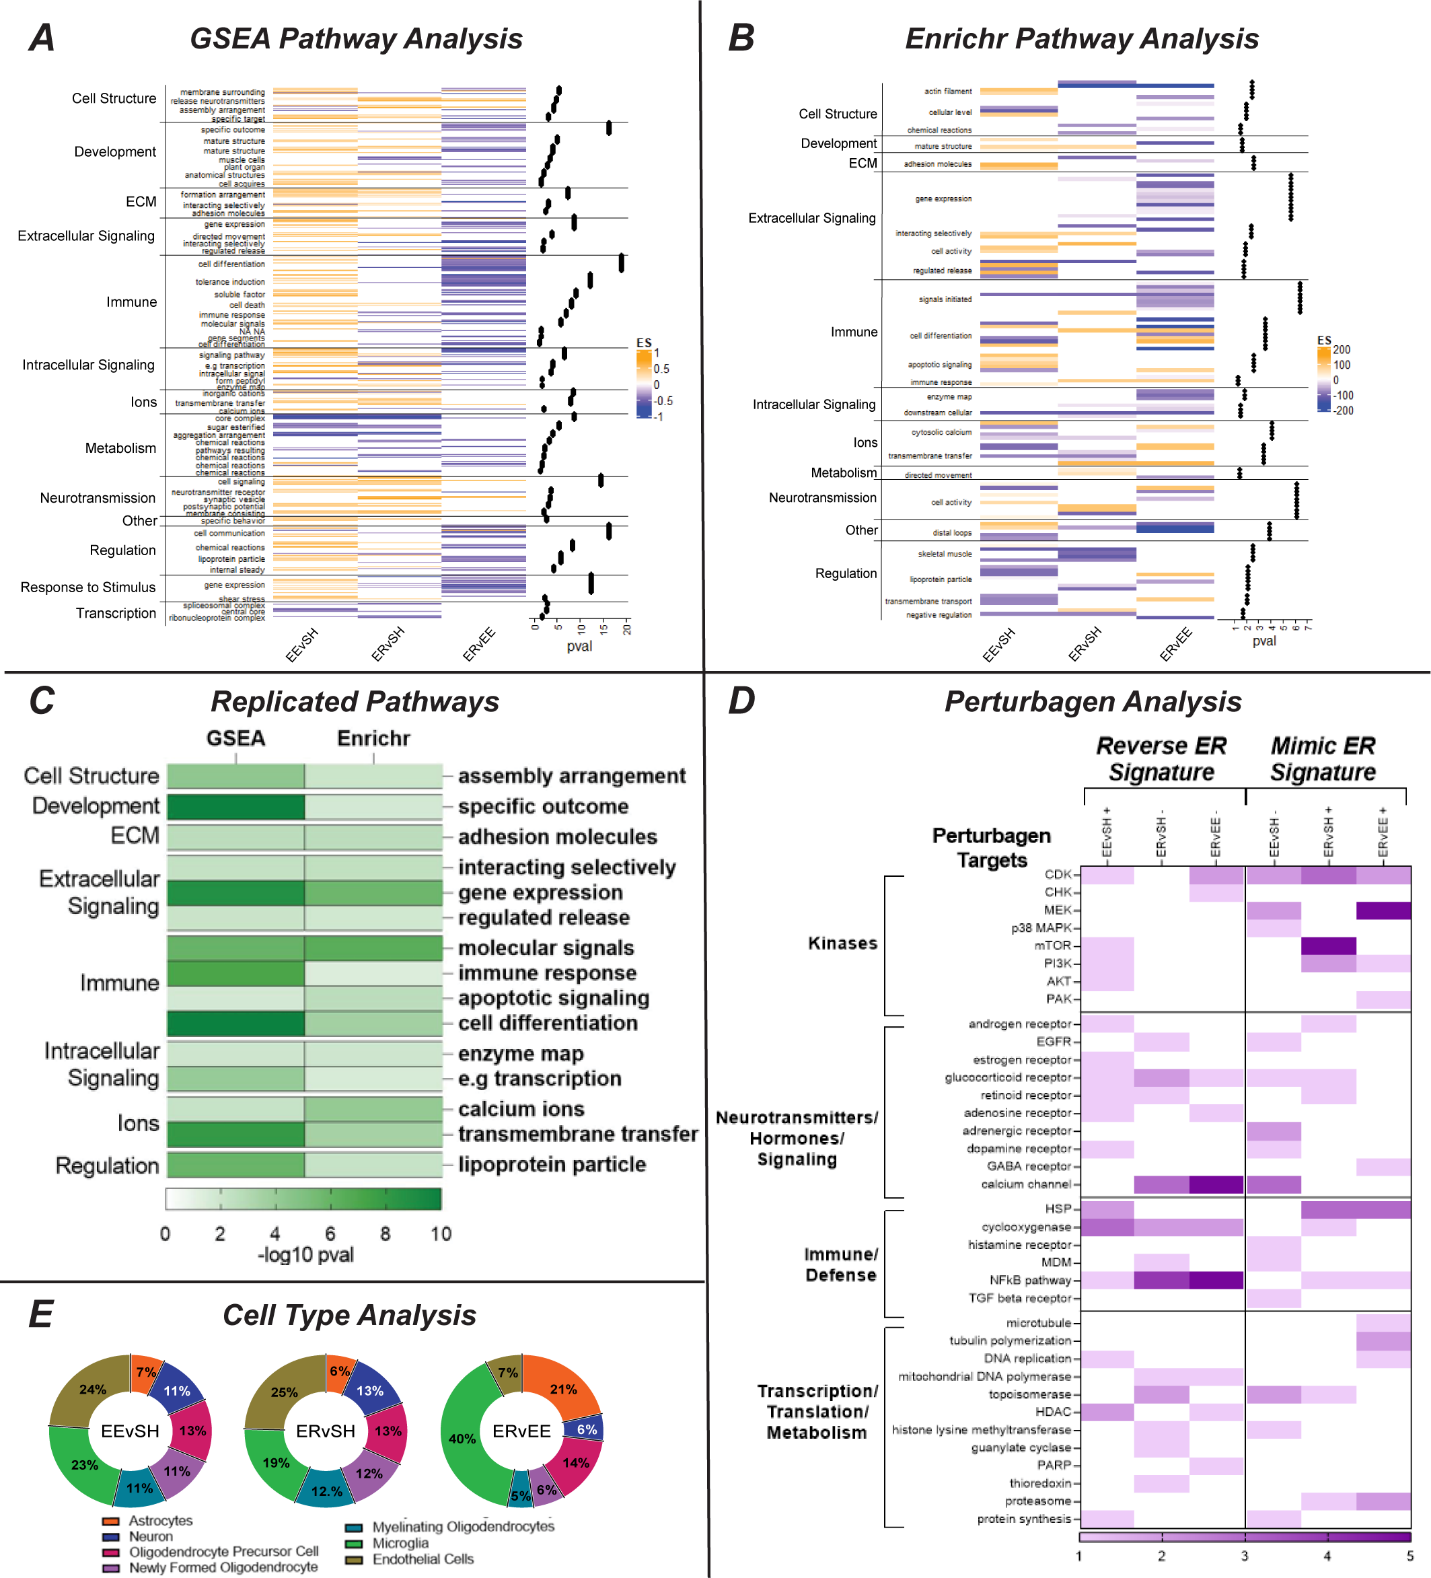
Supplementary Figure 4: Full Results for Experiment 2 RNAseq.** (A) Full transcriptome pathway analysis results. Significant pathways (p<0.05) from GSEA were condensed based on semantic similarity using Pathway Hunter (small left labels, and these categories were further condensed into functional themes based on *a priori* knowledge (leftmost labels). Enrichment scores for individual pathways are represented by the heatmap (with EEvSH on the left, ERvSH in the middle, and ERvEE on the right), and the degree of each category’s enrichment is represented by the p value dots on the right. The enrichment scores show how much (magnitude) and in what direction (yellow is up, blue is down) a theme was changed by the model, while the p values show the contribution of each category to these changes. (B) Targeted pathway analysis results. Analysis is the same as described in A but uses significant pathways (p<0.05) from Enrichr. (C) Themes that replicated between these two pathway analyses are shown in the replicated pathways heatmap, with darker green indicating more involvement. Right labels are Pathway Hunter categories, and left labels are their larger themes. (D) Signature analysis results. iLINCS perturbagen signatures that are concordant with EEvSH or discordant with ERvSH and ERvEE would theoretically reverse ER, while signatures that are discordant with EEvSH or concordant with ERvSH and ERvEE would theoretically mimic ER. MOAs (small left labels) for the top 20 perturbagens were organized into functional themes (far left label). Purple represents the number of perturbagens with that MOA in that contrast. (E) Cell type analysis results.

**
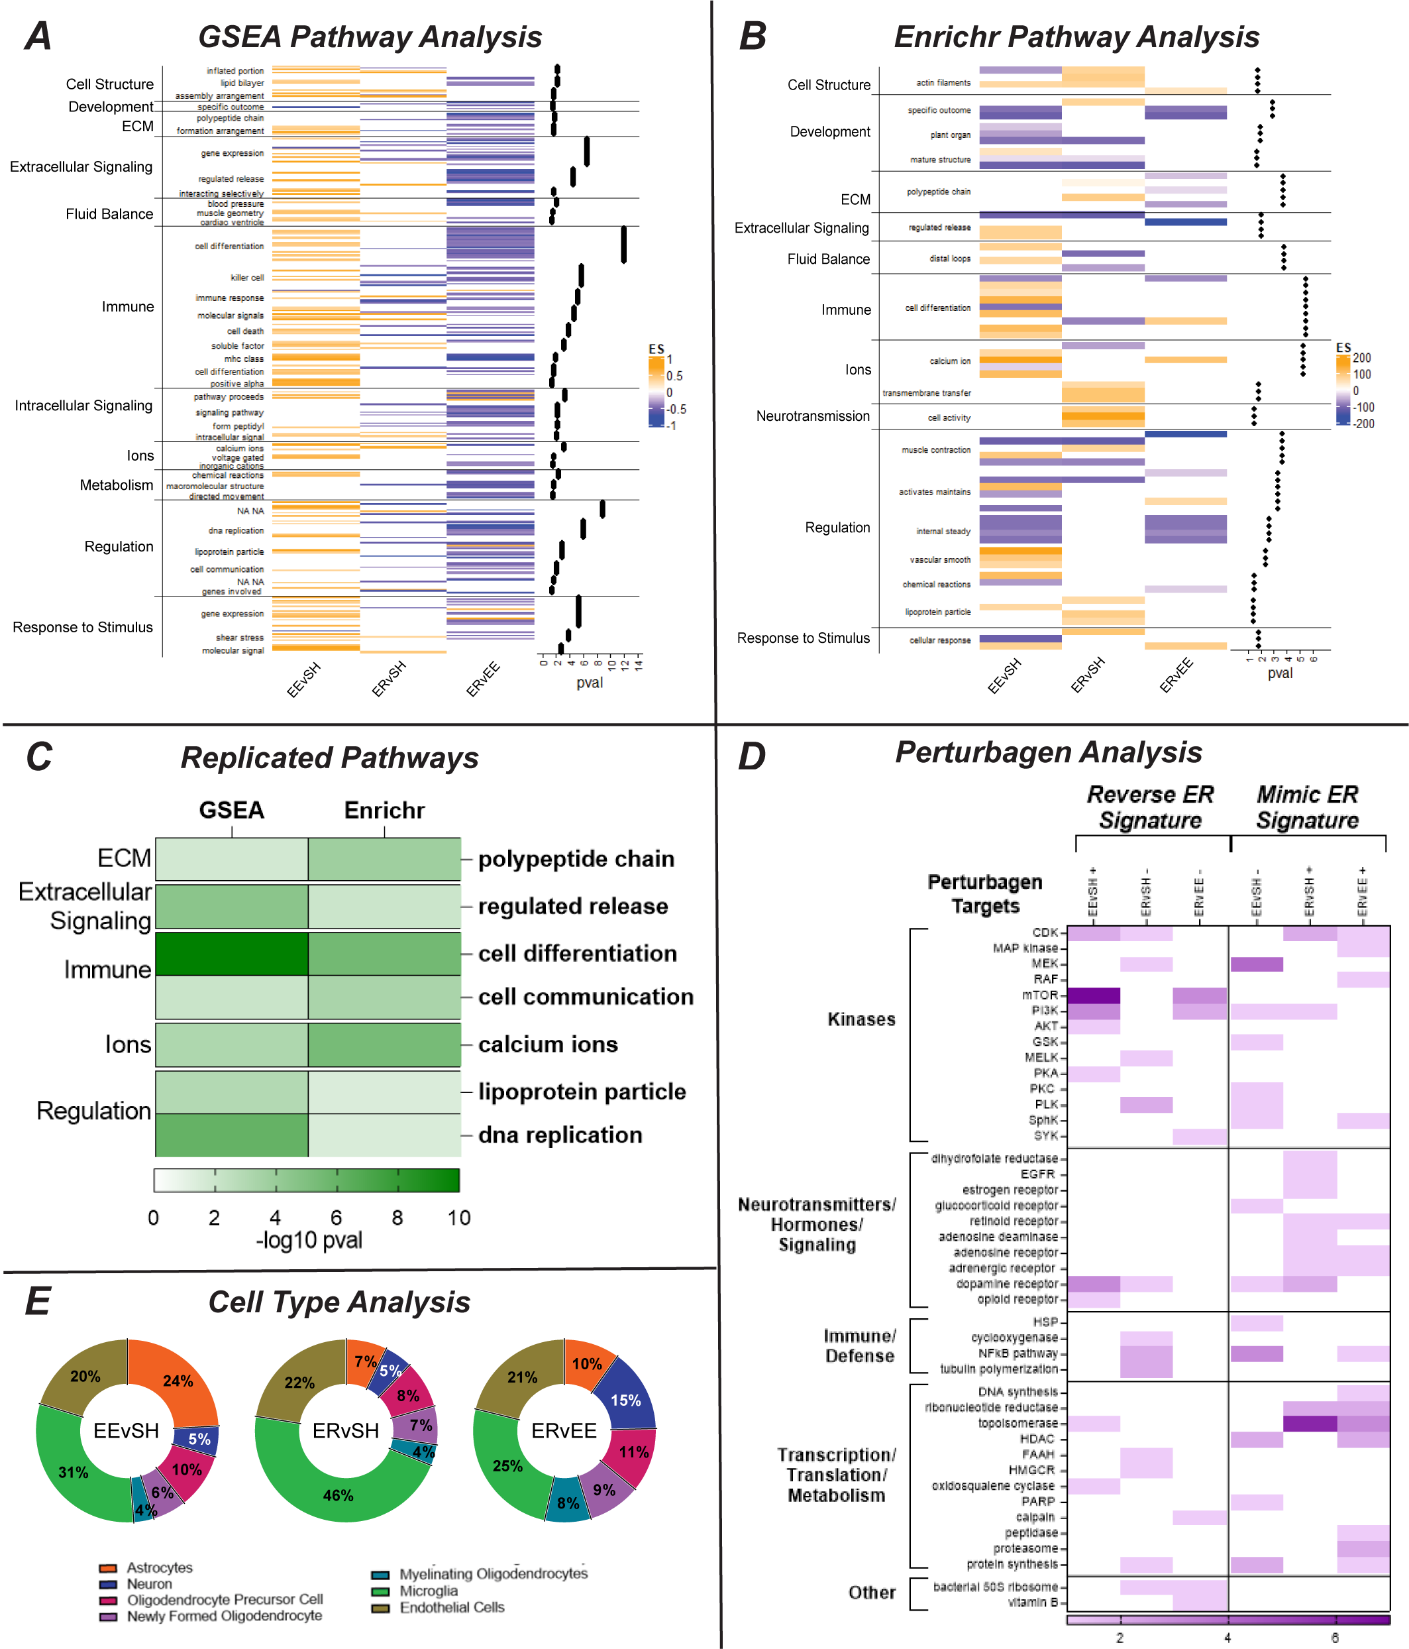
Supplementary Figure 5: Full Results for Experiment 3 RNAseq.** Data is presented as described in Supplementary Figure 4. (A) Full transcriptome pathway analysis results. (B) Targeted pathway analysis results. (C) Replicated pathways. (D) Signature analysis results. (E) Cell type analysis results.

**
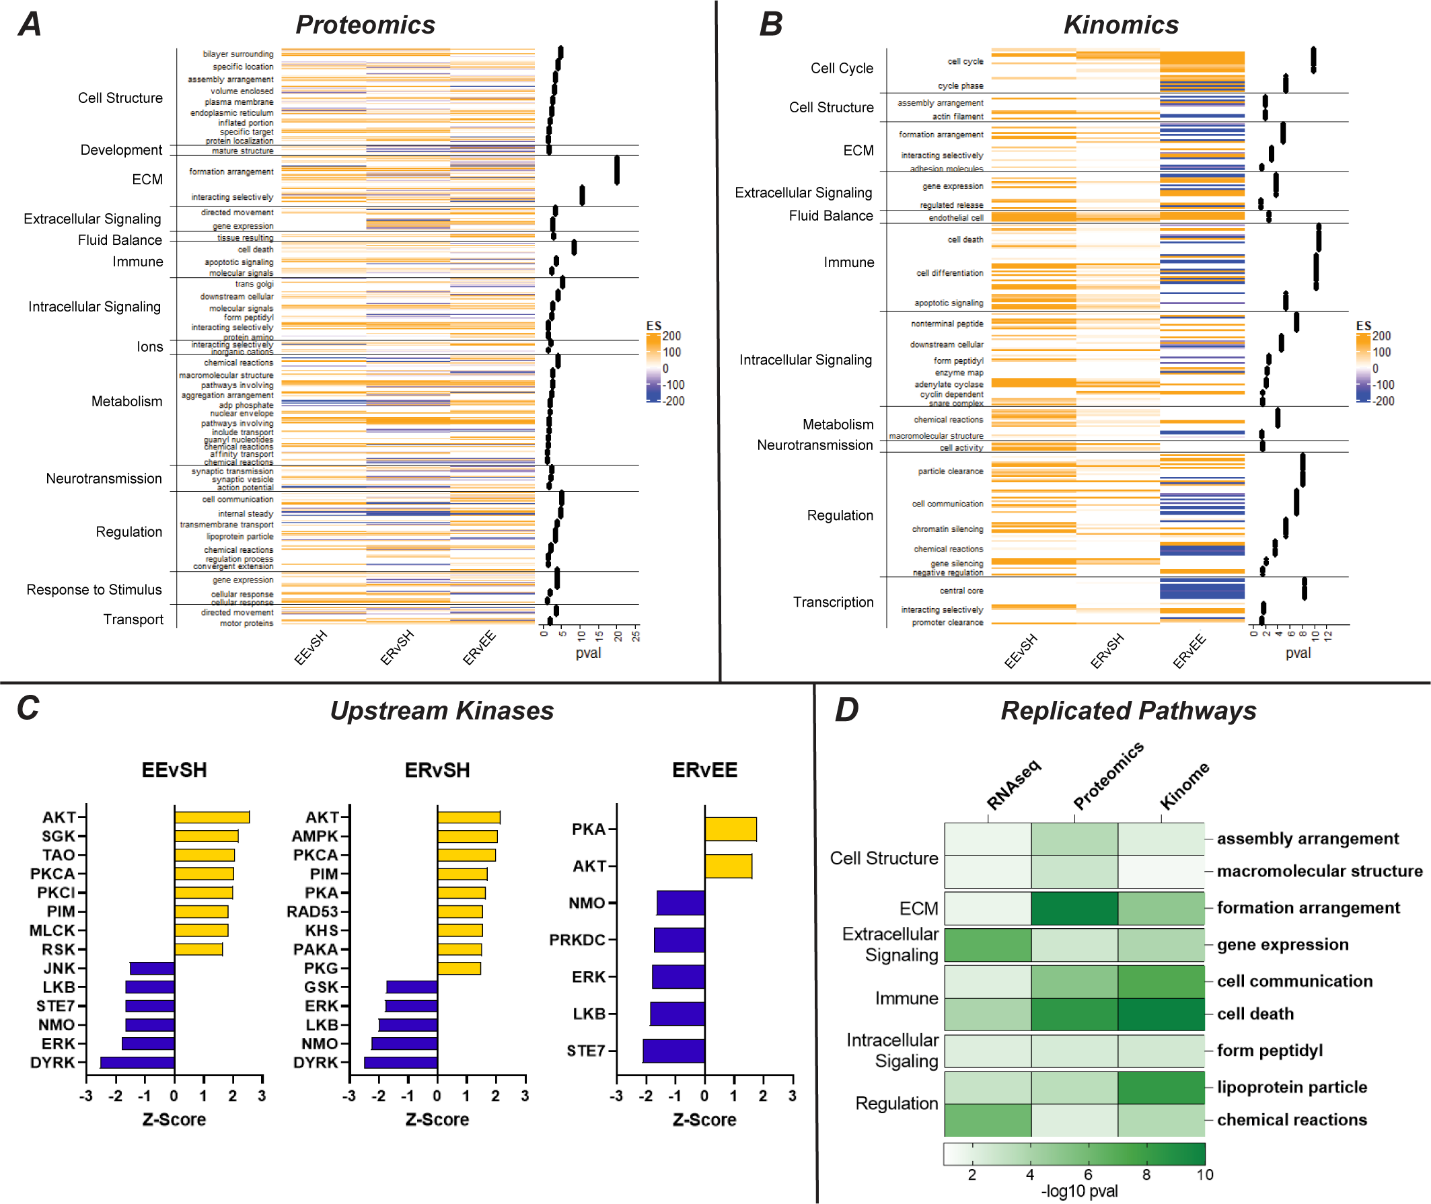
Supplementary Figure 6: Full Results for Experiment 3 Proteomics and Kinomics.**  (A) Proteomics pathway results. Pathways significantly enriched (p<0.05) in the top 100 upregulated and top 100 downregulated peptides. Data is presented as described in Supplementary Figure 4A. (B) Kinomics pathway results. Pathways significantly enriched (p<0.05) in the differentially phosphorylated (log2FC>0.3) peptides. Data is presented as described in Supplementary Figure 4A. (C) Upstream kinases identified by KRSA. Z-scores are presented for each kinase in each group, with higher z-scores indicating stronger over- (yellow) or under- (blue) representation. (D) Replicated pathways across Experiment 3 RNAseq, proteomics, and kinomics. Data is presented as described in Supplementary Figure 4C.

**
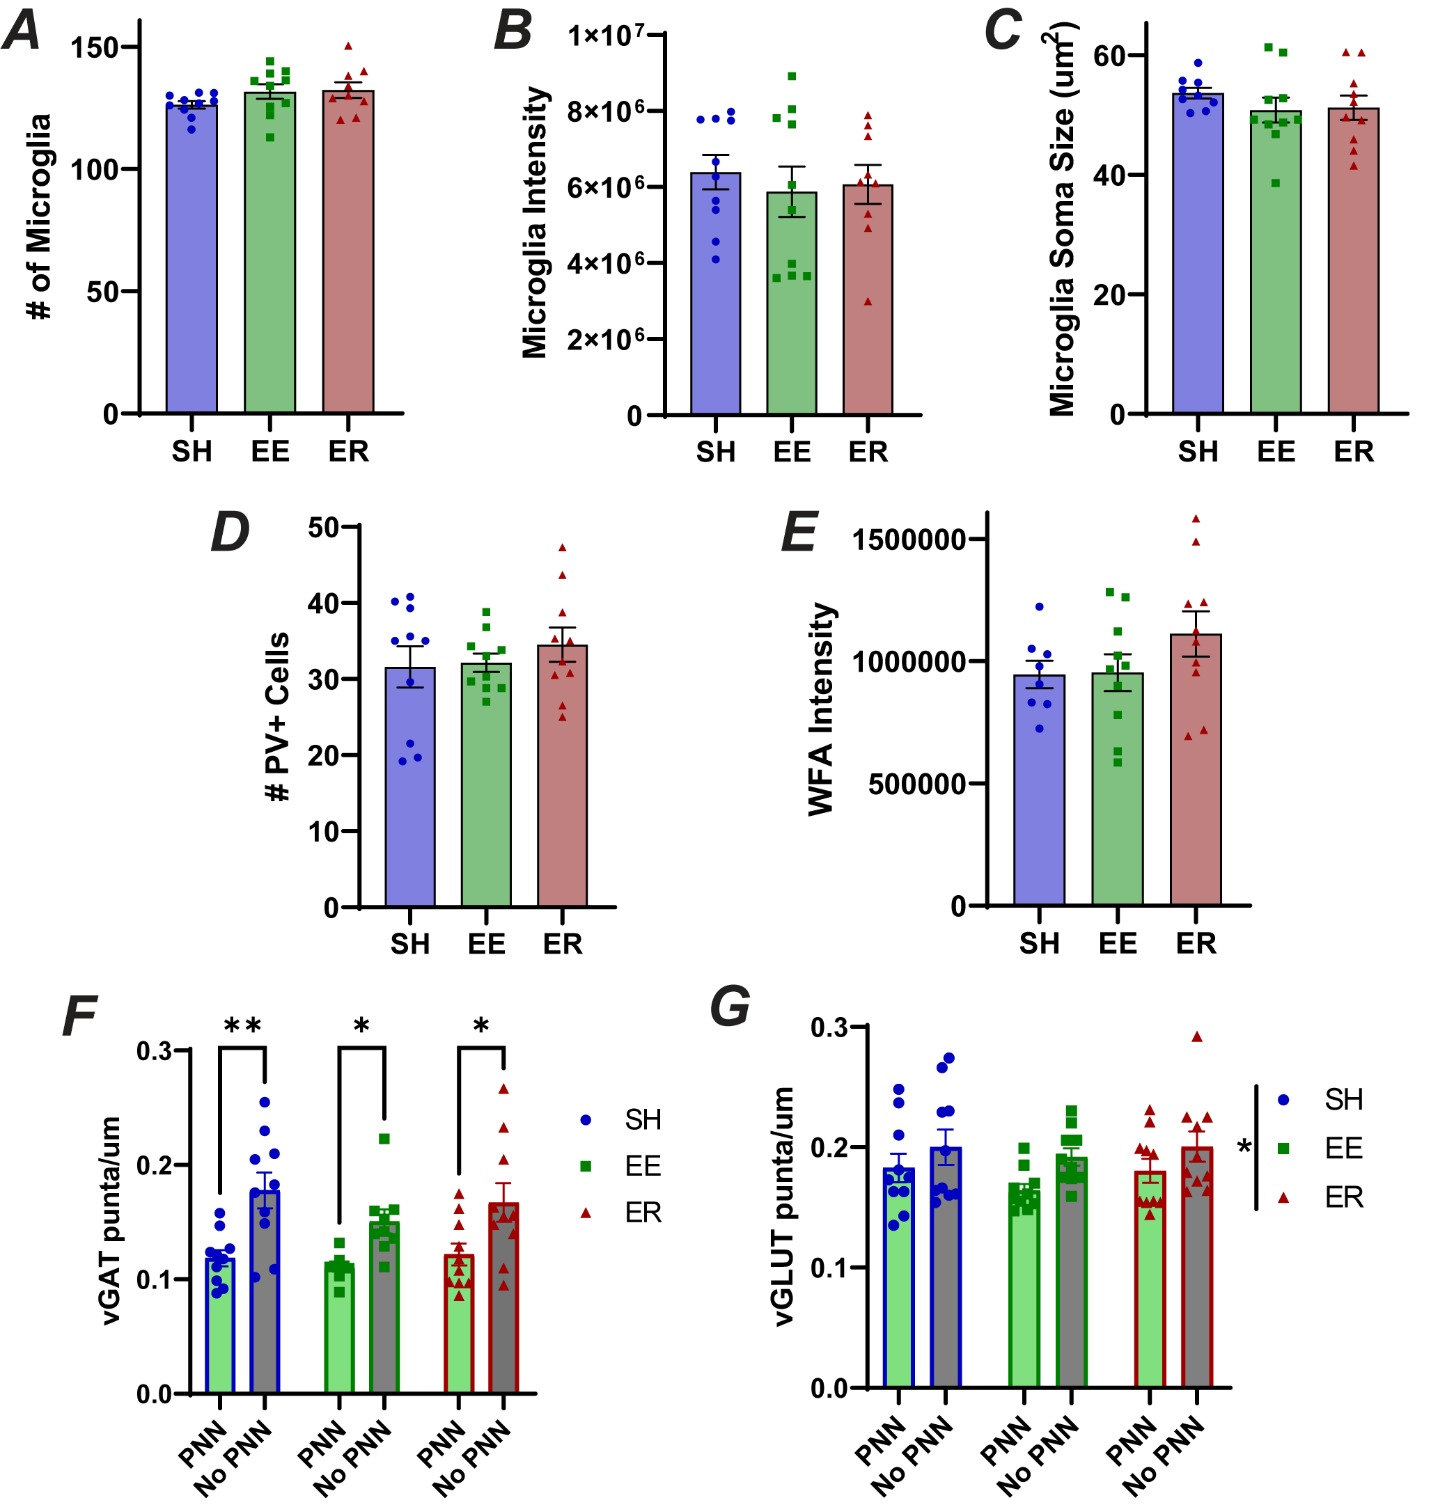
Supplementary Figure 7: Additional IHC Results.** Other BLA endpoints from Experiments 4 and 5. (A) Microglia counts (SH n=10, EE n=10, ER n=9). (B) Microglia intensity (n=10/group). (C) Microglia soma size (n=10/group). (D) Parvalbumin counts (n=10/group). (E) WFA intensity (n=10/group). No differences were observed in these measures. (F) vGAT puncta counts separated by group (n=10/group). (G) vGLUT puncta counts separated by group (n=10/group). Note that PNN phenotypes were observed in all conditions. * = p<0.05

**
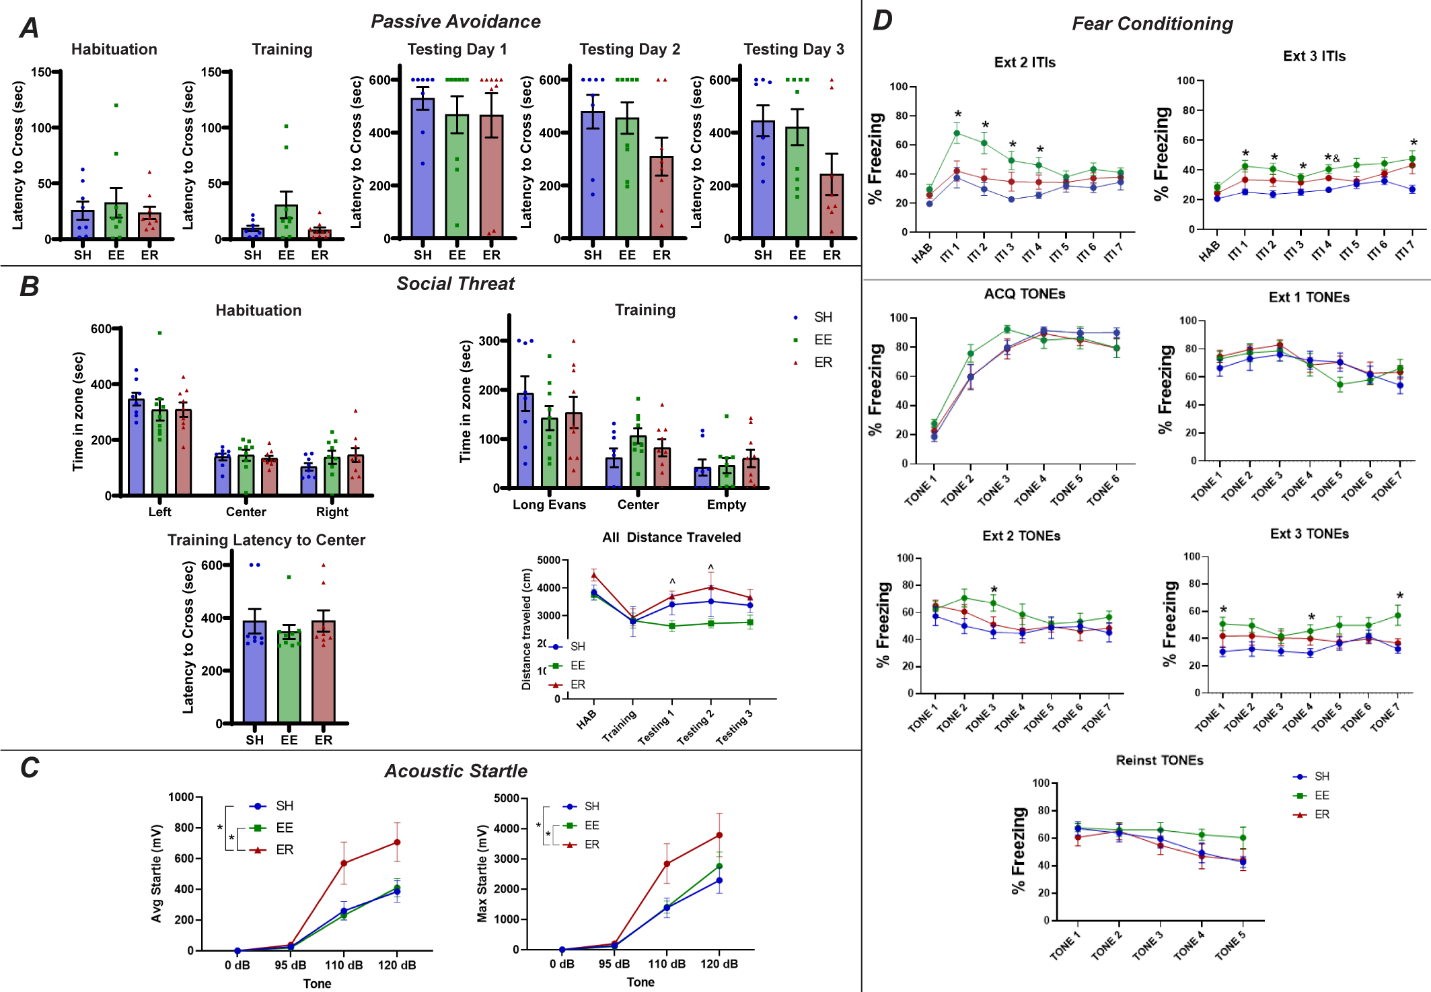
Supplementary Figure 8: Additional Behavior Results from Experiment 5.** (A) Passive avoidance latency to cross on habituation, training, and testing days (SH n=8, EE n=9, ER n=9). No significant differences were observed. (B) Additional social threat endpoints, including time in each zone on habituation and training days, time to leave the retired breeder long evans (LE) zone on training day, and overall locomotion (SH n=8, EE n=9, ER n=9). All groups showed a bias for the left compartment that persisted across days. The presence of the LE caused EE animals to spend less time in this zone. No differences were observed in time to leave the LE zone. ER rats did travel a greater distance than EE rats on all testing days, possibly pointing to increased escape behavior. (C) Average and maximum startle intensity across tones (SH n=8, EE n=9, ER n=9). ER rats responded more to the higher tones for both endpoints. (D) Fear Conditioning extinction day 2 and 3 freezing during it is (n=10/group). ER and SH rats showed enhanced extinction compared to EE rats. Freezing during fear conditioning tones each day. Patterns are similar to those seen during ITIs, but of a smaller magnitude. * = p<0.05

**
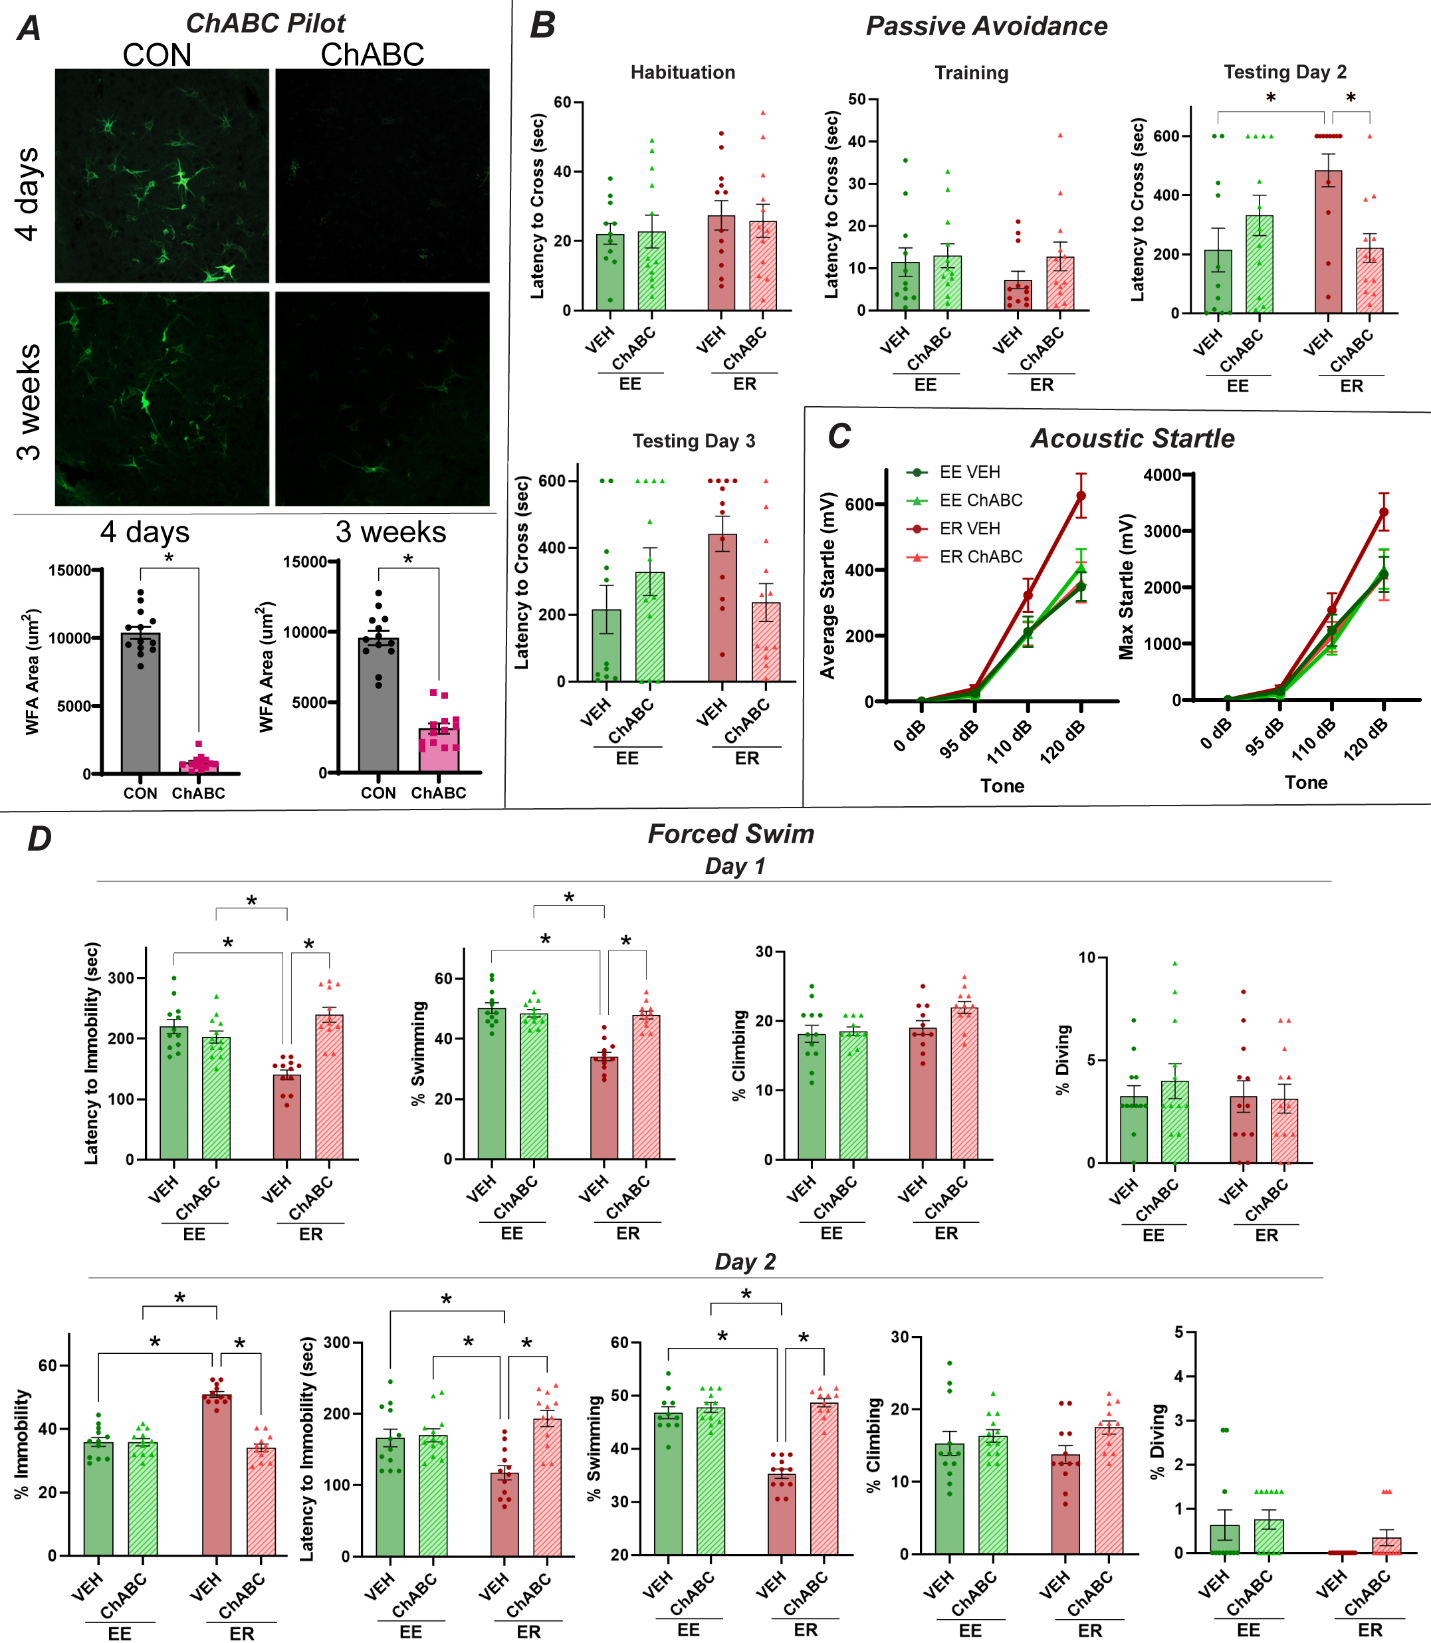
Supplementary Figure 9: Additional Results from Experiment 6.** (A) ChABC pilot. BLA WFA area was reduced ~90% 4 days following ChABC injection and remained ~60% depleted 3 weeks later (n=12/group). (B) Passive avoidance latency to cross on habituation, training, and testing days 2 and 3 (n=12/group). Other testing days exhibited the same pattern observed on testing day 1 (Figure 6D). ER VEH rats showing an increased latency to cross, with ChABC blocking this effect. (C) Average and maximum startle intensity across tones (n=12/group). ER rats responded more to the highest tone for both endpoints. (D) Additional forced swim test results (n=12/group). ER VEH rats showed an increased latency to immobility and decreased swimming. ChABC blocked both effects in ER rats. No differences were observed for climbing and diving behaviors. The same patterns were observed on Day 2, with a slight shift toward increased mobility observed across all groups. * = p<0.05

**
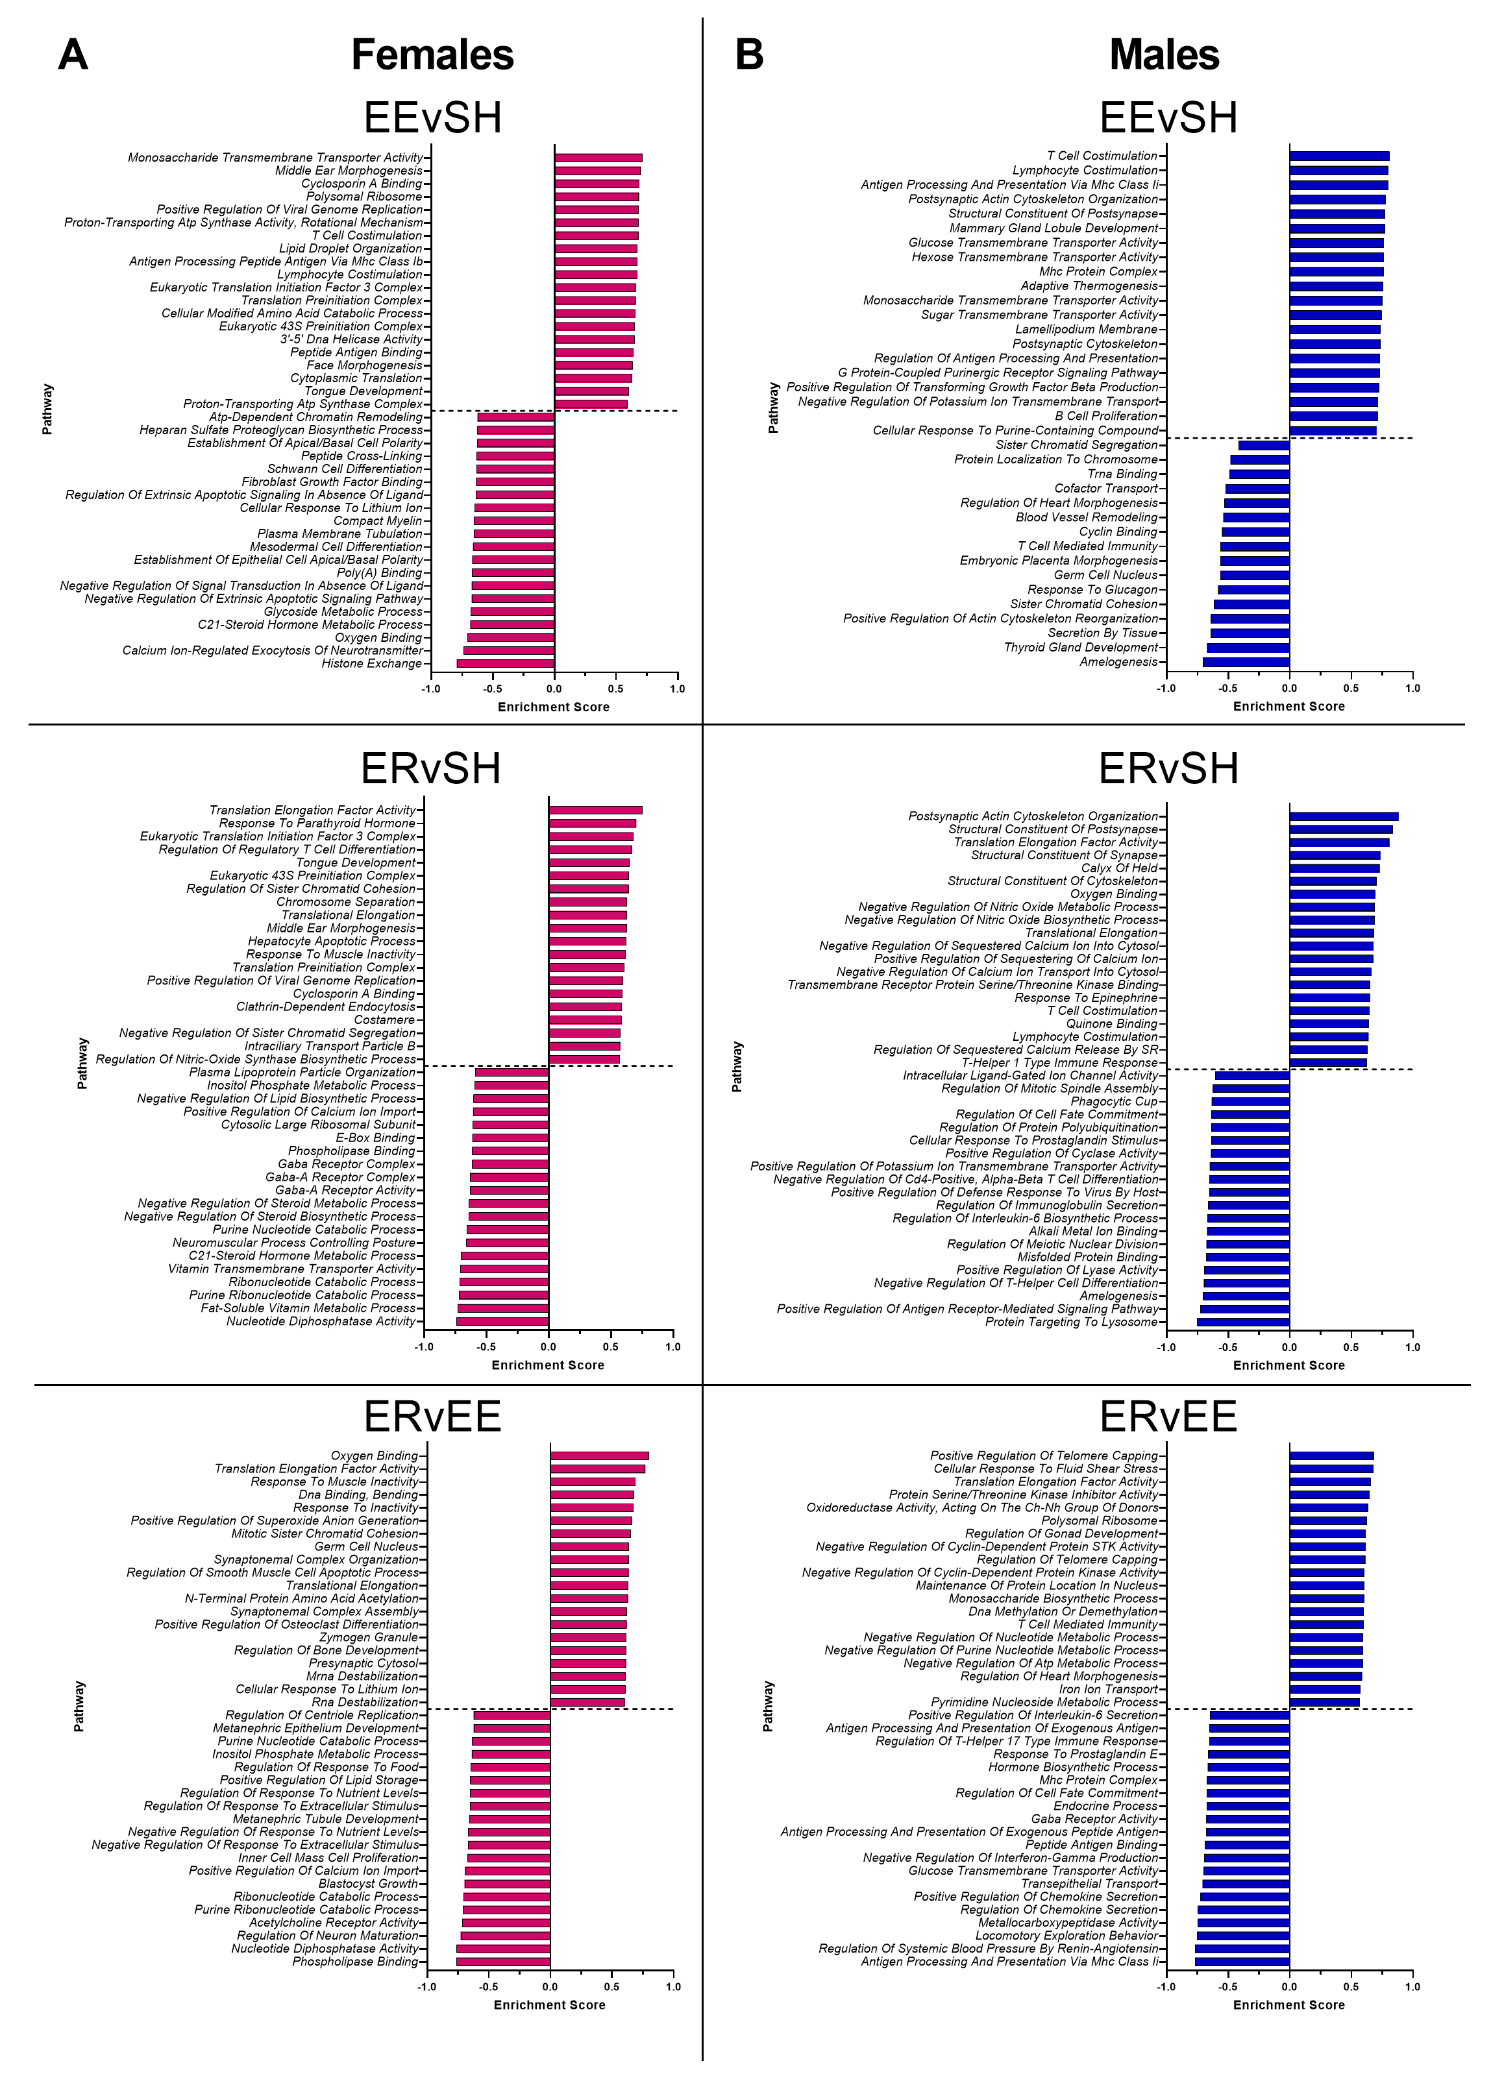
Supplementary Figure 10: Preliminary Female BLA RNAseq Pathway Analysis.** (A) A female cohort was run parallel to the Experiment 3 male cohort, and RNAseq was run on pooled samples from the BLA. GSEA full transcriptome pathway analysis was run as described above, and the top 20 significantly enriched up- and down-regulated pathways are presented here, along with respective enrichment scores (ES). (B) Male top 20 GSEA pathways for comparison. Note the differences between female and male pathways. Females demonstrated greater involvement of metabolic, transcriptional, and developmental processes, whereas males demonstrated greater involvement of immune and extracellular signaling***.***

**SUPPLEMENTARY TABLES** *(each as separate Excel file)*

**Supplementary Table 1: Overview of Experiments.** This study consisted of 6 experiments. The goals and approaches of each experiment are detailed here.

**Supplementary Table 2**: **RNAseq Gene Expression Data.**

*Tab 1:*  Experiment 2 *Differential Gene Expression*. Experiment 2 RNAseq differential expression values for EEvSH, ERvSH, and ERvEE genes. Gene names are provided in column A, and differential expression values are presented in log2FC.

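The gene values of Experiment 2 in the table are log2 ratios of group means after adding 1 to each mean. Computed that way from the deposited values, 1998 of the 1998 lines read, of 19084 in the table, came out within 0.001, with a largest difference of 4.99e-06, and so did all 72 values given for the 36 genes of microglia and matrix. The other 17086 lines were not used here. Of the lines read, 1219 are not protein-coding genes and 284 have a mean value below 1, for which a change of a few reads in 1 rat moves the ratio. A ratio of means follows the rat with the highest value, whereas the mean of log2 values weighs each rat alike. For Klk10, with 13.3, 0, 8.02, 0, 0 and 9.67 in EE 1 to EE 6, the ratio of means gives 1.83 in EEvSH and the mean of logs 1.10, and for Lgals3 the ratio gives −0.43 in ERvEE and the mean of logs 0.28.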

*Tab 2:*  Experiment 3 *Differential Gene Expression*. Experiment 3 RNAseq differential expression values for EEvSH, ERvSH, and ERvEE genes. Gene names are provided in column A, and differential expression values are presented in log2FC.

**Supplementary Table 3: Proteomics and Kinomics Data.**

*Tab 1: Proteomics Differential Expression.*  Differential expression of peptides detected via LCMS, presented in log2FC.

*Tab 2: Kinomics Differential Phosphorylation.*  Differential phosphorylation of STK peptides, presented in FC.

*Tab 3: Kinomics KRSA.* Upstream kinase analysis. Z-score signifies how over- (positive) or under- (negative) represented a particular kinase’s activity is in that contrast. Kinomics was run in triplicate on 3 separate STK chips, so z-scores are provided for each chip and as an overall average.

*Tab 4: Kinomics KRSA Summary*. Summary of average z-scores from Tab 3 for kinases considered to be strongly represented (>2.0), represented (1.75-2), or weakly represented (1.5-1.75). Kinases with z-scores <1.5 are not considered to be differentially active in the sample. Corresponds to Supplementary Figure 6C.

**Supplementary Table 4: Pathway Analysis Results**

*Tab 1: Experiment 2 GSEA Pathways*. Detailed pathways for Experiment 2’s RNAseq Full Transcriptome Pathway Analysis. Corresponds to Figure 2A and Supplementary Figure4A. IDs and titles of Individual pathways are provided in columns D and E, respectively. Enrichment Scores for that pathway in each contrast are provided in columns F-H, with yellow signifying positive scores, blue signifying negative scores, and while signifying that that pathway was not significantly enriched in that contrast. Pathways are organized into clusters based on semantic similarity by PathwayHunter. PathwayHunter cluster names, numbers, and p values (how enriched that cluster is overall) are provided in columns B, C, and I. The larger themes that these categories were organized into based on *a priori* knowledge are provided in column A. This file can be used to look up which pathways make up the categories and themes presented in the main body of the manuscript.

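Tallied by theme, the paper's own enrichment scores place 196 pathways under immune, 93 up and 0 down in EEvSH, 9 and 25 in ERvSH, and 1 and 164 in ERvEE. Those under ECM number 55, 34 up and 4 down in EEvSH, 24 and 3 in ERvSH, and 2 and 20 in ERvEE. Neurotransmission has 78 pathways, 57 up and 0 down in EEvSH, 70 and 0 in ERvSH, and 8 and 2 in ERvEE, and metabolism 107, 6 up and 63 down in EEvSH, 0 and 77 in ERvSH, and 0 and 23 in ERvEE. Transcription holds 26, 1 up and 22 down in EEvSH, 0 and 16 in ERvSH, and 0 and 0 in ERvEE. In the whole table 232 of 1049 pathways are up in EEvSH and down in ERvEE, 69 of them immune and 11 of the ECM. All of these scores are the paper's and were not recomputed here.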

How the deposited data were processed for this re-analysis (not part of the article)

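The data used here are those of Experiment 2, RNA sequencing of BLA micropunches from 18 adult male rats, 6 single-housed (SH), 6 in enriched housing (EE) and 6 removed from enrichment (ER). Each rat gave 1 library and no library was left out of the main tests. All sample columns of the table were used (0 unused). The other experiments of the paper are not analysed here.

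The values are a signal per gene and library made by the authors: reads were aligned with HISAT2, counted per gene and divided by 1 size factor per library with DESeq2, and deposited in that form. The versions of HISAT2 and DESeq2, the genome build, the annotation and the counting tool are not given in the sources used here. In each library the low values are multiples of a single step, and divided by it 100.0% of the values up to 1000 reads were whole within 0.01 reads. For EE 3 this step lies so near 1 that the values could be taken for rounded counts, although they are not whole. The reads recovered in this way range over the groups from 17753797 to 23450276 per library and were used for count-based alternatives, while the main tests used the deposited values. The values are not corrected for gene length, so genes are compared between rats and not with each other. The strandedness of counting is not given in the sources used here, so reads of an overlapping antisense gene, of a pseudogene or of a close paralog may enter the value of a gene, above all for families such as the ribosomal proteins and the major histocompatibility complex.

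Genes with a mean value above 1 over the 18 libraries were tested, 18172 of 19113, of which 16268 are protein-coding. All computing was done in R 4.3.3. Values were taken as log2(value + 1) and fitted with limma 3.58.1 as 1 model of the 3 groups with an intensity trend and empirical Bayes moderation. EEvSH, ERvSH and ERvEE were drawn from that model, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A log2 fold change is therefore the difference between group means of log2 values, and its standard error comes from limma. Where a gene is described, its group means and SD are of the deposited values. For genes with low or uneven values it can therefore be smaller or larger than the ratio of the printed group means, or of opposite sign.

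The 52 lists of genes cover cell types, brain regions near the BLA, immune functions, extracellular matrix, ions, neurotransmission, metabolism, transcription, responses to stimuli, development and cell structure. They were written from general knowledge. Of their symbols, 1661 were found by name, 32 by a RefSeq synonym and 91 not at all, and lists needed at least 5 measured members. Each list was compared with all other genes by camera from limma with a preset correlation of 0.01, adjusted over the lists of each contrast, and again with the correlation estimated from the residuals. It was also tested with the rotation test fry from limma and with fgsea 1.28.0 with 10000 permutations. Many members of the neuronal, glial and vascular lists are expressed by the tissue itself, and some genes belong to more than 1 list. Scores per rat are means of z-scores over the members, compared by exact permutation tests in which 6 against 6 rats give no p below 0.00216. The 36 genes of microglia and matrix come from the study's own table. They were tested with fry and gene by gene, adjusted over the list alone.

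Genes were named by a rule. It takes the 36 genes of the study's table and the genes its results name, whose values in the paper had been seen. For each contrast it takes the genes with an adjusted p under 0.05, filled up to 20 by the smallest p among genes with a mean of at least 10, and the 5 highest and 5 lowest fold changes. For each list it takes up to 4 members with the smallest p. Genes chosen by the smallest p or the highest fold change are described as values and are not said to have changed unless they passed. Some genes that the rule takes are not reported here.

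Alternatives changed the scaling (TMM and upper quartile from edgeR 4.0.16), the filter, the pseudocount (0.1 and 5), the libraries in the model and the test (DESeq2 1.42.0 and limma-voom with sample quality weights, on recovered reads), left out each library in turn, and used the replicate number as a block. Others, added after the data had been seen, used edgeR on recovered reads, with and without EE 3, left out SH 1 and SH 3, kept protein-coding genes alone, used the log2 ratio of group means plus 1, and held the myelin or region scores constant. For each result of a fit over many genes, 100 of the 462 ways to divide the 12 rats of a contrast into groups of 6 were fitted. Correlations between scores used 100000 permutations. Genomic span, from the RefSeq table of gene positions, was found for 14992 of the tested genes (82.5%).

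The tests were tried on simulated data. With no change put in, limma called 0 genes in the 3 contrasts. Of genes changed by 2 times, it recovered 55 of 67 in EEvSH and 47 of 67 in ERvEE, all with the right sign, and camera called a list that had been shifted. The changed genes were drawn from those with a mean of at least 10, so recovery among genes with lower values was not tried. The simulated rats vary independently gene by gene, which real rats do not. Of the study's table of fold changes, the first 1998 lines were used. The pathway analysis with published gene sets, the perturbagen signatures and the Enrichr results were not recomputed here.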

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

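Single rats stood far from the other 5 of their group in the measures below, by Dixon's test of the gap to the nearest rat, which chance passes in about 5% of groups. Of 27 groups of library measures 0 passed (chance gives 1.35), of 156 groups of list scores 5 (chance gives 7.8) and of 108 groups of the study's 36 genes 7 (chance gives 5.4). The numbers are thus near those of chance, with 4 in EE 5, 3 in SH 3 and 2 in ER 4.

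In SH 3 the scores of cortical and claustral neurons (−0.894, the other SH rats at −0.0195 to 0.178), of toll-like receptor and NF-kB signaling (−0.745, others −0.0274 to 0.314) and of chondroitin and heparan sulfate synthesis (−0.696, others −0.155 to 0.119) were low. The GABA receptor score was low in EE 5 (−0.460, other EE rats 0.159 to 0.349) and the circadian clock score in ER 4 (−0.317, other ER rats 0.0328 to 0.204). Tlr7, the RNA sensor, was low in ER 3 (58.1, others 102 to 125) and the kinase Map3k8 in EE 5 (15.8, others 36.2 to 45.3). Cxcr5 was high in EE 5 (9.06, others 1.26 to 4.09) and in ER 4 (12.1, others 0 to 1.95). The matrix protease Mmp3 was high in EE 1 (11.3, others 0 to 3.62), Mmp2 in EE 5 (249, others 146 to 177) and the kallikrein Klk7 in SH 6 (5.27, the other SH rats listed at 0).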

How the results depend on the processing

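The settings that left out SH 1 and SH 3 together, used edgeR, kept protein-coding genes alone, took the log2 ratio of group means or held scores constant were chosen after the data were seen. Summaries that answer a comparison kept their direction and their side of the threshold, or moved by less than the spread between rats, in 293 results, and 14 moved, 1 reversed and 1 lost its call. Part of the 293 could hardly have changed. A fold change in EEvSH does not depend on the ER rats, and that in ERvEE does not depend on the SH rats. Over 57 exact tests a single list of markers could not pass in any setting. The number is therefore no measure of how firm the results are. Results of single lists stayed in 1203, lost their call in 248, reversed in 14 and moved in 3. Where a cause is not given, it was not tested. Depth limits the genes with a mean value below 10, among them 11 of the study's 36, where a few reads move the fold change.

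limma called 0 genes in each contrast under TMM or upper-quartile rescaling, either other filter, a pseudocount of 0.1 or 5, the 2 groups alone, or protein-coding genes alone (666 to 1115, 1038 to 1476 and 554 to 1295 genes at an unadjusted p under 0.05 in EEvSH, ERvSH and ERvEE). So did edgeR and limma-voom, while the DESeq2 Wald test called 1, 2 and 2 genes. Leaving out each library in turn gave 0 to 1 genes in ERvEE, the 1 without EE replicate 6 being LOC100360244 (adjusted p = 0.0404), with 1312 genes at an unadjusted p under 0.05. Smallest adjusted p-values over these settings ran from 0.00314 to 1.00 in ERvEE.

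The number of lists called fell to 0 in each contrast when camera estimated the correlation between genes, and to 0 in each by fry, which tests each list against no change. fgsea, at an unadjusted p under 0.05, called 10 in ERvEE. Leaving out each library in turn gave 9 to 18 lists in EEvSH and 14 to 24 in ERvEE. The lowest counts were 9 without SH replicate 3, 8 of them also called with all rats, and 14 without EE replicate 5, 12 of them also called with all rats. The calcium and sodium channel list in EEvSH ranged from 0.0022 to 0.21, lowest without SH replicate 3, where camera's direction turned.

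Without SH 1 and SH 3, the direction of called lists by camera turned in EEvSH, with medians, for monoamine and neuropeptide receptor −0.034, synaptic vesicle and release −0.021, calcium and sodium channel −0.10, cytosolic ribosome 0.10, mitochondrial ribosome 0.054, oxidative phosphorylation 0.11, proteasome 0.070 and spliceosome 0.019, and in ERvSH for cytosolic ribosome 0.0096, mitochondrial ribosome 0.051, oxidative phosphorylation 0.091, proteasome 0.060 and spliceosome 0.0069. The integrin median in EEvSH changed sign too (−0.029), though not camera's direction. With an estimated correlation no list of this fit passed (smallest adjusted p = 0.271 in EEvSH and 0.205 in ERvSH). Medians of lists not called with all rats also changed sign, among them collagen −0.18, perineuronal net −0.037 and glutamate receptor −0.053. The median of the 36 study genes in EEvSH was then 0.28, and fry gave 0.0749, the only setting above 0.05, where all others ran from 0.00203 to 0.0467. In ERvEE fry gave 0.000399 to 0.0143 and in ERvSH 0.306 to 0.773. With the EE rats split 3 and 3 the correlation of EEvSH with ERvEE was 0.0033, and with leading-edge genes at least 2 times higher in their cell type the share of microglia in EEvSH was 30%.

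The numbers of the rats mark no shared litter or day in the sources. Of 18 pairs with the same number, 1 had deviations that correlated above 0.1 (−0.0826 to 0.130, median 0.00488), and 4 of 18 rats correlated best with their own number. With the number as a block, limma called 0, 0 and 0 genes (1009, 1304 and 669 at an unadjusted p under 0.05) and camera 17, 16 and 22 lists, and fry gave 0.0180, 0.507 and 0.00807 for the study genes. Adjusted over the list alone, limma with the block called 0 of the study genes in ERvEE, where 1 passed without it.

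Of 6449 values of named genes under a setting, 160 had the opposite sign. None of these genes passed limma with all rats, and the largest value among those that turned was 0.74, of Itgb3 in EEvSH. Ccl24, EEvSH, stood at −0.0095 with edgeR and Itgav, ERvSH, at −0.0082 without SH 1 and SH 3, in place of 0.47. The DESeq2 test turned Ccl24 −0.011, Pycard 0.026, Ikbkg −0.019 and Lgals3 0.15 in EEvSH, and Tlr9 −0.10, Itga2 0.30 and Itgal −0.021 in ERvSH, and Ccl19 −0.28, C2 −0.034 and Lgals3 −0.59 in ERvEE. limma-voom turned Pycard 0.23, Ikbkg −0.34 and Itga2 −0.33 in EEvSH, and Tlr9 −0.18, Ikbkg −0.16, Itgb3 −0.24, Mmp3 0.67, Mmp2 0.042 and Klrc3 −0.27 in ERvSH, and Ccl19 −0.38 and C2 −0.056 in ERvEE. edgeR turned Pycard 0.025, Ikbkg −0.019 and Lgals3 0.17 in EEvSH, and Tlr9 −0.10, Itga2 0.27 and Itgal −0.019 in ERvSH, and Ccl19 −0.28, C2 −0.028 and Lgals3 −0.59 in ERvEE. Without EE 3, edgeR turned Ccl24 −0.066 and Ikbkg −0.066 in EEvSH, and Tlr9 −0.10, Itga2 0.27 and Itgal −0.019 in ERvSH, and Ccl19 −0.028, Lgals3 −0.39 and Klk7 0.32 in ERvEE. Without SH 1 and SH 3, the genes that turned were Pycard 0.22, Ikbkg −0.50, Map3k8 −0.048, Itgb3 −0.078 and Itga2 −0.32 in EEvSH, and Tlr9 −0.27, Ikbkg −0.29, Itgb3 −0.40, Anxa2 0.042, Mmp3 0.78, Mmp2 0.017 and Klrc3 −0.16 in ERvSH. A pseudocount of 0.1 turned Ccl19 −0.019 and Itga2 −0.12 in EEvSH, and Lgals3 0.12 in ERvSH, and Klk10 0.43 in ERvEE, and a pseudocount of 5 Pycard 0.0030 in EEvSH, and Itga2 0.0096 in ERvSH, and Ccl19 −0.043 and Lgals3 −0.037 in ERvEE.

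Leaving out each library in turn, fold changes crossed 0 in EEvSH for Cxcr5 −0.21 to 0.23, Ccl19 −0.37 to 0.58, Ccl24 −0.11 to 0.21, Pycard −0.14 to 0.19, Ikbkg −0.17 to 0.40, Nfkbiz −0.0034 to 0.31, Fas −0.092 to 0.53, Itga2 −0.13 to 0.42, Mmp3 −0.042 to 0.76 and Cd74 −0.084 to 0.47. In ERvSH they crossed 0 for Tlr9 −0.28 to 0.71, Ccl19 −0.30 to 0.66, Irf8 −0.20 to 0.023, Itgb3 −0.074 to 0.69, Itga2 −0.59 to 0.068, Anxa2 −0.23 to 0.020, Lgals3 −0.53 to 0.052, Mmp3 −0.38 to 0.30, Mmp2 −0.080 to 0.080, Itgal −0.058 to 0.20, Cd74 −0.14 to 0.33, Ctse −0.079 to 0.20 and Klrc3 −0.19 to 0.75. In ERvEE this held for Ccl19 −0.42 to 0.56, C2 −0.10 to 0.10, Bcl2 −0.33 to 0.0012, Klk7 −0.63 to 0.025, Klk10 −0.36 to 0.41, Itgav −0.093 to 0.025 and Cd74 −0.39 to 0.17.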

Differences from the paper's values

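Of 72 log2 fold changes in the paper's Supplementary Table 7, 6 have the opposite sign to the difference between means of log2 values used here. For Ccl19, the paper's −0.24 in ERvEE stands beside 0.066 here. The alternatives set before the data were examined under which the sign is the paper's are the DESeq2 and limma-voom tests, a pseudocount of 5, and fits without one of EE 4, 5 and 6 and ER 1, 2 and 4, and under the others it is not. For C2, the paper's −0.027 in ERvEE stands beside 0.0022 here. The paper's sign holds under the DESeq2 and limma-voom tests and without one of EE 1, 4 and 6 and ER 2, 4 and 5, and under no other. For Pycard, the paper's 0.032 in EEvSH stands beside −0.00060 here. The paper's sign holds under the DESeq2 and limma-voom tests, a pseudocount of 5, and without one of SH 1, 3 and 4 and EE 1 and 6, and under no other. For Ikbkg, the paper's −0.020 in EEvSH stands beside 0.22 here. The paper's sign holds under the DESeq2 and limma-voom tests and without SH 3, and under no other. For Lgals3, the paper's 0.12 in EEvSH stands beside −0.46 here, and the paper's sign holds under the DESeq2 test alone of the alternatives. In ERvEE the paper's −0.43 stands beside 0.28 here, and the paper's sign holds under the DESeq2 test and a pseudocount of 5 and under no other. The log2 ratio of group means plus 1, a setting chosen after seeing the values, gives all 72 of the table's values and drops none of its 36 genes. Of the other alternatives chosen after seeing the values, edgeR gives the paper's sign for all 6, edgeR without EE 3 for Ccl19, Ikbkg and Lgals3 in ERvEE, and limma without SH 1 and SH 3 for Pycard and Ikbkg, each with all 36 genes kept.

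In the paper's Fig. 2D, read by eye, the shares of leading-edge genes by cell type differ from counts of genes by their highest cell type in Supplementary Table 6, which is the measure used here. Astrocytes have about 24% in EEvSH (here 7.5%) and about 10% in ERvEE (here 16.8%), and neurons about 5% in EEvSH (here 18%), about 5% in ERvSH (here 29.1%) and about 15% in ERvEE (here 28.9%). Microglia have about 31% in EEvSH (here 18%) and about 46% in ERvSH (here 9.55%), and endothelial cells about 20% in EEvSH (here 31.5%). Of these, counting only genes at least 2 times higher in their cell type, an alternative set before the data were examined, gives a value near the figure for microglia in EEvSH (30%). For endothelial cells in EEvSH (30%) and astrocytes in ERvEE (15%) it gives 1.5 times the figure's value, the bound used here for a difference, and for the other 5 it stays beyond that bound.

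The paper states that microglia contribute most in all contrasts. By count of genes, endothelial cells lead in EEvSH (63 genes against 36 of microglia), neurons in ERvSH (58 against 19) and in ERvEE (55 against 47). By the averages of the paper's own Supplementary Table 6, endothelial cells lead in EEvSH and ERvSH, with microglia next, and microglia lead in ERvEE (39.8%). Counting only genes at least 2 times higher in their cell type, microglia lead in ERvEE too (39 genes), tie with endothelial cells in EEvSH (21 each) and hold 4 genes in ERvSH. Among genes lower in ER than in EE microglia also hold the highest count. The paper also states that neurons contribute little, whereas by count they hold the most genes in ERvSH and ERvEE. As in the paper, by the averages of Supplementary Table 6 neurons hold 5.73% in ERvEE, rank 6 of 7 cell types, and 12.7% in ERvSH, rank 4. With the margin of 2 times they hold 28 genes in ERvEE, fewer than microglia, but 35 of 66 in ERvSH, more than any other cell type.

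The paper lists Lgals3 among genes that fall from EE to below SH. Here its fold change was −0.17 in ERvSH, below SH as in the paper, and positive from EE to ER. Ccr1 and C3ar1, listed with it, had negative fold changes from EE to ER and from SH to ER, as in the paper, without passing limma.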

Other observations

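The fits without SH 1 and SH 3 and the tests of the ribosomal pattern were chosen after the results were seen, and the fits with scores as covariates after the data but before their own result. Of the markers of neurons from around the BLA, those of the striatum and of the central and medial amygdala fell from EE to ER, and the 2 lists of other regions did not pass. Markers of striatal medium spiny neurons fell in ERvEE (median −0.17, 15 of 20 negative, adjusted p = 0.00309 from camera and 0.341 with an estimated correlation), with the opioid peptide Pdyn at 318 ± 135 in EE and 172 ± 78.9 in ER (−0.85, SE 0.33) and the G-protein regulator Rgs9 at −0.70 (SE 0.29). In EEvSH the list had −0.057 (adjusted p = 0.146). Without SH 1 and SH 3 it had −0.15 (adjusted p = 0.0382 and 0.624 with an estimated correlation). Markers of the central and medial amygdala fell in ERvEE as well (−0.23, 10 of 15, adjusted p = 0.0260 and 0.309 with an estimated correlation), a call that ended without 1 of EE 1, EE 6 or ER 1, adjusted p = 0.0594 to 0.130, with the peptides Nts at 221 ± 136 in EE and 94.9 ± 75.1 in ER (−1.32, SE 0.56) and Avp at −1.46 (SE 0.97). With single libraries left out, the medians in ERvEE ran from −0.27 to −0.10 for striatal markers and −0.45 to −0.17 for these. The medians of central and medial amygdala markers were 0.069 in EEvSH (adjusted p = 0.843) and −0.19 in ERvSH (adjusted p = 0.124). Without SH 1 and SH 3 the latter was −0.23 (adjusted p = 0.0400 and 0.537 with an estimated correlation). Adjusted over the list alone, limma called 1 of these markers in ERvEE and 1 in ERvSH, Ecel1 in both. Markers of the BLA itself had medians of −0.10, 0.10 and 0.13 in EEvSH, ERvSH and ERvEE (adjusted p = 0.0969, 0.962 and 0.0673), with the retinoic acid enzyme Cyp26b1 at 3324 ± 1607 in EE and 4954 ± 1347 in ER (0.66, SE 0.26) and the secreted Rspo2 at 0.48 (SE 0.22). Markers of the cortex and claustrum had 0.21, 0.069 and −0.19 (adjusted p = 0.413, 0.894 and 0.176). Those of the hippocampus and thalamus had 0.084, −0.11 and −0.14 (adjusted p = 0.398, 0.881 and 0.176), with Dsp, of the dentate gyrus, at 1.07 (SE 0.45) in EEvSH.

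Astrocyte markers fell in ERvEE (−0.12, 17 of 20, adjusted p = 8.30e-06 and 0.309 with an estimated correlation) and had 0.034 in EEvSH (adjusted p = 0.930). Mlc1, of astrocyte endfeet, stood at −0.22 (SE 0.084) in ERvEE and the neurotensin receptor Ntsr2 at −0.23 (SE 0.091). Blood genes had −0.23, −0.33 and 0.013 (adjusted p = 0.194, 0.0785 and 0.573), with the platelet chemokine Pf4 at 1.31 (SE 0.56) and the antibody chain Ighm at −1.02 (SE 0.41) in EEvSH. Meningeal fibroblasts had −0.053, −0.14 and −0.10 (adjusted p = 0.350, 0.0659 and 0.217), with Aldh1a2 at −0.64 (SE 0.32) in ERvEE. Pericytes and smooth muscle had −0.10, −0.012 and 0.019 (adjusted p = 0.383, 0.821 and 0.573), and without SH 1 and SH 3 −0.25 in EEvSH (adjusted p = 0.00257) and −0.13 in ERvSH (adjusted p = 0.0215). With the correlation estimated in that fit neither passed (adjusted p = 0.587 and 0.619). The contractile gene Myh11 stood at 0.51 (SE 0.30) in ERvEE. The choroid plexus had 0.077, 0.080 and 0.047 (adjusted p = 0.917, 0.962 and 0.767), with the thyroid hormone carrier Ttr at 1.29 (SE 0.98) in EEvSH, ependyma −0.15, −0.18 and 0.12 (adjusted p = 0.314, 0.444 and 0.899), with the cilium gene Cfap126 at 0.41 (SE 0.21), and cholesterol synthesis 0.053, 0.00095 and −0.040 (adjusted p = 0.661, 0.553 and 0.137), with Msmo1 at −0.17 (SE 0.068) in ERvSH. The cytosolic ribosome list fell in ERvEE (−0.088, 62 of 73, adjusted p = 0.00624 and 0.838 with an estimated correlation), a call that ended without 1 of EE 5 or ER 1, adjusted p = 0.0677 to 0.166 (medians −0.12 to −0.046). As deviations from group means over the 18 rats, the ribosome score moved with that of oxidative phosphorylation (r = 0.942, rho = 0.825, r = 0.831 without the 2 rats farthest out) and against that of synaptic vesicle genes (r = −0.799, rho = −0.695, −0.685 without 2). The permutation p-values of these relations, adjusted over 3, were 0.00176 or lower. The lists and contrasts not given here or with the claims did not pass camera.

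The results were compared with other divisions of the same rats, 100 of the 462 ways to divide the 12 rats of each contrast, and each count of divisions here includes the real one. limma called 0, 0 and 0 genes in the real groups of EEvSH, ERvSH and ERvEE (highest other 142, 2 and 4). Any division reaches a count of 0 (100, 100 and 100 of them), so the number of called genes decides nothing about chance. At an unadjusted p under 0.05, 37, 25 and 18 divisions gave as many genes as the real groups. The real groups gave 1067, 1434 and 665 genes and the highest of the others 3727, 3383 and 2200. Camera called as many lists in 16, 38 and 11 (real 18, 14 and 22, median of the others 13, 10 and 9, highest other 22, 22 and 32). The median of the study's 36 genes was as far from 0 in 11, 55 and 5 (real 0.31, 0.10 and 0.38 in size, highest other 0.54, 0.35 and 0.45). Chance is excluded for none of these, although in ERvEE the median of the study's genes lies at the bound of 5%. The division of the EEvSH rats that called 142 genes points to a structure of the samples. It parts SH 1 from SH 3, and what it follows was not tested. Taken over all divisions compared, those with SH 1 and SH 3 on the same side gave a median of 1534 genes at an unadjusted p under 0.05 in EEvSH and 1561 in ERvSH, and the ones that parted them 587 and 470.

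Ribosomal protein genes were lower in EE and in ER than in SH. Against the other 4 SH rats alone, the list median in EEvSH was 0.10. The mean deviation of EE lay above that of the 4 by 0.104 (SE 0.0789, exact permutation p = 0.233, smallest possible 0.00952). SH 1 and SH 3 had the highest deviations of all libraries (0.67 and 0.79), so leaving them out was bound to raise this median. The lower values in EE thus rest on these 2 rats, and the comparison does not decide whether housing is the source. A candidate explanation is the pair SH 1 and SH 3, without which the lower of the medians in EEvSH and ERvSH was 0.0096, above 0. The rank correlations of deviation with genomic span in these libraries, −0.265 or lower, lie outside those of the other 16. RNA quality or library preparation that favors short genes may underlie this. Genomic span includes introns and is not the length of the transcript, and the gene lists that stood apart may themselves differ in span. The correlation therefore does not tell RNA quality from a difference in the cells or the animals. Whether SH 1 and SH 3 differ as animals or in the handling of the tissue is not tested.

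Microglia and myelin markers were lower in ER than in EE. With each rat's myelin score as a covariate, the microglia median was −0.050 in place of −0.23 (adjusted p = 0.264), so that a different share of white matter in the punches may account for it. The call ended because the fold itself shrank, and astrocyte (−0.051, adjusted p = 0.0433) and endothelial markers (−0.065, adjusted p = 0.0261) still passed. Tissue of neighboring regions cannot be told apart, as with the striatal and central amygdala scores as covariates the microglia median was −0.15 (adjusted p = 0.0107), between the bounds set for either answer, and the myelin median −0.067 (adjusted p = 0.205). An effect of removal on microglia and oligodendrocytes together stays open, since a score of myelin would take it up in the same way and no sample separates the 2.

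Fold changes in EEvSH and ERvEE run opposite ways across genes. The EE libraries shared by both contrasts may account for this, as with EE split 3 and 3 the mean covariance was 0.00089, not below that of random regroupings treated the same way. Random regroupings with the same split ran from −0.0387 to 0.0197 in covariance. A reversal across many genes within that range could therefore go unseen. The covariance with all rats lay 0.00286 above that of simulated groups with no change. The simulated spread includes the SH pair that stands apart, which can make the simulated covariance too negative, so this difference decides nothing. Whether genes reverse with removal, as a small set or across the transcriptome, is not answered by these tests.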
